# Monocyte infiltration induces CNS arginine catabolism to fuel neuroinflammation

**DOI:** 10.1038/s41590-026-02516-4

**Published:** 2026-05-18

**Authors:** Martina Kerndl, Laszlo Musiejovsky, Andrea Komljenovic, Hon Shing Lam, Andrea Vogel, Tobias Bausbacher, Christian J. Riedl, Roko Sango, Lenka Matejovicova, Anja Dobrijevic, Laura Oberbichler, Melanie Hofmann, Markus Kieler, Lucia Quemada Garrido, Lara Veronika Perko Budja, Julia Stefanie Brunner, James Lucas Cairns, Paul Cheng, Kerstin Kitt, Christine Isaguirre, Thomas Köcher, Kristaps Klavins, Thomas Rattei, Simon Hametner, Stephan Blüml, Carsten Hopf, Ryan D. Sheldon, Omar Sharif, Gernot Schabbauer

**Keywords:** Neuroimmunology, Autoimmunity, Inflammation, Animal disease models

## Abstract

Inflammatory responses are associated with recruitment of monocyte-derived cells (Mdcs) into tissues. Although tissue-specific Mdc reprogramming is well established, how Mdc infiltration alters tissue metabolism remains unclear. Here, using a mouse neuroinflammation model coupled with genetic fate mapping, metabolomics and metabolite imaging, we identify that central nervous system (CNS) Mdc infiltration is associated with substantial metabolic changes and assign disease-linked metabolites therein. In particular, we found that increased arginine catabolism driven by lesion-associated arginase 1 (*Arg1*)-expressing Mdcs promoted oxidative damage, lipid accumulation and Mdc dysfunction. Genetic ARG1 deficiency within Mdcs during neuroinflammation increased extracellular arginine and was associated with rewiring of the CNS metabolic landscape, including attenuated disease-linked metabolites. This was accompanied by enhanced Mdc-driven anti-inflammation, regulatory T cell expansion and improved disease outcome. Opposing effects were observed following dietary arginine deficiency. Together, our work highlights key roles for Mdcs in CNS metabolism and reveals the pleiotropic beneficial effects of arginine in neuroinflammation.

## Abstract (web summary)

Kerndl and colleagues identify that arginase 1-expressing monocyte-derived cells mediate arginine catabolism and detrimental effects during experimental autoimmune encephalitis-triggered neuroinflammation.

## Main

In the central nervous system (CNS), at homeostasis, choroid plexus macrophages at interfaces between blood and cerebrospinal fluid (CSF) and macrophages within the dura mater are CNS-associated macrophage (CAM) populations replenished by monocytes^1,2^. Mouse patrolling Ly6C^lo^CCR2^−^CX3CR^hi^ monocytes play homeostatic functions, whereas classical inflammatory Ly6C^hi^CCR2^+^CX3CR1^lo^ monocytes are recruited to sites of inflammation, where they differentiate into dendritic cells (moDCs) and macrophages (moMACs), with CCR2 being important for monocyte migration from bone marrow to tissues^3^. CAMs express a different transcriptional signature than resident microglia, and although during neuroinflammation several distinct monocyte, moDC and moMAC populations transiently emerge through the blood–brain barrier, triggering autoimmune neuroinflammation, these monocyte-derived cells (Mdcs) do not contribute to the microglial pool^4–8^. The transcriptome and effector functions of Mdcs in neuroinflammatory disease is instructed by proinflammatory cytokines, including interferon-γ (IFNγ) and granulocyte macrophage colony-stimulating factor (GM-CSF), with subsets of moMACs and moDCs simultaneously expressing key urea cycle components including arginase 1 (*Arg1*) and nitric oxide synthase 2 (*Nos2*)^5,9^. Although this suggests a complex CNS Mdc evolution, other work indicates a unidirectional path comprising initial infiltration of *Nos2*-expressing Mdcs at peak disease that are slowly replaced by *Arg1*-expressing cells as neuroinflammatory disease resolves^10^. Aside from cytokines, metabolic fine-tuning is key for Mdc tissue adaptation, particularly under shifting nutrient availability^11^. Herein, CNS-associated *Nos2*-expressing Mdcs use glycolysis, whereas *Arg1*-expressing Mdcs use oxidative phosphorylation to generate ATP^10^, metabolic signatures established to promote pro- or anti-inflammation, respectively^11^. Further, many studies have used metabolomic approaches to identify biomarkers in blood, CSF and urine associated with progression of neuroinflammatory diseases, including multiple sclerosis (MS) and its mouse animal model experimental autoimmune encephalitis (EAE)^12–14^. Recently, metabolomics of isolated microglia revealed their critical role in promoting neuroinflammation^15^. Despite this progress, how Mdc influx directly influences CNS metabolism per se and the implications herein for inflammation remain poorly understood.

Here, we leveraged the transient nature of CNS myeloid cell influx during EAE to examine which metabolic aspects of this demyelinating neuroinflammatory disease are driven or suppressed by Mdcs and identified pivotal roles for arginine catabolism by ARG1^+^ Mdcs in neuroinflammation.

## Results

### CNS metabolic shifts in neuroinflammation coincide with monocyte influx

To identify EAE-triggered metabolites and understand their relationship with myeloid cell influx, we immunized mice with myelin oligodendrocyte glycoprotein peptide 33–55 (MOG_35–55_) in complete Freund’s adjuvant, collected spinal cord tissue and CSF at peak disease or during recovery, performed targeted metabolomics and subsequently categorized metabolites at homeostasis and during different EAE phases (Fig. 1a and Supplementary Tables 1–4). Unimmunized animals were healthy controls. Substantial CD45^+^ cell influx, coinciding with demyelination, occurring at peak disease was attenuated at recovery (Extended Data Fig. 1a,b). Principal component analysis identified distinct metabolite separation between healthy animals and animals at peak disease, while recovered animals exhibited a scattered in-between profile, notably in the CSF (Extended Data Fig. 2a,b). Accordingly, spinal cord metabolites in healthy animals and recovered animals exhibited bimodal and unimodal distributions, respectively, peak disease metabolites in both tissues displayed the widest *z*-score spreads, and CSF metabolite distributions were more variable than those in the spinal cord (Fig. 1b and Extended Data Fig. 2a,b). Supervised clustering of metabolite trajectories over different EAE phases identified three patterns. Relative to healthy animals, at peak disease, most CNS metabolites increased and slightly (cluster 1) or strongly decreased (cluster 2) at recovery. We identified a cluster (cluster 3) of attenuated CNS metabolites in severely ill animals compared to in healthy controls (Fig. 1c and Supplementary Table 5), implying metabolite consumption or degradation at peak disease. Given the temporal changes in spinal cord CD45^+^ cells that were barely detectable in healthy animals (Extended Data Fig. 1a,b), we next investigated which immune cells were predominant during the distinct EAE phases and possibly linked to metabolite accumulation or consumption reflected in the cluster analysis. Examining infiltrating myeloid cell contributions, we determined percentages of CCR2^+^CX3CR1^+^/CCR2^−^CX3CR1^+^ cells, excluding CD45^mid^Ly6G^+^CD3^+^ cells (microglia, neutrophils and T cells) from the analysis (Extended Data Fig. 1c). CX3CR1^+^CCR2^+^ Mdcs were elevated at peak disease versus during recovery (Fig. 1d). We noted concurrent CCR2 and Ly6C downregulation therein (Extended Data Fig. 1c,d), suggesting that Mdcs were derived from circulating Ly6C^hi^CX3CR1^lo^ monocytes downregulating CCR2 expression after CNS entry^3,16^. There were no differences in T cells (CD4^+^ and CD8^+^) between disease phases (Fig. 1d and Extended Data Fig. 1e).

**Fig. 1:**
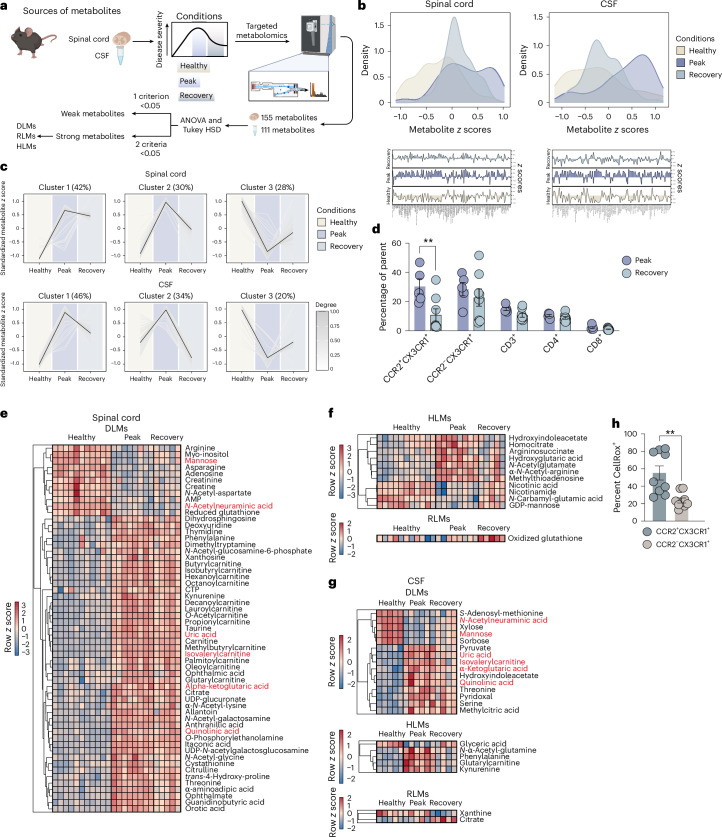
Neuroinflammation is associated with metabolic changes related to neurotoxicity, energy metabolism and redox homeostasis. **a**, Experimental scheme for identifying metabolites associated with EAE phases. Schematic created in BioRender; Kieler, M. https://biorender.com/2z6ava8 (2026); HSD, honestly significant difference. **b**, Top: density plot showing *z*-score distributions (*x* axis) of measured metabolites in the indicated groups. Bottom: bar plots representing *z* scores of each metabolite. **c**, Metabolite cluster plots showing trajectories of standardized metabolite *z* scores (*y* axis) over EAE disease phase (*x* axis) for each measured metabolite over biological replicate (gray lines). Shades of gray depict cluster membership degree. The black line depicts weighted average therein; spinal cord, *n* = 11 (healthy), *n* = 8 (peak disease) and *n* = 5 (recovery) animals; CSF, *n* = 5 animals for all experimental groups. **d**, Percentages of depicted spinal cord immune cell populations at peak disease (*n* = 5) and during recovery (*n* = 8); **P = 0.0012. **e**–**g**, Heat maps displaying degree of changes in spinal cord (**e**,**f**) or CSF (**g**) metabolite abundance among the different experimental groups. The heat map legend represents row *z* scores. DLMs are significant between healthy animals and animals at peak disease and between healthy animals and animals during recovery. RLMs are significant between animals at peak disease and during recovery and between healthy animals and animals during recovery. HLMs are significant between healthy animals and animals at peak disease and between animals at peak disease and animals during recovery. Matching metabolites in the spinal cord and CSF are highlighted in red. **h**, Percentage of CellRox^+^ cells among CCR2^+^CX3CR1^+^ or CCR2^−^CX3CR1^+^ cells during EAE; *n* = 9 animals; **P = 0.002. Results are shown as mean ± s.e.m. (**d**,**h**). Data were analyzed by a one-way analysis of variance (ANOVA) followed by a Tukey’s multiple-comparisons post-test (**e**–**g**) or two-tailed unpaired *t*-test (**d**,**h**). Cells were pregated on single viable cells and then CD45^hi^Ly6G^−^CD3^−^ for myeloid cells (**d**,**h**) or CD45^+^ for T cells (**d**). CTP, cytidine triphosphate. Source data

Having established Mdc frequency shifts between EAE phases, we examined which metabolites are specifically related to disease, recovery or homeostasis and identified 57 spinal cord and 15 CSF disease-linked metabolites (DLMs), up or down, relative to healthy animals (Fig. 1a,e–g). Neurotoxic quinolinic acid and α-aminoadipic acid, metabolites produced by CAMs and activated microglia or glial cells, respectively, and reported to induce oxidative stress, lipid peroxidation and oligodendrocyte and neuronal death, were augmented^17–20^. This, along with decreased reduced glutathione, an endogenous antioxidant, indicated substantial oxidative stress at peak disease^21^ (Fig. 1e). We observed decreased adenosine, adenosine monophosphate and neuroprotective creatine^22,23^, suggesting impaired energy metabolism and mitochondrial dysfunction in diseased spinal cord. Multiple carnitines were elevated, suggesting that spinal cord energy metabolism imbalances may be compensated by ATP production through carnitine-aided transport and oxidation of long-chain fatty acids^24^. Several DLMs, including *N*-acetylneuraminic acid, mannose, isovalerylcarnitine, α-ketoglutaric acid, quinolinic acid and uric acid, were observed in both the spinal cord and CSF (Fig. 1e,g). Enhanced CSF uric acid during EAE is consistent with previous work^25^.

We detected 11 and 5 homeostasis-linked metabolites (HLMs) whose trajectories at recovery resembled the healthy spinal cord and CSF, respectively, with no overlap between tissues (Fig. 1f,g). Although the DLM reduced glutathione was unchanged between peak disease and recovery, indicating that resolving oxidative stress is important during EAE, metabolites protective against oxidative stress (nicotinamide and nicotinic acid)^26^ and decreased at peak disease were elevated to homeostatic healthy levels at recovery (Fig. 1e,f). Recovery-linked metabolites (RLMs) were defined as specifically exhibiting significant changes in recovered animals versus under both other conditions. We only detected the inactive oxidized form of glutathione^21^ (Fig. 1f), further implying attenuated spinal cord oxidative stress at recovery. In line with metabolomics and previous work^8^, CellRox analysis demonstrated substantial oxidative stress at peak disease within CD45^+^ versus CD45^−^ cells (Extended Data Fig. 1f). Compared to CD45^hi^CCR2^−^CX3CR1^+^ cells, CD45^hi^CCR2^+^CX3CR1^+^ cells displayed more CellRox, suggesting that monocyte infiltration promotes neurotoxicity (Fig. 1h).

These findings suggest that monocyte infiltration, an established EAE severity driver^6,7^, is associated with substantial alterations of the CNS metabolic landscape linked to neurotoxicity, perturbations in energy metabolism and redox homeostasis. Accordingly, several metabolites linked to glutathione-mediated protection against oxidative stress (*S*-adenosyl-methionine, *S*-adenosyl-homocysteine and methylnicotinamide)^27,28^ and glycolysis (glucose-6-phosphate, fructose-6-phosphate and pyruvate)^10^ did not pass the double threshold required for classification as strong metabolites and were classified as weak metabolites. Notably, compared to healthy animals, most were elevated in both tissues at peak disease and reminiscent of DLMs (Extended Data Fig. 2c,d).

### Arginine catabolism is accompanied by ARG1^+^iNOS^−^ Mdc infiltration

Metabolic pathway enrichment analysis of significant spinal cord metabolites at peak disease versus in healthy animals (including both strong and weak metabolites) demonstrated enrichment of metabolites related to arginine and branched-chain amino acid biosynthesis, as well as nucleotide and nicotinate/nicotinamide metabolism (Fig. 2a). Enrichment in arginine biosynthesis was present in both tissues (Fig. 2a). Examination of individual spinal cord metabolites within the arginine biosynthesis pathway revealed decreased arginine and increased citrulline and argininosuccinate (Fig. 2b). Decreased extracellular arginine in mouse CSF at peak disease was verified by enzyme-linked immunosorbent assay (ELISA) and is in agreement with rats with EAE^29^ (Fig. 2c); further, it was associated with upregulation of the myeloid-expressed arginine transporter *Slc7a2* (ref. ^30^; Fig. 2d).

**Fig. 2:**
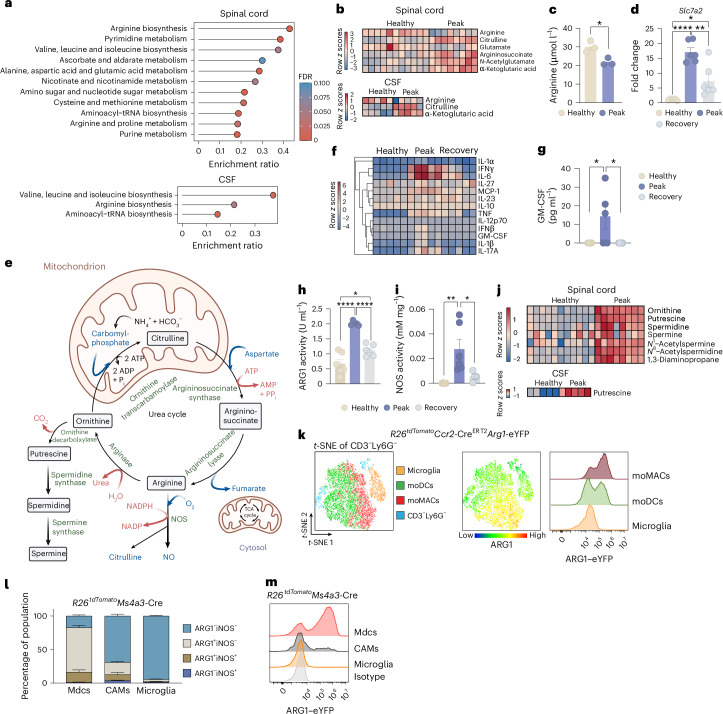
ARG1^+^ Mdcs perturb CNS arginine metabolism at peak neuroinflammation. **a**, Metabolite set enrichment analysis of significantly changed spinal cord and CSF metabolites between healthy animals and animals at peak disease. The enrichment ratio represents the hit number within a pathway divided by pathway size; spinal cord, *n* = 11 (healthy) and *n* = 8 (peak disease) animals; CSF, *n* = 5 (healthy) and *n* = 5 (peak disease) animals; FDR, false discovery rate. **b**, Metabolite heat maps of the arginine biosynthesis pathway in **a**. **c**, CSF arginine measured by ELISA; *n* = 3 animals per group; *P = 0.018. **d**, Spinal cord *Slc7a2* mRNA levels; *n* = 5 (healthy) and 6 (peak/recovery) animals; ANOVA ****P < 0.001; *P = 0.0403; **P = 0.0019; ****P < 0.0001. **e**, Urea cycle schematic; enzymes are in green. Schematic created in BioRender; Kieler, M. https://biorender.com/b42nb9u (2026); P_i_, inorganic phosphate; PP_i_, pyrophosphate; TCA, tricarboxylic acid. **f**, CSF cytokines in indicated C57BL/6J animals. Rows depict *z* scores; *n* = 5 per group. **g**, Quantification of CSF GM-CSF in **f**; *n* = 5 animals per group; ANOVA *P = 0.0315; *P = 0.0384. **h**, Spinal cord ARG1 activity; *n* = 6 animals per group; ANOVA ****P < 0.0001; *P = 0.019; ****P < 0.0001. **i**, Spinal cord NOS activity; *n* = 5 (healthy), *n* = 6 (peak) and *n* = 4 (recovery) animals; ANOVA **P = 0.0088; *P = 0.0479; **P = 0.0099. **j**, Heat maps of polyamine biosynthesis metabolites in identical animals as those in **a**. All metabolites except spermine significantly changed (*P* < 0.01). **k**, Plots depicting ARG1 in myeloid cell populations at peak disease in *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^*Arg1*-eYFP animals. Populations were overlaid using the gating depicted in Extended Data Fig. 4a. **l**, Percentage of ARG1^−^/ARG1^+^ and iNOS^−^/iNOS^+^ cells in Mdcs (MS4A3–tdTomato^+^CX3CR1^+^), CAMs/cDC2s (MS4A3–tdTomato^−^CX3CR1^+^P2RY12^−^) and microglia (MS4A3–tdTomato^−^CX3CR1^+^P2RY12^+^) in *R26*^*tdTomato*^*Ms4a3*-Cre animals at peak disease; *n* = 5. **m**, Representative histograms depicting ARG1 expression in myeloid cell populations at peak disease in *R26*^*tdTomato*^*Ms4a3*-Cre animals using the gating depicted in Extended Data Fig. 4f. Results are shown as mean ± s.e.m. (**c**,**d**,**g**–**i**,**l**). Data in **h** are representative results from two independent experiments. Data were analyzed by one-way ANOVA followed by a Dunnett’s test (**g**), Tukey’s multiple-comparisons post-test (**d**,**f**,**h**,**i**) or two-tailed unpaired *t*-test (**c**) or Student’s *t*-test (**b**,**j**). Cells were pregated on single viable CD45^+^CD11b^+^Ly6G^−^CD3^−^ (**l**). Source data

This finding coincided with dramatic transcriptional increases of spinal cord urea cycle components, notably the genes encoding the arginine-catabolizing enzymes ARG1 and inducible NOS (iNOS, refs. ^10,31^ Fig. 2e and Extended Data Fig. 3a). Robust *Arg1* versus *Arg2* expression is consistent with previous studies^32^. Western blotting verified ARG1 EAE kinetics, additionally demonstrating none at disease onset (Extended Data Fig. 3b). *Arg1* and *Nos2* expression during EAE paralleled CSF cytokines linked to monocyte influx and proinflammation (MCP-1 and TNF), as well as Mdc effector function (IFNγ and GM-CSF^9,33^; Fig. 2f,g). Further, ARG1 and NOS activity were elevated in the spinal cord at peak disease, and although postrecovery activity of both decreased, ARG1 activity remained modestly increased compared to in healthy mice (Fig. 2h,i). This finding, together with citrulline accumulation at peak EAE, which is derived from iNOS-mediated arginine catabolism (Fig. 2b,e), suggests that ARG1- or iNOS-expressing Mdcs contribute to arginine consumption at peak disease. Subsequent examination of polyamines downstream of ARG1 revealed that ornithine, putrescine and spermidine were elevated in the spinal cord, indicating a predominant role for ARG1. Further, consistent with rats with EAE, putrescine was elevated in the CSF (Fig. 2j and Supplementary Table 6)^29^.

Examining ARG1 and iNOS kinetics within Mdcs at peak disease, we next used animals expressing enhanced yellow fluorescent protein (eYFP) under the control of the *Arg1* promoter (*Arg1*-eYFP animals) and stained for iNOS within spinal cord-infiltrating CD11b^+^CD45^hi^CCR2^+^CX3CR1^+^ cells (Extended Data Fig. 3c). Roughly half of infiltrating Mdcs were selectively ARG1^+^ (ARG1^+^iNOS^−^), whereas only 6–10% were selectively iNOS^+^ (ARG1^−^iNOS^+^) or ARG1^+^iNOS^+^. Further, although CD11b^+^CD45^mid^CCR2^−^CX3CR1^+^ microglia exhibited minimal ARG1, CD11b^+^CD45^hi^CCR2^−^CX3CR1^+^ cells were also largely ARG1^+^iNOS^−^ (Extended Data Fig. 3d). This latter population likely represents a mixture of Mdcs that have lost CCR2, type 2 conventional DCs (cDC2s) or CAMs.

Knowing that CCR2 is downregulated on Ly6C^hi^ monocytes after CNS entry^3,16^, we next used fate mapping to detect ARG1 and iNOS on Mdcs even if they no longer express *Ccr2*. We generated *R26*^*tdTomato*^*Ccr2*-Ere^ER^^T2^ animals that after tamoxifen treatment irreversibly label CCR2^+^ cells, including Ly6C^hi^ monocytes and their progeny^9^, fed them a tamoxifen diet for 3 weeks, rested them for 1 week to alleviate long-term tamoxifen use and examined labeling efficiency. Consistent with rapid blood monocyte turnover^34^, tdTomato expression was lost (Extended Data Fig. 3e,f). Subsequently, while inducing EAE and concomitantly reintroducing a tamoxifen diet, we next determined ARG1 and iNOS levels within spinal cord-infiltrating Mdcs. Concordant with *Arg1*-eYFP animals at peak disease, most infiltrating CD45^hi^CCR2–tdTomato^+^CX3CR1^+^ Mdcs were selectively ARG1^+^ (ARG1^+^iNOS^−^; Extended Data Fig. 3g). Because CAM populations exhibit mixed ontogeny^2^, this experimental approach additionally allowed for the identification of a minor population of long-lived or non-monocyte-derived CD45^hi^CCR2–tdTomato^−^CX3CR1^+^ cells, which could represent CAMs or cDC2s. Although this population displayed 15% ARG1^+^iNOS^−^ positivity, ARG1 was largely absent on CD45^mid^CCR2–tdTomato^−^CX3CR1^+^ microglia in this experimental setup (Extended Data Fig. 3g).

Further characterizing infiltrating ARG1^+^ Mdcs, we next crossed *Arg1*-eYFP with *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^ animals, generating *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^*Arg1*-eYFP animals. This together with an expanded myeloid cell flow cytometry panel revealed infiltrating CD11b^+^CD45^hi^CCR2–tdTomato^+^CX3CR1^+^ Mdcs composed of both F4/80^+^CD44^hi^ moMACs and F4/80^−^CD44^+^ moDCs^5,9^, also corroborating that CD11b^+^CD45^mid^CCR2–tdTomato^−^CX3CR1^+^ microglia expressed the microglial marker P2RY12 and were CD11b^+^CD45^mid^CD44^lo^^4,5,9^ (Extended Data Fig. 4a,b). Consistent with P2RY12 downregulation in EAE^4^ relative to microglia from healthy animals, CD11b^+^CD45^mid^CCR2–tdTomato^−^CX3CR1^+^ microglia at peak disease expressed lower P2RY12 (Extended Data Fig. 4c). Unsupervised *t*-distributed stochastic neighbor embedding (*t*-SNE)-guided analysis confirmed extensive ARG1 within CD44^+^CCR2–tdTomato^+^ Mdcs with manual gating, demonstrating the highest levels in moMACs (Fig. 2k). Interestingly, consistent with the postulated stepwise differentiation of CNS-infiltrating monocytes into moDCs and subsequently ARG1-expressing moMACs^9^, as monocytes differentiated into Mdcs at peak disease, they concomitantly acquired ARG1, CD44 and F4/80, with CD44 and ARG1 being higher in moMACs than in moDCs (Fig. 2k and Extended Data Fig. 4d). Importantly, compared to CD11b^+^CD45^+^CCR2–tdTomato^−^CX3CR1^+^P2RY12^−^ CAMs/cDC2s and CD11b^+^CD45^+^CCR2–tdTomato^−^CX3CR1^+^P2RY12^+^ microglia, Mdcs exhibited the most ARG1 (Extended Data Fig. 4e).

To alleviate tamoxifen use in *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^*Arg1*-eYFP animals, we next used *R26*^*tdTomato*^*Ms4a3*-Cre animals that efficiently fate map progeny of granulocyte–monocyte progenitors^35^. This confirmed that CD11b^+^CD45^+^MS4A3–tdTomato^+^CX3CR1^+^ Mdcs were mainly ARG1^+^iNOS^−^ at peak disease and that microglia exhibited marginal ARG1, with similar percentages obtained to *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^ animals (Fig. 2l,m and Extended Data Figs. 3g and 4f,g). F4/80^+^ moMACs exhibited elevated CD44 and CD64 levels^9^ compared to F4/80^−^ moDCs (Extended Data Fig. 4h–j), demonstrating fidelity of moMAC and moDC populations. We noted comparable ARG1 expression in non-monocyte-derived CD11b^+^CD45^+^MS4A3–tdTomato^−^CX3CR1^+^P2RY12^−^ cells that could comprise embryonic CAMs or cDC2s to percentages obtained in *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^ animals (Fig. 2l,m and Extended Data Figs. 3g and 4f,g). Together, arginine catabolism at peak disease within the CNS is accompanied by prominent ARG1^+^iNOS^−^ Mdc infiltration.

### Arginine catabolism localizes in lesions with ARG1^+^ myeloid cells

We next examined the spatial localization of ARG1^+^ Mdcs and observed that most CCR2–tdTomato^+^ cells within *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^*Arg1*-eYFP animals were ARG1^+^ and localized within EAE lesions (Fig. 3a). Although a small portion of ARG1^+^CCR2–tdTomato^−^ cells were present, most were ARG1^+^CCR2–tdTomato^+^ Mdcs (Fig. 3b). Translating these findings to humans, we performed ARG1 immunohistochemistry on postmortem brain autopsy samples from healthy control individuals and individuals with different clinical courses of MS (Supplementary Table 7). Individuals with MS included those exhibiting active lesions, chronic active lesions and inactive lesions^36,37^. Although little ARG1 was present in the white matter of healthy control individuals, abundance increased in individuals with MS, with the normal-appearing white matter exhibiting some ARG1^+^ cells. These cells were slightly elevated in the periplaque white matter and significantly augmented at the rim of the active center and at the active lesion center. The center of inactive and chronic active lesions was hypocellular, exhibiting sparse ARG1 (Fig. 3c,d). We noted that within the rim of chronic active lesions, ARG1 was found in CD68^+^ cells (Extended Data Fig. 5a). Immunofluorescence demonstrated that, analogous to mouse EAE, most myeloid cells in human MS lesions were ARG1^+^iNOS^−^, with *z* stacks revealing pronounced cytoplasmic localization. Further, although glial fibrillary acidic protein^+^ (GFAP^+^) astrocytes were found in active lesion centers^38^, they did not express ARG1, nor did SMI32^+^ neurons^39^ in the gray matter (Fig. 3e,f). We conclude that conserved ARG1 expression occurs in lesion-associated myeloid cells in human MS and mouse EAE.

**Fig. 3:**
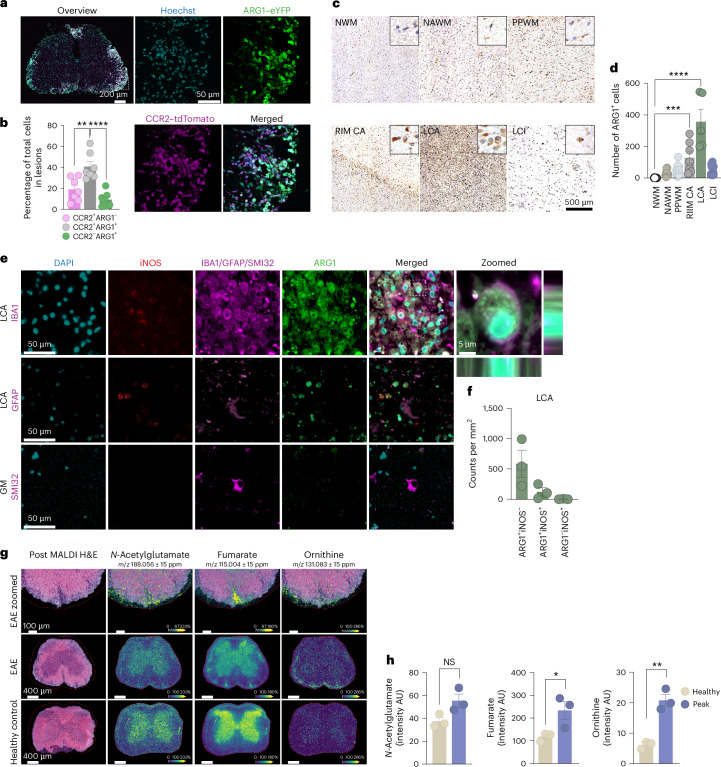
Human MS and mouse EAE lesions are characterized by ARG1^+^ myeloid cells and arginine catabolism. **a**, Representative immunofluorescence images of spinal cord sections of *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^*Arg1*-eYFP animals at peak disease. Magnification of the lesion center (×40) is shown. **b**, Quantification of **a**; *n* = 7 sections; ANOVA ****P < 0.0001; **P = 0.003; ****P < 0.0001. **c**, Representative immunohistochemical ARG1 staining of brain tissue from individuals with MS and healthy control brain tissue; NWM, normal white matter; NAWM, normal-appearing white matter (MS myelinated WM); PPWM, periplaque white matter; RIM CA, rim of the active center; LCA, lesion center active; LCI, lesion center inactive. **d**, Quantification of **c**; *n* = 8 (normal white matter), *n* = 13 (normal-appearing white matter), *n* = 18 (periplaque white matter), *n* = 13 (lesion center inactive), *n* = 7 (rim of the active center), *n* = 5 (lesion center active) individuals with MS; ANOVA ****P < 0.0001; ***P = 0.0004; ****P < 0.0001. **e**, Representative immunofluorescence images from human MS sections; GM, gray matter. IBA1 indicates myeloid cells, GFAP indicates astrocytes, and SMI32 indicates neurons. Depicted are *z* stacks of the indicated ARG1^+^ cell. **f**, Quantification of ARG1 and iNOS single- and double-positive cells from human MS active lesion centers from **e**; *n* = 3 individuals with MS; ANOVA *P = 0.0492. **g**, Representative hematoxylin and eosin (H&E) staining and spatial distributions of indicated metabolites in spinal cords of healthy animals and animals at peak disease as determined using MSI. **h**, Quantification of **g**; *n* = 3 per experimental group; *P = 0.0478; **P = 0.0022; NS, not significant; AU, arbitrary units. Results are shown as mean ± s.e.m. (**b**,**d**,**f**,**h**). Data were analyzed by one-way ANOVA followed by a Dunnett’s test (**d**), Tukey’s multiple-comparisons post-test (**b**,**f**) or two-tailed unpaired *t*-test (**h**). Source data

Hypothesizing that the presence of ARG1^+^ cells would coincide with its downstream metabolites, we next used matrix-assisted laser desorption/ionization–mass spectrometry imaging (MALDI–MSI) to spatially resolve the distribution of several urea cycle metabolites^40,41^. This revealed that *m*/*z* features assigned to fumarate, *N*-acetylglutamate and ornithine were localized within lesions at peak disease, with quantification demonstrating significantly more ornithine and fumarate (Fig. 3g,h). Thus, ARG1^+^ cells are associated with arginine catabolism in lesions.

### Lipid-laden ARG1^+^ Mdcs regulate redox homeostasis via arginine

To examine how ARG1 contributes to the transcription of lesion-associated Mdcs, we next performed bulk RNA sequencing (RNA-seq) on sorted viable Ly6G^−^CD3^−^CD45^+^CX3CR1^+^YFP^+^ versus viable Ly6G^−^CD3^−^CD45^+^CX3CR1^+^YFP^−^ cells from *Arg1*-eYFP animals with EAE at peak disease. 

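Cells were sorted from the spinal cord of 5 male C57BL/6 mice that carry the *Arg1*-eYFP reporter, in which cells that express *Arg1* make yellow fluorescent protein (YFP). The mice had EAE, a model of multiple sclerosis in which immunization against a myelin antigen leads to inflammation and loss of myelin in the spinal cord. From each mouse, 200000 YFP+ (ARG1+) cells and 100000 YFP- (ARG1-) cells were taken for separate libraries, so that 5 ARG1+ libraries were compared with 5 ARG1- libraries of the same animals, called m2, m6, m234, m235 and m236. The authors made strand-specific libraries and read 50 bases from 1 end of each fragment. They aligned the reads to the mouse genome GRCm38 with STAR and counted them on the genes of Ensembl release 100 with summarizeOverlaps in its Union mode. This mode leaves out a read that overlaps more than 1 feature. Whether the counting used the strand is not given in the sources used here. The deposited table holds the read counts of 55487 genes as whole numbers without normalization, and 29542 of these genes had at least 1 count. The total count of a library ranged from 28870482 to 33826355 (median 31235168) in ARG1+ cells and from 8396863 to 35455643 (median 29727408) in ARG1- cells. The lowest total belonged to the ARG1- library of m234, and the other ARG1- libraries had at least 28212174 counts. *Xist*, which is made from the inactive X chromosome of females, had 0 to 2 counts per library and *Ddx3y* of the Y chromosome had 1419 to 5835, as male animals give. Between libraries of the same group, counts differed by more than sampling noise (chi-square per degree of freedom of 15.6 to 62.9). Spread between animals alone would give this, so it does not show that the libraries are independent. Each library was counted as a separate sample, and a block for the animal was run as an alternative.

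The methods name limma-trend on log2 CPM (read counts scaled to a common library size), a filter of CPM above 1 in at least 3 replicates, and limits of a false discovery rate (FDR) below 0.05 and an absolute log2 fold change above 1. The same filter and limits were applied here to the counts with edgeR's quasi-likelihood test, TMM library sizes and Benjamini-Hochberg adjustment. The filter left 13740 genes, which held 99.8% of all counts. Fold changes are given as ARG1+ over ARG1- throughout, so that positive log2 values are higher in ARG1+ cells.

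*Arg1*, on chromosome 10 from 24915221 to 24927484 on the reverse strand of GRCm38, checks the sort. Its level was 814 ± 174 CPM (SD, n = 5) in ARG1+ cells and 18.4 ± 4.96 CPM (SD, n = 5) in ARG1- cells, a log2 fold change of 5.45 (standard error 0.213, FDR 1.07e-07). Every ARG1+ library lay above every ARG1- library (2-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). With each library or animal left out in turn, the log2 fold change of *Arg1* stayed between 5.35 and 5.64.

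**Figure D1:**
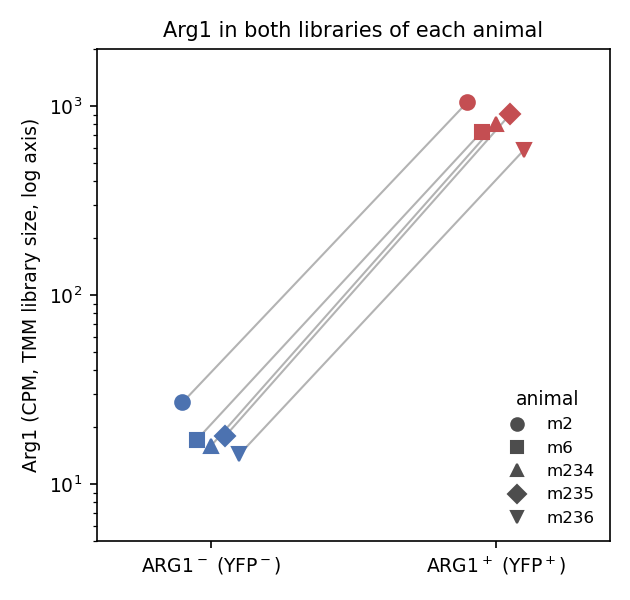
*Arg1* (CPM with TMM library sizes, log axis) in the ARG1- and the ARG1+ library of each animal, with 1 symbol per animal and a line joining its libraries. The ARG1+ libraries average 814 CPM and the ARG1- libraries 18.4 CPM, and the line rises in each of the 5 animals.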

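Of the 13740 genes tested, 77 were higher and 122 lower in ARG1+ cells (edgeR's quasi-likelihood test, FDR below 0.05 and an absolute log2 fold change above 1). All 77 higher genes and 118 of the 122 lower genes changed in the same direction in each of the 5 animals. The ARG1+ and ARG1- libraries did not overlap at all for 65 of the higher and 84 of the lower genes, which were called for a difference between these libraries. Over all tested genes this held for 11.3%, where chance gives 0.794% of genes. With limma-trend, 193 genes passed the same limits, and 184 of them were among those called by edgeR (69 higher and 115 lower). The choice that moved these counts most was the fold change limit: without it, 937 genes were higher and 845 lower. With the animal as a replicate block, 91 genes were higher and 213 lower, among them 76 and 121 of those called without the block. Leaving out both libraries of m2 gave 55 higher and 68 lower genes, leaving out those of m6 gave 53 and 76, and the counts were 87 and 168 without the ARG1- library of m235.

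Apart from *Arg1*, the largest increases that were shared by all 5 animals were those of *Gm36172* (log2 fold change 2.40, standard error 0.331, FDR 0.00116), *Lipn*, *Htr2b* (1.95, standard error 0.315, FDR 0.00264) and *Ackr3* (1.92, standard error 0.280, FDR 0.00149). *Gm36172* is a noncoding gene that starts 135 bases from the start of *Arg1* on the opposite strand, and its counts came to 0.339% of those of *Arg1* in ARG1+ cells. *Htr2b*, on chromosome 1 from 86099026 to 86111970 on the reverse strand, shares 9.58% of its 50-base stretches with *Psmd1*. Of the other genes named in Fig. 4a, *Akr1b8* (1.86, standard error 0.344, FDR 0.00548), *Slc36a2* (1.47, standard error 0.199, FDR 0.00105), *Mgst2* (1.33, standard error 0.191, FDR 0.00139) and *Slc6a8* (1.13, standard error 0.119, FDR 2.54e-04) passed both limits with each library or animal left out in turn. *Cdo1* (1.06, standard error 0.285, FDR 0.0315) also passed both, but its FDR was above 0.05 without the ARG1+ library of m6, m235 or m236, or the ARG1- library of m6 or m236, or both libraries of m6 or m236 (FDR 0.0525 to 0.142).

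The largest decreases in all 5 animals were in the immunoglobulin segments *Igkv1-117*, *Ighv1-81* and *Igkv1-110*, then in *Flt3* (−3.59, standard error 0.375, FDR 2.40e-04), on chromosome 5 from 147330741 to 147400489 on the reverse strand, and *Dpp4* (−3.55, standard error 0.457, FDR 8.15e-04), on chromosome 2 from 62330073 to 62412231 on the reverse strand. *Igkv1-117* had 0 counts in the ARG1+ libraries and 164 in the ARG1- libraries, so it was at least 64.7-fold lower (against a floor of 3 counts over the group, which covers counting error only). *Ighv1-81* had 1 count in ARG1+ and 283 in ARG1- cells, and *Igkv1-110* had 6 and 242. *Igkv1-117* and *Igkv1-110* share 49.9% and 50.3% of their 50-base stretches with each other, so that reads between them are uncertain. *Flt3* was at 0.289 ± 0.141 CPM (SD, n = 5) in ARG1+ and 3.63 ± 1.47 CPM (SD, n = 5) in ARG1- cells.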

Although this experimental setup does not precisely differentiate between CAMs and Mdcs, we identified 67 and 98 up- and downregulated genes, respectively (Fig. 4a). Although no M2 markers of polarization were enriched in ARG1^+^ cells except for *Mrc1*, genes more than twofold upregulated included those involved in fatty acid metabolism (*Fabp4*, *Fabp5* and *Scd4*)^42^, lipid catabolism and uptake of bioactive lipids (*Lipn, Plpp3* and *Cyp2j6*; Fig. 4a). 

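Of a list of 18 M2 markers fixed beforehand, 15 were expressed above the filter, and *Retnla*, *Cd163* and *Cd209a* were not. *Arg1* itself and *Mrc1* were higher and *Ccl17* and *Ccl22* lower in ARG1+ cells at both limits. Adjusted over the list alone, 3 markers were higher and 4 lower at an FDR below 0.05. *Mrc1*, on chromosome 2 from 14229392 to 14332057 on the forward strand, was at 61.0 ± 27.0 CPM (SD, n = 5) in ARG1+ and 26.8 ± 12.1 CPM (SD, n = 5) in ARG1- cells, a log2 fold change of 1.16 (standard error 0.315, FDR 0.0320). It was higher in the ARG1+ library of each animal, although the groups overlapped (exact permutation test, p = 0.0238). Its FDR was above 0.05 without the ARG1+ library of m2, m6 or m236, or the ARG1- library of m234, m6, m235 or m236, or both libraries of m6, m235 or m236 (FDR 0.0527 to 0.113). *Ccl17* (−3.01, standard error 0.582, FDR 0.00681) and *Ccl22* (−3.12, standard error 0.449, FDR 0.00143) fell in all 5 animals. *Irf4* was also lower, at −0.98 (standard error 0.243, FDR 0.0227), short of the fold change limit. Its FDR was above 0.05 without the ARG1+ library of m6 or m236, or the ARG1- library of m2, or both libraries of m2 or m6 (FDR 0.0507 to 0.0845). *Egr2* was 0.34 higher on the log2 scale with an FDR of 0.0687, 0.0274 over the list alone and 0.00238 with the animal as a replicate block. With this block, *Ccl24* was also higher (1.36, FDR 0.00195, against 1.56 and 0.328 without the block, where it ranged from 0.168 to 3.10 with a library or animal left out) and *Mgl2* lower (−1.11, FDR 0.0141, against −1.17 and 0.0762). For *Chil3* (0.34, FDR 0.664), *Il10* (0.45, FDR 0.214), *Klf4*, *Tgm2*, *Il4ra*, *Clec10a* and *Pdcd1lg2*, the difference between groups was not larger than the spread between libraries at an FDR of 0.05. With the block 5 of these 7 passed it, *Chil3* (0.38, FDR 0.00132), *Il10* (0.47, FDR 0.0457) and *Klf4* (0.14, FDR 0.0363) higher and *Pdcd1lg2* (−0.88, FDR 0.00414) and *Il4ra* (−0.14, FDR 0.0140) lower, which leaves *Tgm2* and *Clec10a*.

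Among the genes of fatty acid handling, *Fabp4*, on chromosome 3 from 10204088 to 10208576 on the reverse strand, was at 5.18 ± 2.27 CPM in ARG1+ and 2.03 ± 0.664 CPM in ARG1- cells (SD, n = 5 each), a log2 fold change of 1.34 (standard error 0.312, FDR 0.0172). The neighbouring *Fabp5*, from 10012548 to 10016607 on the forward strand, was far more abundant, at 355 ± 59.4 and 148 ± 35.8 CPM (SD, n = 5 each), with a log2 fold change of 1.25 (standard error 0.175, FDR 0.00121). *Fabp5* shares 5.48% of its 50-base stretches with other genes, mainly the pseudogene *Gm6166*. *Scd4*, on chromosome 19 from 44333092 to 44346743 on the forward strand, had a log2 fold change of 1.06 (standard error 0.344, FDR 0.0638), which is past the fold change limit but not the FDR limit. Blocking on the animal brought its FDR to 0.00480 and DESeq2 to 0.0184, and it was 0.0414 without the ARG1- library of m2. Its level was 1.69 and 0.734 CPM, near the filter.

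*Plpp3*, on chromosome 4 from 105157347 to 105232764 on the forward strand, rose from 16.7 ± 2.72 to 45.2 ± 4.47 CPM (SD, n = 5 each), a log2 fold change of 1.43 (standard error 0.111, FDR 6.02e-05) that stayed between 1.35 and 1.53 with each library or animal left out. *Lipn* (1.97, standard error 0.512, FDR 0.0272), on chromosome 19 from 34067358 to 34084918 on the forward strand, and *Cyp2j6* (1.44, standard error 0.322, FDR 0.0141), on chromosome 4 from 96516138 to 96553661 on the reverse strand, were near the filter, at 1.74 and 1.66 CPM in ARG1+ cells. All 6 lipid genes were higher in the ARG1+ library of each animal. Several calls depended on single libraries or animals: the FDR rose above 0.05 for *Fabp4* without both libraries of m2 or m236 (FDR 0.0653 and 0.0705), for *Cyp2j6* without both libraries of m2 or m6 (FDR 0.0620 and 0.0663), and for *Lipn* without the ARG1+ library of m2 or m235, or the ARG1- library of m2, m6 or m236, or both libraries of m2 or m6 (FDR 0.0556 to 0.143). With all libraries kept, that of *Lipn* was also above it in limma-trend with a prior count of 0.5 (0.0628).

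**Figure D2:**
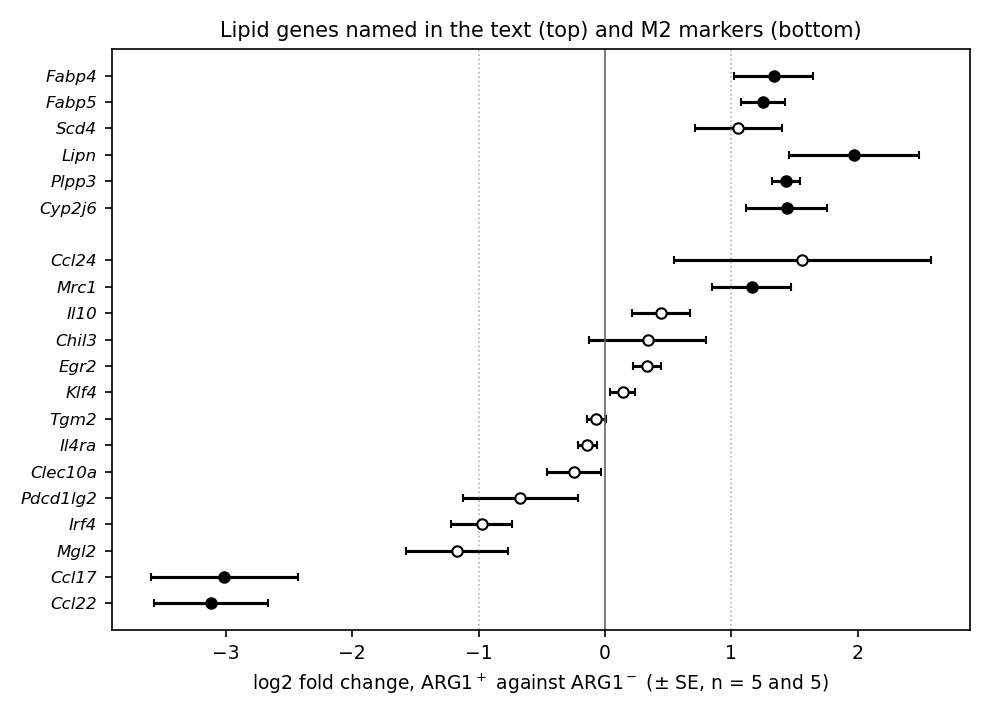
Log2 fold change of ARG1+ over ARG1- cells (point) with its standard error (bar, n = 5 and 5 libraries) for the lipid genes named in the text and, below them, the M2 markers other than *Arg1*. Filled points pass the FDR limit of 0.05 and the fold change limits of 1 log2 unit drawn as dotted lines, and open points do not. Of the markers only *Mrc1* is filled on the right, at 1.16, while *Ccl17* and *Ccl22* are filled on the left.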

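*Spp1*, on chromosome 5 from 104435118 to 104441050 on the forward strand, was among the more abundant transcripts, at 1764 ± 758 CPM (SD, n = 5) in ARG1+ and 752 ± 324 CPM (SD, n = 5) in ARG1- cells. Its log2 fold change was 1.23 (standard error 0.316, FDR 0.0261), and the ranges of the groups overlapped (exact permutation test, p = 0.0238). The annotated gene *Gm42793* covers 18.8% of the exon bases of *Spp1* on the same strand, so that reads there were open to being left out. *Ccl6*, on chromosome 11 from 83587882 to 83593087 on the reverse strand, had 1529 ± 533 CPM (SD, n = 5) in ARG1+ and 727 ± 231 CPM (SD, n = 5) in ARG1- cells, a log2 fold change of 1.07 (standard error 0.269, FDR 0.0237), and here no ARG1- library reached the lowest ARG1+ library. Both genes were higher in the ARG1+ library of each of the 5 animals. The FDR of *Spp1* was above 0.05 without the ARG1+ library of m2, or the ARG1- library of m6 or m236, or both libraries of m6 or m235 (FDR 0.0557 to 0.0983), and that of *Ccl6* without the ARG1+ library of m2, or the ARG1- library of m6, or both libraries of m2, m6 or m236 (FDR 0.0574 to 0.0903).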

Further, genes expressed by CAMs and microglia implicated in demyelination (*Spp1* and *Ccl6*) were elevated in ARG1^+^ cells^43^. 

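Gene sets were tested with fgsea on the genes ranked by their limma-trend statistic, as the methods describe, over 623 Reactome sets of 15 to 500 tested genes. The Reactome release behind Fig. 4b is not given in the sources used here, and the sets used were those of an older mouse release that comes with the fgsea package, in which 96.4% of 7111 gene identifiers matched the table. At an FDR of 0.01 or below, 15 sets were higher and 68 lower in ARG1+ cells, and the largest moves came from ranking by the log2 fold change in place of the statistic, with 2 and 21 sets, and from testing genes without a filter on low counts, with 26 and 195. Without the ARG1+ library of m234 or of m235, 23 sets were higher, and without the ARG1- library of m234, 136 were lower.

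Sphingolipid metabolism, with 47 tested genes, had a normalized enrichment score (NES) of 2.34 (FDR 4.95e-05 over all sets), and 35 of its genes were higher in ARG1+ cells with a median log2 fold change of 0.15. Taken with fatty acid oxidation and ribosomal proteins as a family of 3 tests fixed beforehand, its NES was 2.32 with an FDR of 3.66e-06, and it stayed between 2.12 and 2.35 with each library or animal left out in turn. Of its genes, 14 were higher and 2 lower at an FDR below 0.05 (edgeR), but *Plpp3* alone was past 1 log2 unit. A hand-written list of sphingolipid genes, 46 of them tested, gave an NES of 2.23 (FDR 9.35e-05 over 31 lists) and was higher in 5 of 5 animals. *Psap*, its most abundant gene, was at 17570 ± 2055 CPM in ARG1+ and 11664 ± 1155 CPM in ARG1- cells (SD, n = 5 each), a log2 fold change of 0.59 (standard error 0.101, FDR 0.00353). Glycosphingolipid metabolism, a part of the sphingolipid set with 25 tested genes, had the highest NES of all 623 sets at 2.44 (FDR 1.32e-04), with 22 genes higher and a median log2 fold change of 0.26. The wider set of lipid and lipoprotein metabolism, with 331 genes, had an NES of 1.70 (FDR 9.45e-06). Metabolism of fatty acids, triacylglycerol and ketone bodies, as this release defines it over 72 genes, was not shifted beyond chance (NES 1.01, FDR 0.600).

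A test that estimates the correlation between the genes of a set from the libraries (camera) gave the sphingolipid set an adjusted p of 0.0326, above the limit of 0.01. The fry test, which rotates the libraries, kept it below that limit.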

Gene set enrichment analysis (GSEA) based on the Reactome database revealed enrichment in metabolism of diverse lipids ranging from sphingolipids and glycosphingolipids to fatty acids (Fig. 4b,c). 

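The Gene Ontology sets were not used here, and fatty acid oxidation was tested with a Reactome set and hand-written lists. Mitochondrial fatty acid beta-oxidation, with 15 tested genes in Reactome, had an NES of 1.88, an FDR of 0.0230 over all Reactome sets and of 0.00931 in the family of 3 named sets, close to the limit of 0.01. With the animal as a replicate block, these FDRs were 0.0503 and 0.0182. The family FDR was also above 0.01 without the ARG1+ library of m2, m6 or m236, the ARG1- library of m234 or m235, or both libraries of m2, m6 or m236 (0.0140 to 0.0281), and the NES ranged from 1.60 to 2.12 over all such omissions. Of the 15 genes, 13 were higher in ARG1+ cells, by a median of 0.17 on the log2 scale, and 2 passed an FDR of 0.05 (edgeR).

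The hand-written list of 26 tested genes of mitochondrial fatty acid oxidation gave an NES of 2.27 (FDR 9.35e-05 over 31 lists), with 24 of its genes higher and a median log2 fold change of 0.18. Averaged over the list, the ARG1+ library lay above the ARG1- library in 5 of 5 animals, by 0.161 to 0.251 log2 CPM (exact permutation test of the libraries, p = 0.00794). *Cpt1a*, its most abundant gene, had 151 ± 16.4 CPM in ARG1+ and 121 ± 11.3 CPM in ARG1- cells (SD, n = 5 each; log2 fold change 0.32, standard error 0.0852, FDR 0.0312). Its FDR was above 0.05 without the ARG1+ library of m2, m235 or m236, or the ARG1- library of m2, m234 or m6, or both libraries of m2, m6, m235 or m236 (FDR 0.0515 to 0.126). The largest change was that of *Acad10* (0.62, standard error 0.114, FDR 0.00548), which shares 16.8% of its 50-base stretches with *Acad12*. A list of 22 tested genes of peroxisomal oxidation had a median of 0.15 and an NES of 1.90 (FDR 0.00461, or 0.0178 with the replicate block). Here *Acox3*, the most abundant, did not differ between the groups (0.092, FDR 0.633), and *Abcd3* changed most (0.49, standard error 0.0752, FDR 0.00195). No gene of these lists reached a change of 1 log2 unit.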

GSEA based on Gene Ontology (GO; biological processes) ratified engagement of ARG1^+^ cells in lipid metabolic processes such as fatty acid oxidation and catabolism (Extended Data Fig. 5b). Downregulated gene sets in ARG1^+^ cells were associated with translation and 40S ribosomes (Fig. 4b,d), possibly reflecting localized impacts of extracellular arginine withdrawal within the CNS by ARG1^+^ Mdcs (Fig. 2) and its reported impacts on global translation through ribosome pausing^44^.

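Translation elongation had the lowest NES of the 623 Reactome sets, at −2.64. Formation of a pool of free 40S subunits, with 97 tested genes, had an NES of −2.61 (FDR 3.66e-09), and 93 of its genes were lower in ARG1+ cells, but the median log2 fold change was only −0.16 and no gene passed 1 log2 unit. The 80 genes of the cytosolic ribosomal proteins gave an NES of −2.60 (FDR 3.00e-10 in the family of 3 named sets), which stayed between −2.78 and −2.41 with each library or animal left out. All 80 were lower, with a median of −0.18 with TMM or DESeq2 scaling, of −0.22 with total library sizes, and 9 of them at an FDR below 0.05 (edgeR). In total, they took 2.11% ± 0.221 (SD, n = 5) of the counts in ARG1+ and 2.47% ± 0.175 (SD, n = 5) in ARG1- cells. Averaged over the list, the ARG1+ library lay below the ARG1- library in 5 of 5 animals, by 0.141 to 0.283 log2 CPM, against an SD between libraries of 0.163 in ARG1+ and 0.105 in ARG1- cells (exact permutation test, p = 0.0476). Tests that take the shared movement of these genes into account gave adjusted p values of 0.0359 (fry) and 0.261 (camera with estimated correlation).

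The subunits moved alike. The 33 genes of the small subunit had a median of −0.19 (NES −2.19, FDR 7.56e-06 over 31 lists) and the 47 of the large subunit one of −0.16 (NES −2.46, FDR 1.03e-09). *Rps9*, the most abundant and most changed gene of the small subunit, had 729 ± 103 CPM in ARG1+ and 946 ± 89.5 CPM in ARG1- cells (SD, n = 5 each; log2 fold change −0.38, standard error 0.101, FDR 0.0309), and its FDR was above 0.05 without the ARG1+ library of m2, m235 or m236, or the ARG1- library of m234 or m6, or both libraries of m2, m6, m235 or m236 (FDR 0.0561 to 0.108). In the large subunit, the abundant *Rpl4* changed by −0.11 (standard error 0.0740, FDR 0.343). Translation initiation factors fell less, with a median of −0.055 over 28 genes (NES −1.65, FDR 0.0239, or 0.00571 with the replicate block), and their most abundant gene *Pabpc1* was unmoved (0.003, FDR 0.987), with *Eif5* changing most (−0.19, standard error 0.0639, FDR 0.0710). The 55 genes of the mitochondrial ribosome went the other way, with a median of 0.061 that did not pass the limit (NES 1.33, FDR 0.119). Among them *Mrpl24*, the most abundant, changed by −0.12 (standard error 0.0629, FDR 0.209) and *Mrpl42* by 0.35 (standard error 0.124, FDR 0.0789). With the replicate block the FDR was below 0.05 for *Rpl4* (0.0380), *Eif5* (0.00239) and *Mrpl42* (0.00284), in the same direction.

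**Figure D3:**
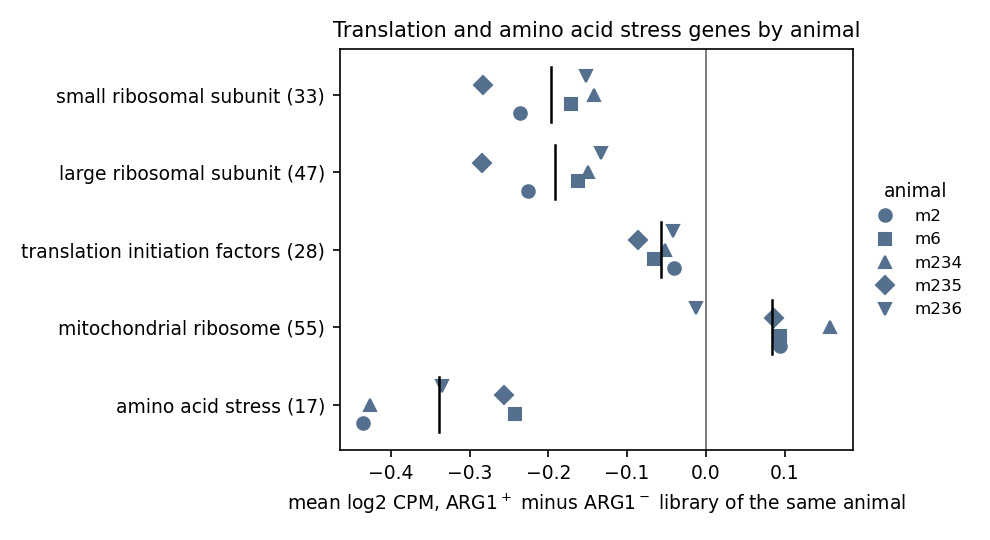
Mean log2 CPM of the ARG1+ minus the ARG1- library of the same animal for lists of translation genes and of genes induced by amino acid stress (number of genes in parentheses), with 1 symbol per animal and a black line at the mean of the 5 animals. Both ribosomal subunits, the initiation factors and the amino acid stress genes lie below 0 in each animal, and the mitochondrial ribosome lies above 0 in 4 of 5.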

**Fig. 4:**
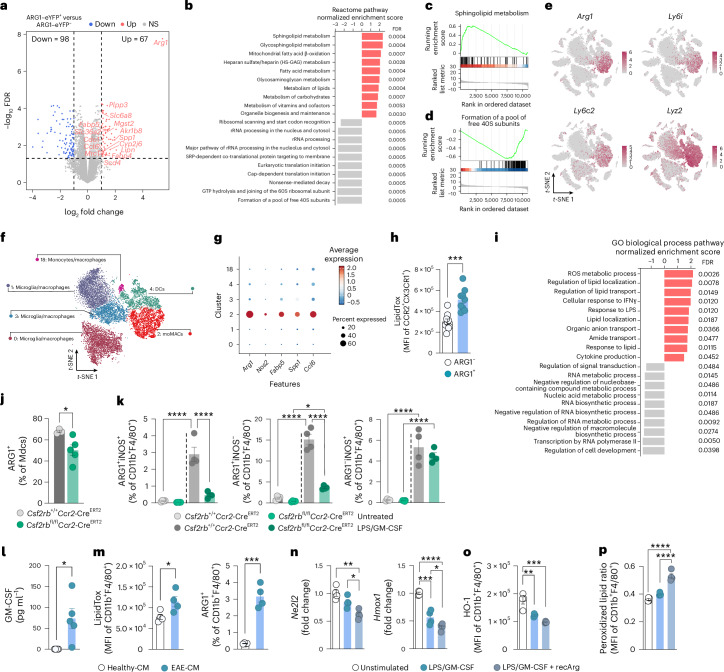
ARG1^+^ Mdcs exhibit a transcriptome reflecting their lipid-rich environment, modulating redox homeostasis via arginine. **a**, Transcriptional differences between ARG1^+^YFP^+^/ARG1^−^YFP^−^ cells at peak disease. Cells were sorted on single viable Ly6G^−^CD3^−^CD45^+^CX3CR1^+^ cells; *n* = 5 animals. **b**, Top ten upregulated/downregulated Reactome pathways from GSEA of differentially expressed genes in **a**; FDR ≤ 0.01. **c**,**d**, GSEA from **a** for sphingolipid metabolism (**c**) or formation of a pool of free 40S subunits (**d**). **e**, *t*-SNE plot showing *Arg1*, *Ly61*, *Ly6c2* and *Lyz2* during EAE in scRNA-seq data set GSE130119. **f**, Myeloid clusters from **e** (*n* = 14,224 cells). **g**, Dot plot showing expression of selected genes for cell subsets in **f**. **h**, LipidTox median fluorescence intensity (MFI) of ARG1^+^ versus ARG1^−^ CX3CR1^+^CCR2^+^ Mdcs from the spinal cord of *Arg1*-eYFP animals at peak disease; *n* = 9 animals; ***P = 0.002. **i**, Ten selected significantly upregulated/downregulated GO biological processes from GSEA of differentially expressed genes between *Slc7a2*^*hi*^ and all other myeloid cells as in Extended Data Fig. 6g; FDR ≤ 0.05. **j**, Spinal cord ARG1 expression within CX3CR1^+^CCR2^+^ Mdcs of *Csf2rb*^+/+^*Ccr2*-Cre^ER^^T2^ (*n* = 3) and *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ (*n* = 5) animals at peak disease; *P = 0.0417. **k**, Percentage of ARG1/iNOS in LPS/GM-CSF-treated BMDMs of *Csf2rb*^+/+^*Ccr2*-Cre^ER^^T2^ (*n* = 4) and *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ (*n* = 4) animals after 48 h; ANOVA ****P < 0.0001; *P = 0.0178; ****P < 0.0001. **l**, GM-CSF in healthy-CM or EAE-CM; *n* = 5 samples; *P = 0.0158. **m**, LipidTox MFI and ARG1 frequency of treated BMDMs; *n* = 4 samples; *P = 0.0409; ***P = 0.002. **n**, *Ne2l2* and *Hmox1* in treated BMDMs; *n* = 4 animals per group; ANOVA **P = 0.0015 (*Ne2l2*); ****P < 0.0001 (*Hmox1*); *P = 0.0321 (LPS/GM-CSF versus LPS/GM-CSF + recArg (*Ne2l2*)) or *P = 0.0448 (LPS/GM-CSF versus LPS/GM-CSF (*Hmox1*)); **P = 0.0011 (untreated versus LPS/GM-CSF + recArg (*Ne2l2*)); ***P = 0.0001 (untreated versus LPS/GM-CSF (*Hmox1*)); ****P < 0.0001. **o**, HO-1 MFI in treated BMDMs; *n* = 4 per condition; ANOVA ***P = 0.0002; **P = 0.0024; ***P = 0.0001. **p**, Lipid peroxidation of BMDMs using C11-BODIPY; *n* = 4 per condition; ANOVA ****P < 0.0001; ****P < 0.0001. Results are shown as mean ± s.e.m. (**h**,**j**–**p**). Representative results from two (**l**–**o**) or three independent experiments (**p**) are shown. Data were analyzed by one-way ANOVA followed by a Tukey’s multiple-comparisons post-test (**k**,**m**–**p**) or two-tailed unpaired *t*-test (**h**,**j**,**l**,**m**). BMDMs were pregated on single viable CD11b^+^F4/80^+^ cells (**k**,**m**,**o**,**p**) or Mdcs on Ly6G^−^CD3^−^CD11b^+^CD45^hi^ cells (**h** and **j**). Source data

To gain insights into ARG1^+^ Mdcs at a single-cell level, we next used a publicly available single-cell RNA-seq (scRNA-seq) data set encompassing animals at various EAE stages, which identified multiple disease-associated cell populations, including five myeloid clusters^45^ (Extended Data Fig. 6a). This revealed predominant and specific *Arg1* in a cluster (cluster 2) rich in typical monocyte and macrophage markers, including *Ly6i*, *Ly6c2* and *Lyz2*(refs. ^4,5^; Fig. 4e and Extended Data Fig. 6b). Specific analysis of myeloid cell clusters revealed that clusters 1 and 3 expressed typical microglial markers *P2ry12* and *Hexb*, whereas cluster 18 expressed CAM-identifying genes, *Mrc1* and *Cd163*(refs. ^1,4^; Fig. 4f and Extended Data Fig. 6c). Stratification into the different EAE phases demonstrated robust *Arg1* at peak disease (Extended Data Fig. 6d,e). Consistent with bulk RNA-seq, the *Arg1*^+^ cluster strongly expressed lipid- and demyelination-associated genes versus other myeloid clusters (Fig. 4a,f,g). Accordingly, MALDI–MSI demonstrated dynamic white matter lipid remodeling during peak disease. Herein, myelin-derived lipids, including ganglioside GM1 (d18:1/16:0) and sphingomyelin (d18:1/16:0), accumulated, whereas very long-chain sulfatides species (SHexCer 42:2;O2), important for myelin compaction, stabilization and function, decreased specifically within lesions^46,47^ (Extended Data Fig. 5c,d). Further, LipidTox flow cytometry demonstrated that ARG1^+^ Mdcs were more lipid laden (Fig. 4h). Thus, the transcriptome of ARG1^+^ Mdcs during peak EAE reflects their response to diverse myelin-derived lipids accumulating during demyelination^46,47^. These data further suggest that ARG1^+^ Mdcs are reminiscent of neurodegeneration-promoting lipid droplet-accumulating microglia (LDAM)^48^.

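Genes of lipid export and of cholesterol synthesis were tested as further lists. A list of 13 targets of the liver X receptors, which sense oxidized cholesterol, had a median log2 fold change of 0.21 in ARG1+ over ARG1- cells and was higher in 5 of 5 animals (exact permutation test, p = 0.0317), although its set test did not pass 0.01 (NES 1.69, fgsea FDR 0.0249). Within it *Abca1* rose from 939 ± 57.7 to 1556 ± 125 CPM (SD, n = 5 each; log2 fold change 0.73, standard error 0.0721, FDR 1.76e-04), while *Apoe*, at 19345 ± 6276 and 14195 ± 3582 CPM in ARG1+ and ARG1- cells (SD, n = 5 each), had a log2 fold change of 0.45 (standard error 0.242, FDR 0.238), or an FDR of 6.32e-04 with the animal as a replicate block. Cholesterol synthesis, with 22 tested genes, had a median of −0.17 (NES −1.45, FDR 0.0660), or an NES of −1.83 with an FDR of 0.00189 with the animal as a replicate block. *Cyp51* (−0.60, standard error 0.177, FDR 0.0432) was lower in ARG1+ cells, short of 1 log2 unit. Its FDR was above 0.05 without the ARG1+ library of m2, m235 or m236, or the ARG1- library of m2, m234 or m6, or both libraries of m2, m6, m235 or m236 (FDR 0.0556 to 0.159).

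The paper reasons from the genes and sets that differ between the sorted cells, from published single-cell data, from the accumulation of a ganglioside and a sphingomyelin in lesions seen by mass spectrometry imaging (Extended Data Fig. 5c,d) and from the lipid content of ARG1+ cells in flow cytometry (Fig. 4h), and concludes that their transcriptome reflects a response to lipids released from myelin. For the lower translation sets, it proposes a local effect of the withdrawal of extracellular arginine by ARG1+ cells.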

Knowing that *Slc7a2* is upregulated at peak disease (Fig. 2d), we examined if this arginine transporter^30^ is coexpressed by *Arg1*^+^ Mdcs and observed some expression within the moMACs cluster (Extended Data Fig. 6f). To uncover how environmental arginine availability impacts myeloid cellular responses, we next subclustered *Slc7a2*^*hi*^-expressing moMACs and performed GSEA versus all other myeloid clusters (Extended Data Fig. 6g). Consistent with the notion that *Arg1*^+^ moMACs resemble LDAM, characterized by lipid droplet formation, high reactive oxygen species (ROS) production and proinflammation triggered by the endotoxin lipopolysaccharide (LPS)^48^, *Slc7a2*^*hi*^ and *Arg1*-coexpressing moMACs exhibited enrichment in biological processes associated with lipids, ROS and responses to LPS (Fig. 4i). As EAE immunopathology is promoted by GM-CSF, which positively impacts *Arg1* expression^9,49^, and responses to IFNγ were enriched in *Slc7a2*^*hi*^ and *Arg1*-coexpressing moMACs (Fig. 4i), we next examined how GM-CSF impacts macrophage ARG1/iNOS expression by treating bone marrow-derived macrophages (BMDMs) with LPS and boosting inflammatory responses with either IFNγ and/or GM-CSF. Additionally, we used interleukin-4/interleukin-13 (IL-4/IL-13), a well-established ARG1 inducer^31^ (Extended Data Fig. 7a). Although LPS/IFNγ or IL-4/IL-13 led to either iNOS or ARG1 production, and GM-CSF or IFNγ alone had no impact, simultaneous LPS/IFNγ/GM-CSF stimulation resulted in a shift from iNOS^+^ARG1^−^ to iNOS^+^ARG1^+^ expression. This effect was prominent in the absence of IFNγ, with LPS/GM-CSF-treated cells exhibiting a clear temporal shift from an iNOS^+^ARG1^+^ to an iNOS^−^ARG1^+^ signature (Extended Data Fig. 7b,c). Metabolic characterization of the aforementioned conditions in the presence of LPS demonstrated extracellular arginine consumption, which was verified using ELISA (Extended Data Fig. 7d,e). Notably, LPS/GM-CSF-treated cells that selectively exhibited high ARG1 catabolized arginine via ARG1 as demonstrated by their exclusive extracellular ornithine and urea accumulation (Extended Data Fig. 7e). Simultaneously, relative to LPS alone, LPS/GM-CSF caused enhanced ROS generation (Extended Data Fig. 7f).

Examining contributions of ARG1-instigated arginine catabolism therein, we next generated *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals by crossing *Arg1*^*fl/fl*^ mice with animals constitutively expressing Cre recombinase under the control of the *Cx3cr1* promoter, generating BMDMs from both genotypes. Compared to controls, *Arg1* was efficiently decreased in *Arg1*^*fl/fl*^*Cx3cr1*-Cre IL-4/IL-13- and LPS/GM-CSF-stimulated macrophages, the latter of which was notably associated with extracellular arginine accumulation and impairments in ARG1-generated urea and ornithine (Extended Data Fig. 7g–i and Supplementary Fig. 1). Although after LPS/GM-CSF arginine abundance remained high within ARG1-deficient macrophages, citrulline levels were unchanged relative to controls, suggesting that arginine catabolism via iNOS insignificantly contributes to their increased ROS state (Extended Data Fig. 7i). Instead, indicative that ARG1-mediated extracellular arginine consumption heightens oxidative stress, and, consistent with the antioxidant effects of L-arginine^50,51^, LPS/GM-CSF-induced ROS was attenuated by L-arginine supplementation (Extended Data Fig. 7j). Together, these data assign a role for ARG1-mediated arginine catabolism downstream of the GM-CSF receptor to the ability of GM-CSF to promote ROS production within CNS-associated Mdcs^9,49^. To strengthen a contribution of GM-CSF to ARG1-mediated arginine catabolism in Mdcs during EAE, we next used *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ animals^49^. Sorted Mdcs from these animals exhibited attenuated *Csf2rb* expression, confirming efficient recombination in the *Csf2rb* locus after tamoxifen treatment, with flow cytometry demonstrating significant, albeit modest, ARG1 reduction (Fig. 4j and Extended Data Fig. 7k). Further, BMDMs isolated from *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ animals and administered 4-hydroxytamoxifen to delete *Csf2rb* displayed attenuated ARG1^+^ signatures after LPS/GM-CSF treatment relative to control animals (Fig. 4k).

Mimicking the LDAM phenotype in EAE and analogous to others examining detrimental effects of LDAM-conditioned medium on neurons^52^, we generated medium conditioned with the spinal cords of healthy animals (healthy-CM) or animals at peak EAE (EAE-CM). Lipidomics demonstrated that compared to healthy-CM, EAE-CM contained significantly more lipids, including long-chain ceramides (Cer d40:2, Cer d34:1) and various phospholipids like phosphatidylcholines and phosphatidylethanolamines (Extended Data Fig. 8a). Although in this setup we could not detect the polyamines, analogous to the spinal cord, EAE-CM contained less arginine and creatine and more ornithine. We also noted augmented urea and GM-CSF (Figs. 2 and 4l and Extended Data Fig. 8b). Having established this, we next stimulated macrophages with either conditioned medium. EAE-CM increased macrophage lipid load and induced ARG1 (Fig. 4m).

As arginine levels in supernatants were only decreased by one-third after LPS/GM-CSF-induced arginase catabolism (Extended Data Fig. 7d), we next depleted extracellular arginine using recombinant ARG1 (recARG1)^53^ and examined oxidative stress. Extracellular arginine was robustly depleted, and LPS/GM-CSF-mediated oxidative stress was further elevated (Extended Data Fig. 7l,m). To understand the mechanisms therein, we measured the expression of several antioxidant genes, including those associated with the glutathione pathway (*Gss* and *Gsr*), heme oxygenase 1 (HO-1; encoded by *Hmox1*) and the well-established central antioxidant regular NRF2 (encoded by *Ne2l2*)^21,54^. Extracellular arginine depletion in the context of LPS/GM-CSF significantly reduced *Ne2l2* and *Hmox1* expression, with attenuated HO-1 levels verified by flow cytometry, and was associated with elevated lipid peroxidation (Fig. 4n–p and Extended Data Fig. 7n). Together, these observations suggest that at peak disease, lipid-laden ARG1^+^ Mdcs within demyelinating lesions may deprive the local microenvironment of arginine, thereby instigating oxidative stress and lipid peroxidation.

### ARG1^+^ Mdcs skew spinal cord metabolism worsening EAE

Thus far, our data indicate that infiltrating ARG1^+^ lipid-laden Mdcs are associated with arginine consumption and resemble neurologically detrimental LDAMs. Hypothesizing that ARG1^+^ Mdcs are detrimental, we next correlated ARG1 expression within the Mdc pool with clinical score. Consistent with monocyte infiltration being adverse during EAE^6,7^, positive correlations were detected between Mdc amounts within the CD45^+^ immune cell pool and clinical score. ARG1^+^ Mdcs were associated with worsened outcome (Fig. 5a), implying that ARG1 acquisition therein promotes disease pathology. To prove that myeloid ARG1 was detrimental during neuroinflammation, we next subjected *Arg1*^*fl/fl*^*Cx3cr1*-Cre mice to EAE. Flow cytometry demonstrated that a twofold reduction in ARG1 within CCR2^+^CX3CR1^+^ Mdcs was associated with relative increases in CSF arginine (Extended Data Fig. 9a–c), indicative of decreased ARG1-mediated arginine catabolism in *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals. As hypothesized, relative to *Arg1*^*fl/fl*^ littermate controls, overall disease was ameliorated (Fig. 5b). To ascertain that these effects were specific for Mdcs and not CAMs, cDC2s or microglia, we crossed *Arg1*^*fl/fl*^ mice with animals expressing the tamoxifen-inducible monocyte-specific Cre recombinase (*Ccr2*-Cre^ER^^T2^)^49^, generating *Arg1*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ animals, and induced EAE in the presence of tamoxifen. *Arg1* was robustly deleted within CCR2^+^CX3CR1^+^ Mdcs, and this experimental setup confirmed that ARG1-deficient Mdcs were associated with dampened disease (Extended Data Fig. 9d–f). Together, these complementary genetic approaches illustrate that *Arg1*-expressing Mdcs promote worsened EAE outcome.

**Fig. 5:**
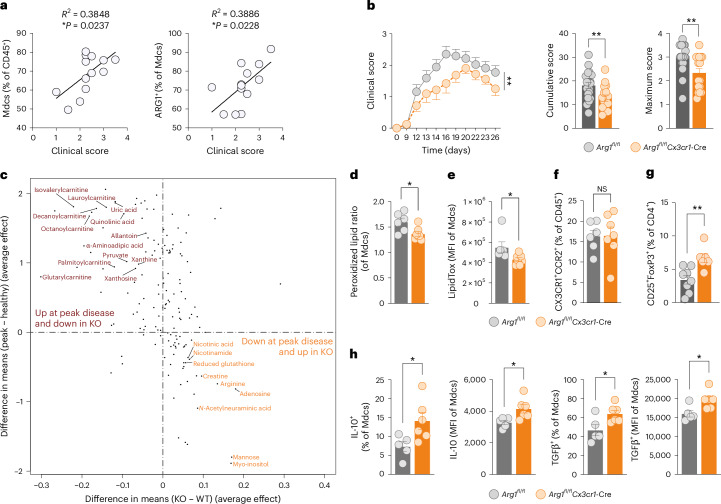
ARG1^+^ Mdcs augment disease severity, altering the spinal cord metabolic and anti-inflammatory environment in neuroinflammation. **a**, Two-tailed simple linear regression of spinal cord Mdc amounts within the CD45^+^ pool and ARG1 expression within Mdcs with clinical score; *n* = 13. **b**, Clinical course and cumulative and maximum score of *Arg1*^*fl/fl*^ (*n* = 21) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 16) animals subjected to EAE; **P = 0.007, cumulative score; **P = 0.0024, maximum score; **P = 0.0068, area under the curve (AUC) of clinical course. **c**, Scatter plot comparing changes in mean metabolite abundance between healthy animals (*n* = 11) and animals at peak disease (*n* = 8) plotted against changes in mean metabolite abundance between *Arg1*^*fl/fl*^ (*n* = 4) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 5) animals at peak disease in the spinal cord; KO, knockout; WT, wild type. **d**, Lipid peroxidation levels within Mdcs from the spinal cord of *Arg1*^*fl/fl*^ (*n* = 6) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 7) animals at peak disease using C11-BODIPY; *P = 0.0208. **e**, LipidTox MFI of spinal cord Mdcs of *Arg1*^*fl/fl*^ (*n* = 6) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 7) animals at peak disease; *P = 0.0468. **f**, Percentages of spinal cord Mdcs from CD45^+^ cells of *Arg1*^*fl/fl*^ (*n* = 6) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 7) animals at peak disease. **g**, Percentage of CD25^+^FoxP3^+^ T_reg_ cells from CD4^+^ T cells of *Arg1*^*fl/fl*^ (*n* = 8) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 6) animals at peak disease; **P = 0.0059. **h**, Frequency and MFI of IL-10/TGFβ of spinal cord Mdcs of *Arg1*^*fl/fl*^ (*n* = 5) and *Arg1*^*fl/fl*^*Cx3cr1*-Cre (*n* = 6) animals at peak disease; from left to right: *P = 0.0339, *P = 0.0253, *P = 0.0313 and *P = 0.0239. Results are shown as mean ± s.e.m. (**b**,**d**,**e**–**h**). Results were pooled from two (**g**) or three (**b**) independent experiments. Data were analyzed by two-tailed unpaired *t*-tests (**b**,**d**–**h**). Cells were pregated on single viable Ly6G^−^CD3^−^CD11b^+^CD45^hi^ cells (**f**) and then CX3CR1^+^CCR2^+^ cells (**a**,**d**,**e**) or CX3CR1^+^Ly6C^+^ cells (**h**) for Mdcs or CD45^+^CD3^+^CD4^+^ for T cells (**g**). Source data

We next examined how myeloid ARG1 deficiency impacts the spinal cord metabolic landscape and the trajectory of previously identified DLMs and HLMs relative to health (Fig. 1e,f). Targeted metabolomics indicated that the average metabolic effect of ARG1 deficiency was associated with increased arginine and a trajectory reversal of several DLMs, with many of those up or down at peak disease relative to health displaying opposing patterns in *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals (Figs. 1e and 5c). Therein, neurotoxic quinolinic and α-aminoadipic acid, DLMs associated with oxidative stress, lipid peroxidation and parenchymal cell death^17,18^, were, on average, elevated at peak disease and decreased in ARG1-deficient animals (Figs. 1e and 5c). Other DLMs, in particular those associated with purine catabolism and salvage, including uric acid and its upstream and downstream metabolites xanthosine and allantoin, respectively^55^, displayed a similar trajectory (Fig. 5c), suggesting that ARG1-deficient animals display altered cerebral bioenergetics and energy metabolism. Several medium- to long-chain carnitines generated from amino acid metabolism (octanoyl-, decanoyl-, lauroyl- and palmitoylcarnitine), previously described to impair mitochondrial oxidative phosphorylation^56^ and promote inflammation, were lower in ARG1-deficient animals (Fig. 5c and Extended Data Fig. 2c). This finding, together with higher levels of neuroprotective reduced glutathione^21^ in ARG1-deficient animals, indicated that their improved outcome was associated with attenuated oxidative stress (Fig. 5c). Given this and that lipid-laden ARG1^+^ Mdcs at peak disease are engaged in redox homeostasis, likely via impacting extracellular arginine levels (Fig. 4), we next examined lipid peroxidation and lipid ladenness within both genotypes of CCR2^+^CX3CR1^+^ Mdcs, hypothesizing attenuated lipid peroxidation within ARG1-deficient Mdcs. Indeed, lipid peroxidation and load were significantly decreased in ARG1-deficient Mdcs (Fig. 5d,e). These effects were independent of differences in Mdc spinal cord frequencies between genotypes, as Mdc percentages among the CD45^+^ pool were similar (Fig. 5f).

Several neuroprotective metabolites associated with energy metabolism and regulatory T (T_reg_) cell expansion that were, on average, down at peak disease were up in *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals. These included creatine, mannose and adenosine^23,57,58^ (Fig. 5c). Examining helper T cell subsets at peak disease revealed no differences in type 1 helper T cells and IL-17-producing helper T cells, whereas T_reg_ cells were increased in *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals (Fig. 5g and Extended Data Fig. 9g,h). Increased T_reg_ cells were associated with elevated levels of T_reg_ cell-promoting cytokines IL-10 and transforming growth factor-β (TGFβ) within the Mdc pool of *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals (Fig. 5h and Extended Data Fig. 9i). Together, these findings suggest that myeloid ARG1 deficiency is associated with both an altered metabolic landscape and cytokine profiles within the Mdc pool, resulting in modified T_reg_ cell frequencies. Although this may reflect the better outcome of *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals, it suggests contributions for CNS-localized arginine to dampened disease.

### Arginine scarcity negatively impacts neuroinflammation

Testing this, we next fed animals an arginine-sufficient or arginine-deficient diet, with the arginine-free diet significantly decreasing plasma and CSF arginine and subsequently inducing EAE (Fig. 6a). Consistent with hypothesized beneficial effects of arginine, these animals exhibited mildly worsened clinical outcome, with Luxol fast blue staining indicating significantly more demyelination at the disease end point (Fig. 6b–d). Mdcs of mice fed an arginine-free diet exhibited heightened lipid peroxidation (Fig. 6e), suggesting that extracellular arginine scarcity may contribute to oxidative damage and Mdc dysfunction. Lipid peroxidation within Mdcs was accompanied by enhanced 4-hydroxynonenal and malondialdehyde spinal cord adducts and was simultaneously associated with decreased HO-1 within Mdcs (Fig. 6f,g). These Mdcs were more lipid laden (Fig. 6h), suggesting that local microenvironmental arginine availability in EAE directly modulates lipid droplet anabolism or catabolism of lesion-associated Mdcs. These effects were not due to increased spinal cord Mdc frequencies as animals under both dietary regimens exhibited similar amounts (Fig. 6i). Knowing that EAE-CM increase macrophage lipid load (Fig. 4m) and that ARG1^+^ cells engage in lipid metabolism (Fig. 4b), we next examined how L-arginine impacts macrophage lipid ladenness. LipidTox flow cytometry and Oil Red O staining revealed that macrophage lipid ladenness induced by EAE-CM was attenuated by arginine (Fig. 6j–l), suggesting that extracellular arginine availability positively impacts lipid metabolism. The overall abundances of several EAE-CM-induced lipid classes (phosphatidylcholine, phosphatidylethanolamine, sphingomyelin, phosphatidic acid and phosphatidylglycerol) were attenuated (Extended Data Fig. 10), further strengthening the effects of L-arginine on macrophage lipid ladenness. Although we noted no effect on overall ceramide levels, long-chain ceramides (Cer d40:2, Cer d34:1) specifically enriched in EAE-CM and several ethanolamine plasmalogens (PE O−36:5, PE O−38:7, PE O−40:6) that are important for myelin compaction and stability^59^ were reduced by L-arginine (Fig. 6m). Together, we propose that an arginine-depleted environment in EAE may promote neuroinflammation by enhancing Mdc dysfunction, a hypothesis supported by reduced IL-10 and TGFβ levels within the Mdc pool of animals fed an arginine-free diet (Fig. 6n).

**Fig. 6:**
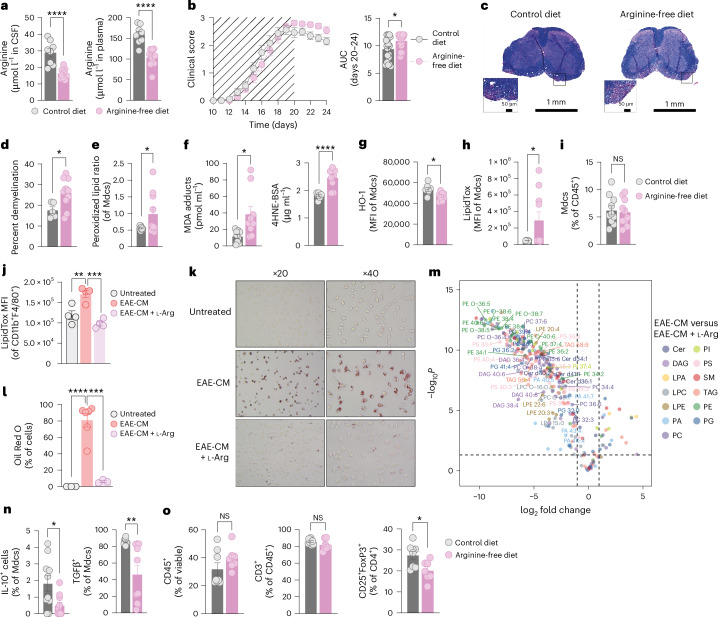
Arginine depletion in EAE promotes Mdc dysfunction and pleiotropic negative neuroinflammatory effects. **a**, CSF/plasma arginine of animals on a control (*n* = 8) or arginine-free (*n* = 11) diet; ****P < 0.0001. **b**, Clinical course of animals on a control (*n* = 19) or arginine-free (*n* = 19) diet subjected to EAE. AUC performed between days 20 and 24 is shown; *P = 0.0146. **c**,**d**, Representative Luxol fast blue staining (**c**) and quantification (**d**) of animals fed a control (*n* = 5) or arginine-free (*n* = 10) diet; *P = 0.0322. **e**, Lipid peroxidation of spinal cord Mdcs using C11-BODIPY of animals fed a control (*n* = 10) or arginine-free (*n* = 10) diet at peak disease; *P = 0.0434. **f**, Malondialdehyde (MDA) adduct and 4-hydroxynonenal-bovine serum albumin (4-HNE-BSA) from the spinal cord; *n* = 9 animals per diet; *P = 0.017; ****P < 0.0001. **g**, HO-1 MFI of spinal cord Mdcs of animals fed a control (*n* = 7) or arginine-free (*n* = 8) diet at peak disease; *P = 0.0222. **h**, LipidTox MFI from spinal cord Mdcs of animals fed a control (*n* = 10) or arginine-free (*n* = 10) diet at peak disease; *P = 0.0320. **i**, Frequency of spinal cord Mdcs from a CD45^+^ cell pool of animals fed a control (*n* = 10) or arginine-free (*n* = 10) diet at peak disease. **j**, LipidTox MFI of treated BMDMs;*n* = 4 samples per condition; ANOVA ***P = 0.0008; **P = 0.0033; ***P = 0.001. **k**,**l**, Representative Oil Red O staining (**k**) and quantification (**l**) of treated BMDMs; *n* = 3 (untreated/EAE-CM + L-arginine) and 6 (EAE-CM); ANOVA ****P < 0.0001; ***P = 0.0002 and ****P < 0.0001. **m**, Lipidomics differences between treated BMDMs; *n* = 4 samples per condition; Cer, ceramide; DAG, diacylglycerol; LPA, lysophosphatidic acid; LPC, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; PA, phosphatidic acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PG, phosphatidylglycerol; PI, phosphatidylinositol; PS, phosphatidylserine; SM, sphingomyelin; TAG, triacylglycerol. **n**, Percentage of IL-10^+^ and TGFβ^+^ cells from spinal cord Mdcs of animals fed a control (*n* = 10) or arginine-free (*n* = 10) diet at peak disease; *P = 0.0194; **P = 0.0021. **o**, Frequency of CD45^+^ cells, T cells and T_reg_ cells from animals fed a control (*n* = 8) or arginine-free (*n* = 7) diet at peak disease; *P = 0.0163. Results are shown as mean ± s.e.m. (**a**,**b**,**d**–**j**,**l**,**n**,**o**). Representative results were pooled from two (**e**,**h**,**n**) independent experiments. Data were analyzed by one-way ANOVA followed by a Tukey’s multiple-comparisons post-test (**j**,**l**) or two-tailed unpaired *t*-test (**a**,**b**,**d**–**i**,**n**,**o**). Cells were pregated on single viable CD11b^+^F4/80^+^ cells for BMDMs (**j**) or Ly6G^−^CD3^−^CD11b^+^CD45^hi^ cells (**i**) and then CX3CR1^+^CCR2^+^ cells for Mdcs (**a**,**d**,**e**,**n**) or CD45^+^CD3^+^CD4^+^ cells for T cells (**o**). Source data

Noting the reciprocal Mdc cytokine profiles of *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals at peak disease that also exhibited elevated T_reg_ cells (Fig. 5g,h), we next examined how arginine availability influences T_reg_ cells. Although animals fed both diets displayed similar immune cell infiltration in the spinal cord and identical T cell frequencies within the CD45^+^ immune cell pool therein, at the disease end point, T_reg_ cells were decreased in animals fed an arginine-free diet (Fig. 6o).

## Discussion

Here, we found that following EAE-driven neuroinflammation, the CNS undergoes profound metabolic alterations. We identified comprehensive sets of HLMs, DLMs and RLMs, providing compelling evidence that Mdcs alter homeostatic CNS metabolism. Notably, we could assign arginine catabolism as an Mdc-driven, ARG1-dependent metabolic disturbance, harboring disease-promoting properties.

CNS lipid dyshomeostasis is a hallmark of several neurodegenerative diseases, including MS, and is implicated in disease pathogenesis. In particular, in demyelinating diseases like MS, lesion-associated Mdcs need to efficiently process myelin debris, enabling CNS repair^60^. Sustained uptake and aberrant myelin-derived lipid accumulation together with oxidative stress is linked to defective myeloid lipid handling, mitochondrial injury, hypoxia and increased inflammation^37,61^. ARG1-deficient Mdcs from *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals at peak disease exhibited lower lipid load and peroxidation, while conversely arginine scarcity augmented macrophage lipid load and peroxidation and simultaneously decreased *Nrf2* and HO-1 expression. Macrophages in active MS lesions and oligodendrocytes at lesion edges stain positive for nuclear NRF2 (ref. ^62^). Similarly, CD68^+^HO-1^+^ myeloid cells are elevated in EAE lesions^63^. This may reflect a cell defense mechanism against the profound oxidative damage and mitochondrial injury characteristic of MS and EAE lesions, which gives rise to a state of hypoxia associated with energy deficiency^37^. Accordingly, NRF2- and HO-1-deficient animals exhibit worsened EAE severity^64,65^. We demonstrated that subsets of *Arg1*- and *Slc7a2*-coexpressing Mdcs were enriched in gene sets related to lipid responses, localization and transport and that, although extracellular arginine availability negatively impacted lipid levels, arginine scarcity augmented macrophage lipid load. Together, our findings suggest that limiting extracellular arginine availability via ARG1 for cellular import through SLC7A2 dysregulates lipid metabolism, promoting mitochondrial dysfunction and inflammation. Accordingly, ARG1^+^ Mdcs are reminiscent of LDAM^48^ and detrimental in neuroinflammation.

In line with previous work demonstrating predominant ARG1 on Mdcs versus microglia^66^, ARG1^+^ Mdcs represented the main ARG1-expressing population at peak disease. Genetic fate mapping also revealed a minor population of CD11b^+^CD45^+^MS4A3–tdTomato^−^CX3CR1^+^P2RY12^−^ cells expressing ARG1, which we designated non-monocyte-derived CAMs or cDC2s. Additionally, as infiltrating monocytes differentiated into moMACs and moDCs, they upregulated ARG1 expression, with the highest expression in moMACs. Our observations support that ARG1 expression is an integral part of the niche-specific, GM-CSF- and IFNγ-driven gradual differentiation from infiltrating monocytes to disease-promoting, phagocytic moMACs that may have moDCs as an intermediate state^9^. Accordingly, in the context of LPS, IFNγ treatment exclusively led to iNOS^+^ macrophages and simultaneous GM-CSF and IFNγ treatment led to ARG1^+^iNOS^+^ macrophages, whereas GM-CSF treatment alone mainly induced ARG1^+^iNOS^−^ macrophages that engaged in arginine catabolism. Mdcs from *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ animals treated with tamoxifen also exhibited reduced ARG1 expression. Here, tamoxifen was administered at disease onset as *Csfr2b* expression on CCR2^+^Ly6C^hi^ cells is critical for EAE development^49^. Of note, tamoxifen itself ameliorates EAE^67^, which could explain differences in clinical score between *Arg1*^*fl/fl*^*Cx3cr1*-Cre and *Arg1*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ animals.

Both *Arg1*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ and *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals exhibited better outcome, which is in agreement with milder EAE in animals subjected to chemical ARG1 inhibition^68^. Beneficial effects of *Arg1* deletion in innate immune cells associated with augmented IL-10 and improved outcome also occur during allergic lung inflammation^69,70^. Nonetheless, we acknowledge the limitations of our experimental setup using *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals, which aside from broad targeting activity also include confounding effects of *Cx3cr1* haploinsufficiency that in turn can influence myeloid cell activation and worsen EAE severity^71,72^. Although we cannot conclusively rule this out, *Arg1*^*fl/fl*^*Cx3cr1*-Cre animals exhibited better clinical outcome, and ARG1-expressing CAMs or cDC2s represented a minor population in the inflamed CNS, suggesting that their phenotype is unlikely due to off-target Cre activity or partial CX3CR1 loss.

Importantly, our findings differ from work demonstrating prevalence of iNOS-expressing Mdcs at peak neuroinflammation, challenging the general concept that ARG1 is a signature enzyme associated with resolving inflammation^9,10^. Rather, ARG1^+^ Mdcs exhibited signatures instructed by lesion-associated pathophysiological cues, where they engaged in arginine catabolism. In support of this, several polyamines downstream of ARG1 were significantly elevated in EAE. However, metabolic flux experiments are needed to fully elucidate the contributions of ARG1 to its downstream metabolites in EAE. Although controversy exists regarding ARG1 and iNOS expression in human myeloid cells^73^, ARG1 is present in peripheral blood mononuclear cells of individuals with MS^74^. Despite the small number of individuals with MS analyzed, we expand on these findings by revealing that ARG1-expressing myeloid cells are found in human MS lesions. We disclose that mice with EAE fed an arginine-free diet display lower IL-10, TGFβ and T_reg_ cell levels, highlighting the crucial role for arginine catabolism downstream of ARG1 in promoting neuroinflammation. Although arginine influences T cell survival and proliferation^75,76^, in neuroinflammation, arginine exerted unremarkable influences on T cell frequencies. Instead, arginine scarcity dampens Mdc-driven IL-10 and TGFβ production, setting the stage for reduced T_reg_ cell abundance, thereby conferring worsened EAE outcome^77^, although we cannot rule out direct effects of arginine on T_reg_ cell abundance^78^. Our findings agree with neuroprotective functions of arginine in individuals with cerebral ischemia/reperfusion injury^79^.

Together, our data suggest a detrimental role of infiltrating ARG1-expressing Mdcs that exhibit increased lipid load, oxidative stress and peroxidation. ARG1^+^ Mdcs drive arginine catabolism and attenuate neuroprotective metabolites and IL-10 and TGFβ levels. This causes increased spinal cord oxidative stress, energy metabolism deficits and neuroinflammation. Although the perturbations used here indicate that arginine availability impacts Mdc lipid ladenness, they remain associative. Whether arginine availability influences lipid uptake, synthesis, catabolism or efflux still remains to be elucidated. Further, it remains to be determined if similar HLMs, DLMs and RLMs are found in relapsing–remitting MS models and the contributions of Mdcs and arginine therein.

## Methods

### Human samples and neuropathological assessment

All procedures done on human postmortem tissues in this study were approved by the Ethics Committee of Medical University of Vienna (votes: 1636/19 and 1067/2024). Tissue samples were acquired from the tissue bank of the Division for Neuropathology and Neurochemistry at the Medical University of Vienna. MS was diagnosed either during the individual’s life or via autopsy and neuropathological examination. The mean age was 52 ± 15 years (*n* = 5 men and *n* = 13 women). Disease clinical course was classified as acute (*n* = 3), relapsing and remitting (*n* = 5), secondary progressive (*n* = 4) and primary progressive (*n* = 2). In some cases, the definite clinical course was not available; these cases were designated as unknown (*n* = 4). Control individuals showed an absence of major pathological alterations; however, minor vascular pathology in the form of small vessel disease was frequently detected. Only white matter sections without pronounced pathology were selected. The mean age for control individuals was 63 ± 15 years (*n* = 4 men and *n* = 3 women). Participant characteristics are summarized in Supplementary Table 7.

### Experimental animals

Mice were bred and housed in pathogen-free facilities at the Medical University of Vienna and were maintained on a 12-h light/12-h dark cycle at 21–23 °C and 45–65% humidity. C57BL/6J mice were obtained from the Animal Core Facility of the Medical University of Vienna or were purchased from Janvier (SC-C57J-M). *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2(−mKate2)^ mice^49^ were kindly provided by B. Becher (Institute of Experimental Immunology, University of Zürich, Switzerland) and were further crossed to mice expressing a CAG-*loxP*-STOP-*loxP*-tdTomato cassette in the *Rosa26* locus (B6;129S6-Gt(*Rosa*)26Sor^tm14(CAG−tdTomato)Hze/J^, The Jackson Laboratory, stock 007908, *R26*^*tdTomato*^), which were provided by C. Österreicher (Center for Physiology and Pharmacology, Medical University of Vienna, Austria)^80^, to generate *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^ fate-mapping animals. *R26*^*tdTomato*^*Ms4a3*-Cre mice were generated by crossing *R26*^*tdTomato*^ mice with *Ms4a3*-Cre mice (C57BL/6J-Ms4a3^*em2(cre)Fgnx*^/J, The Jackson Laboratory, 036382). *Arg1*-eYFP reporter mice (B6.129S4-*Arg1*^tm1.1Lky^/J, The Jackson Laboratory, 0015857) were crossed with *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^ mice to generate *R26*^*tdTomato*^*Ccr2*-Cre^ER^^T2^*Arg1*-eYFP animals. *Arg1*^*fl/fl*^ mice (C57BL/6-*Arg1*^*tm1Pmu*^/J, The Jackson Laboratory, 008817) were a kind gift of P. J. Murray (Immunoregulation Research Group, Max Planck Institute of Biochemistry, Germany)^81^ and were crossed with *Cx3cr1*-Cre mice (B6J.B6N(Cg)-*Cx3cr1*^*tm1.1(cre)Jung*^/J, The Jackson Laboratory, 025524) or *Ccr2*-Cre^ER^^T2^ mice to generate *Arg1*^*fl/fl*^*Cx3cr1*-Cre or *Arg1*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ mice, respectively. The presence of respective transgenes was confirmed by PCR analysis of DNA from ear biopsies of genetically modified animals using the following primer pairs (Microsynth): *Csf2rb*: 5’-GAGAGAGGGTCCTTTTGGTC-3’ (forward) and 5’-CCTCCCCTCTTCTGTATCTTC-3’ (reverse); *Ccr2*-Cre^ERT2^-mKATE: 5’-CTCTACTTCATCGCATTCCTTGC-3’ (forward) and 5’-GGTTGATGAAGGTTTTGCTGC-3’ (reverse) or 5’-AGAAAGTGAGCCCTCTGTATGG-3’ (forward) and 5’-TTGGCATTTCCTGGTGAGC-3’ (reverse); *Cx3cr1*-Cre: 5’-TCGCGATTATCTTCTATATCTTCAG-3’ (forward) and 5’-GCTCGACCAGTTTAGTTACCC-3’ (reverse); *Ms4a3*-Cre: 5’-AGAGAAATCATCAGGGCAGAAAT-3’ (common forward), 5’-GAAAGGGGAACAAGCGAAGAT-3’ (wild-type reverse) and 5’-TTGGCGAGAGGGGAAAGAC-3’ (mutant reverse); tdTomato-wild-type: 5’-AAGGGAGCTGCAGTGGAGTA-3’ (forward) and 5’-CCGAAAATCTGTGGGAAGTC-3’ (reverse); tdTomato-mutant: 5’-CTGTTCCTGTACGGCATGG-3’ (forward) and 5’-GGCATTAAAGCAGCGTATCC-3’ (reverse); *Arg1*: 5’-TGCGAGTTCATGACTAAGGTT-3’ (forward) and 5’-AAAGCTCAGGTGAATCGG-3’ (reverse); *Arg1*-YFP_wild-type: 5’-AGAGCAAGCACCCCGTTTCTTCTC-3’ (forward) and 5’-GCTGTGATGCCCCAGATGGTTTTC-3’ (reverse); *Arg1*-YFP_mutant: 5’-TGAGCAAAGACCCCAACGAGAAGC-3’ (forward) and 5’-GCTGTGATGCCCCAGATGGTTTTC-3’ (reverse). For all experiments, male animals (8–12 weeks old) were used with the exception of BMDM generation and experiments involving *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ERT2^ mice, where both sexes were included. All animal experiments were performed in strict accordance with regulations of the relevant animal welfare acts and protocols approved by the respective regulatory bodies (Austrian Ministry of Sciences, 2022-0.474.463 and 2025-1.040.322).

### EAE induction

Active EAE was induced by subcutaneous immunization with 75 μg of MOG_35–55_ (Charité) emulsified in complete Freund’s adjuvant (1:2 dilution, 150 μl per mouse), which refers to incomplete Freund’s adjuvant (Merck, F5506-10X10ML) enriched with 10 mg ml^−1^ *Mycobacterium tuberculosis* (Difco/BD Pharmingen, H37Ra). Pertussis toxin from *Bordetella pertussis* (List/Quadratech, 181 or Hooke Laboratories, BT-0105) was administered intraperitoneally at days 0 and 2 after immunization (200 ng per mouse for pertussis toxin from List and 150 ng per mouse for pertussis toxin from Hooke Laboratories at days 0 and 2). For tamoxifen-inducible Cre strains, with the exception of *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ mice, animals were fed a tamoxifen diet (Tam400/CreER, tamoxifen citrate 400 ppm, ENVIGO, TD.55125IC) for 3 weeks, followed by 1 week of a regular chow diet (ssniff, V1536-000). Thereafter, EAE was induced, and animals were re-fed a tamoxifen diet throughout the course of EAE. For *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ and *Csf2rb*^+/+^*Ccr2*-Cre^ER^^T2^ littermate control animals, tamoxifen (5 mg per mouse) was administered as previously described^49^. Briefly, tamoxifen was dissolved in corn oil and administered by oral gavage (250 μl per mouse at 20 mg ml^−1^) at the first sign of clinical symptoms. Tamoxifen was administered two times (24–48 h apart), and animals were collected 3–4 days after the first dose (scores of 1.5–2). To assess the effects of arginine in EAE, animals were fed a control (Research Diets, A10021B) or arginine-free (Research Diets, A10036) diet 14 or 21 days before EAE, and animals were maintained on their respective dietary regimens throughout EAE. For arginine-free diet studies involving clinical outcome, only animals developing peak disease (score 3) were included.

Clinical signs of EAE were assessed using the following disease scores: no clinical signs (0), partial tail weakness (0.5), full paralysis of the tail (1), changes in gait or inability to climb (1.5), paralysis of one hind limb (2), paralysis of one hind limb and restraints in second hind limb (2.5), total paralysis of the hind limbs (3), hind limb paralysis and restraints in one fore limb (3.5), tetraparese (4) and moribund animal/death (5). EAE experiments were terminated at the following stages of disease development: the ‘onset’ stage is defined as the first time point at which immunized animals lose weight (7–10%) compared to the previous day, ‘peak disease’ is defined as the first day the animals display a clinical score of 3–4 (with peak in scores), and ‘recovery’ is defined as a distinct drop in score from a previous peak score of 3–4 to 1–2. The course of disease was monitored and evaluated via clinical scores. Additionally, the cumulative scores (summation of all daily clinical scores per animal over time), maximum scores (the highest clinical score reached per animal) and AUC are reported. Animals exhibiting extreme weight loss due to tamoxifen diet (>20% after 2 weeks) or those that did not develop disease (score 0) were excluded from the study.

### Spinal cord cell isolation

Mice were killed, and spinal cords were extracted, cut into small pieces and digested using either a tissue dissociation kit (Miltenyi Biotec, tissue dissociation kit 1 for inflamed neural tissue, 130-110-201) according to the manufacturer’s instructions or 3 ml of digestion medium (DMEM supplemented with 1 mg ml^−1^ papain (Sigma-Aldrich, P4762), 0.03 mg ml^−1^ DNase I (Roche, 11284932001) and 0.5 mg ml^−1^ collagenase/dispase (Sigma-Aldrich, 10269638001)). In experiments where digestion medium was used, mechanical and enzymatic dissociation was performed with a GentleMACS Octo Dissociator with Heaters (Miltenyi Biotec) and a spinal cord-specific program (37C_ABDK_01). Digestion was stopped by the addition of 5 ml of neutralization medium (DMEM supplemented with 10% fetal bovine serum). Tissue homogenate was filtered through a prewet, 70-μm cell strainer and postwashing and centrifuged at 250*g* for 5 min at 21 °C. The supernatant was discarded, and isolated cells were separated from debris/myelin using a 70%/37%/30% layered Percoll gradient (Sigma-Aldrich, P1644) with centrifugation at 300*g* for 40 min at 18 °C without braking. Three milliliters of the immune cell-containing 70%/37% interphase was collected, washed with 9 ml of 1× HBSS (Gibco, 14175-05) and pelleted by centrifugation at 500*g* for 7 min at 4 °C. Debris removal in experiments involving the Miltenyi Biotec tissue dissociation kit was performed with Debris Removal Solution (Miltenyi Biotec, 130-109-398). After cell isolation with either protocol, cell pellets were resuspended in 1 ml of flow buffer (PBS supplemented with 1% fetal calf serum (FCS)). Cells were counted and again pelleted by centrifugation at 500*g* for 7 min at 4 °C. Finally, cells were resuspended with an appropriate volume of flow buffer and further prepared for flow cytometry or sorting by FACS.

### CSF isolation

CSF was isolated from the cisterna magna as previously described^82^. Briefly, animals were anesthetized with ketamine (20% Ketasol, 100 mg ml^−1^, Livisto) and xylazine (10% Xylasol, 20 mg ml^−1^, Livisto) diluted in PBS. An incision from the top of the skull to the dorsal thorax was made, and musculature from the skull base to the first vertebrae was removed, exposing the meninges overlying the cisterna magna. The tissue above the cisterna magna was removed, and the surrounding area was cleaned with a cotton swab to eliminate residual blood or other interstitial fluid. The arachnoid membrane above the cisterna magna was then punctured with a microneedle. This resulted in the release of CSF, which is under positive pressure. CSF was pulse centrifuged and stored at −80 °C until subsequent downstream analyses.

### BMDM culture and stimulations

For preparation of bone marrow cell suspensions, cells were flushed from mouse femurs and tibiae with sterile PBS (Gibco, 14190-094). Cell suspensions were filtered through 70-μm cell strainers (Falcon, 352350), and two times the volume of erythrocyte lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_, 0.1 mM Na_2_EDTA, pH 7.2–7.4) was added for 5 min. Cells were pelleted and resuspended in RPMI-1640 (Gibco, 61870-044) supplemented with 10% FCS (Sigma-Aldrich, F7524-500ML), 100 U ml^−1^ penicillin/streptomycin (Lonza, LON17-745E and Capricorn, AAS-B) and 30 ng ml^−1^ M-CSF (R&D Systems, 416-ML-050). Cells were then transferred to 10-cm culture dishes (Sarstedt, 82.1473.001) at a concentration of 0.5 million cells per ml. After 3 days of cultivation, fresh RPMI-1640 supplemented as described above was added (1/10 of the total volume). Three days later, cells were washed once with prewarmed PBS and detached using prewarmed CellStripper (Corning, 15313661). Cells were replated at a concentration of 1 million cells per ml in 12- or 24-well plates (Costar, 3737) and stimulated with 100 ng ml^−1^ LPS (Invivogen, tlrl-3pelps), 20 ng ml^−1^ IFNγ (Miltenyi Biotec, 130-105-774), 20 ng ml^−1^ GM-CSF (R&D Systems, 415-ML-050), 20 ng ml^−1^ IL-4 (Miltenyi Biotec, 130-097-761) and 20 ng ml^−1^ IL-13 (Miltenyi Biotec, 130-094-070). Supernatants from treated cells were centrifuged for 5 min at 4 °C and 500*g*, immediately snap-frozen in liquid nitrogen and stored at −80 °C until subsequent downstream analyses. For experiments where extracellular arginine was depleted, 300 ng ml^−1^ recARG1 (Bio Cancer, PEG-BCT-100, rhArgIpeg5000) or RPMI medium without lysine and arginine (Thermo Scientific, 88365, substituted with 0.21857923 mM L-lysine hydrochloride and for control medium also with 1.1494253 mM arginine) was used and was present throughout the entire stimulation. For experiments with BMDMs from *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ and *Csf2rb*^+/+^*Ccr2*-Cre^ER^^T2^ control mice, 4-hydroxytamoxifen was given at a final concentration of 2 μM in full medium for the duration of the differentiation.

### Flow cytometry and cell sorting

For analysis of spinal cord cell populations, stainings were performed in PBS using fixable viability dye (Invitrogen, 65-0865-14, 1:2,000, 10 min at room temperature) as well as the following antibodies: CD45.2-BV650 (clone 104, Biolegend, 109836, 1:100), Ly6G-BV605 (clone 1A8, Biolegend, 127639, 1:100), Ly6G-AF700 (clone 1A8, Biolegend, 127622, 1:100), CD3-BV605 (clone 145-2C11, Biolegend, 100351, 1:100), Ly6C-BV605 (clone HK14, Biolegend, 128035, 1:100), Ly6C-BV510 (clone HK14, Biolegend, 128033, 1:100), CD11b-BV510 (clone M1/70, Biolegend, 101245, 1:100), CD11b-PB (clone M1/70.15, Invitrogen, RM2828, 1:100), CD11b-BV605 (clone M1/70, Biolegend, 101237, 1:100), CX3CR1-PeCy7 (clone SA011F11, Biolegend, 149015, 1:100), CCR2-BV421 (clone SA203G11, Biolegend, 150605, 1:100), CCR2-FITC (clone SA203G11, Biolegend, 150607, 1:100), F4/80-BV510 (clone BM8, Biolegend, 123135, 1:100), F4/80-BV605 (clone BM8, Biolegend, 123133, 1:100), F4/80-FITC (clone BM8, Biolegend, 123108, 1:100), CD11c-PE-Cy5.5 (clone N418, Invitrogen, 35-0114-82, 1:100), P2RY12-APC (clone S16007D, Biolegend, 848006, 1:100), P2RY12-AF488 (clone S16007D, Biolegend, 848016, 1:100), MerTK-APC (clone 2B10C42, Biolegend, 151507, 1:100), CD44-FITC (clone IM7, Invitrogen, 11-0441-82, 1:100), CD44-eF506 (clone IM7, Invitrogen, 69-0441-82, 1:100), CD64-BV605 (clone X54-5/7.1, Biolegend, 139323, 1:100), CD3-AF700 (clone 17A2, Biolegend, 100216, 1:100), CD3-rF710 (clone 17A2, Tonbo, 80-0032-U100, 1:80), CD8-BV510 (clone 53-6.7, Biolegend, 100751, 1:80), CD4-APC (clone REA604, Miltenyi Biotec, 130-116-487, 1:80), CD4-PE (clone REA604, Miltenyi Biotec, 130-116-509, 1:80) and CD25-BV421 (clone PC61, Biolegend, 102033, 1:80). Surface staining was performed for 20 min at 21 °C. Intracellular staining was performed using a Fixation and Permeabilization Buffer Set (eBioscience, 88-8824-00), True-Phos Buffer Set (Biolegend, 425401) or Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, 00-5523-00) according to the manufacturer’s instructions and included antibodies specific to ARG1-PE (clone A1exF5, Invitrogen, 12-3697-80, 1:50), ARG1-APC (clone A1exF5, Invitrogen, 17-3697-82, 1:50), iNOS-PE (clone CXNFT, Invitrogen, 12-5920-82, 1:100), iNOS-PE-Cy5.5 (clone CXNFT, Invitrogen, 12-5920-80, 1:50), IL-10-APC (clone JES5-16E3, Invitrogen, 17-7101-82, 1:50), TGFβ1-PE (clone TW7-16B4, Biolegend, 141403, 1:50), HO-1-AF647 (clone EPR18161-128, Abcam, ab237268, 1:50), IL-17-PE (clone REA660, Miltenyi Biotec, 130-112-009, 1:50), IFNγ-FITC (clone REA638, Miltenyi Biotec, 130-117-780, 1:50) and FoxP3-APC (clone 3G3, Tonbo, 20-5773, 1:100) or isotype control rat IgG2a κ-APC (clone eBR2a, Invitrogen, 17-4321-81, 1:50), rat IgG2a κ-PE (clone eBR2a, Invitrogen, 12-4321-80, 1:50), rat IgG2a κ-PE (clone eBR2a, Invitrogen, 12-4321-41, 1:100), rat IgG2a κ-PE-Cy5.5 (clone eBR2a, Invitrogen, 35-4321-82, 1:50), rat IgG2b κ-APC (clone eB149/10H5, Invitrogen, 17-4031-81, 1:50), mouse IgG1 κ-PE (clone P3.6.2.8.1, Invitrogen, 12-4714-81, 1:50), rabbit anti-goat IgG-AF647 (Invitrogen, A21446, 1:50), REA control antibody-APC (clone REA293, Miltenyi Biotec, 130-113-446, 1:80), REA control antibody-FITC (clone REA293, Miltenyi Biotec, 130-113-449, 1:50), REA control antibody-PE (clone REA293, Miltenyi Biotec, 130-118-347, 1:50) and rat IgG1 κ-APC (clone P3.6.2.8.1, eBioscience, 17-4714-41, 1:100). Intracellular staining was performed overnight at 4 °C. For cell sorting of ARG1^+^ and ARG1^−^ cells, isolated cells from the spinal cord were filtered through a 40-μm cell strainer and sorted as viable CD3^−^Ly6G^−^CD45^+^CX3CR1^+^ARG1^+^/CD3^−^Ly6G^−^CD45^+^CX3CR1^+^ARG1^−^ cells. For analysis of *Csf2rb* expression within Mdcs from *Csf2rb*^*fl/fl*^*Ccr2*-Cre^ER^^T2^ and *Csf2rb*^+/+^*Ccr2*-Cre^ER^^T2^ control mice by quantitative real-time PCR with reverse transcription, isolated cells from the spinal cord were filtered through a 40-μm cell strainer and sorted as viable, CD45^+^CD3^−^Ly6G^−^CD11b^+^Ly6C^+^CX3CR1^+^ cells directly into Eppendorf tubes containing RLT Plus buffer.

For analysis of tdTomato expression within Ly6C^hi^ blood monocytes by flow cytometry, EDTA-treated blood was stained with antibodies and fixed with 2% paraformaldehyde for 15 min. The cell suspension was then subjected to red blood cell lysis and resuspended in PBS + 1% FCS before proceeding to flow cytometric analysis. The following antibodies were used: Ly6G-AF-700 (clone 1A8, Biolegend, 127622, 1:200), Ly6C-BV605 (clone HK14, Biolegend, 128035, 1:80), CD11b-PE-Cy7 (clone M1/70, eBioscience, 25-0112-82, 1:400), B220-PE-Cy5 (clone RA3-6B2, Tonbo, 55-0452-U100, 1:100) and CD3-PerCP-Cy5.5 (clone 145-2C11, Tonbo, 65-0031-U025, 1:100).

For analysis of BMDMs by flow cytometry, cells were detached using CellStripper (Corning, 15313661). Staining of detached cells was performed in PBS using fixable viability dye (Invitrogen, 65-0865-14) as well as the following antibodies: F4/80-BV605 (clone BM8, Biolegend, 123133, 1:80), F4/80-BV421 (clone BM8, Biolegend, 123137, 1:80), CX3CR1-PeCy7 (clone SA011F11, Biolegend, 149015, 1:100) and CD11b-BV510 (clone M1/70, Biolegend, 101245, 1:80). Intracellular staining was performed using a Fixation and Permeabilization Buffer Set (eBioscience, 88-8824-00), according to the manufacturer’s instructions, and included antibodies specific to ARG1-APC (clone A1exF5, Invitrogen, 17-3697-82, 1:100) and iNOS-PE (clone CXNFT, Invitrogen, 12-5920-82, 1:100) or isotype control rat IgG2a κ-APC (clone eBR2a, Invitrogen, 17-4321-81, 1:100) and rat IgG2a κ-PE (clone eBR2a, Invitrogen, 12-4321-41, 1:100).

For analysis of lipid content using LipidTox (Invitrogen, H34477, 1:150 in PBS), cells were stained for 25 min at 37 °C. Levels of lipid peroxidation were measured using C11-BODIPY (Invitrogen, D3861, 1:5,000 in PBS, 30 min at 37 °C) and were determined by dividing the mean fluorescence intensity of the FITC channel (oxidized lipids) by the sum of the mean fluorescence intensity of the FITC and PE channels (reduced lipids, together the total amount of lipids within a cell), which results in the ratio of oxidized/total lipids. For detection of cellular oxidative stress, CellRox (Invitrogen, C10422 or C10444, 1:2,000 in PBS, 30 min at 37 °C) was used.

Compensation was performed on single-stained samples of cells. All stained samples were acquired on a CytoFLEX S cytometer (Beckman Coulter), and results were analyzed using CytExpert (v2.5) and FlowJo software (v10.8.1). Cell sorting was performed on a FACSAria Fusion flow cytometer (BD Biosciences).

### Lesion characterization and ARG1 immunohistochemistry of human samples

MS lesions were assessed on 2-μm cut sections using Luxol fast blue and CD68 immunohistochemistry staining as previously described^83,84^. White matter MS lesions were identified by marked myelin loss as determined by Luxol fast blue staining and categorized following previously established criteria^36,37^. Briefly, active lesions were identified by an accumulation of CD68^+^ macrophages and microglia, which frequently contain Luxol fast blue products. Chronic active lesions showed a demyelinated lesion center and an accumulation of CD68^+^ myeloid cells, occasionally containing myelin degradation products, at the lesion rim. Inactive lesions were identified by a hypocellular and demyelinated lesion center, showing no pronounced infiltration of CD68^+^ cells to the center or the rim. Remyelinated lesions were not examined in this study. Lesions were subdivided into separate zones. The lesion center is surrounded by the lesion rim, a distinct border, where myelin increases toward the level of the normal-appearing white matter. The periplaque white matter is a 1-cm-wide zone that transitions into the normal-appearing white matter. ARG1 levels within the aforementioned lesions were assessed by immunohistochemistry (polyclonal ARG1, Invitrogen, PA5-85267, sodium citrate buffer, 1:100) as previously described^83,84^.

### Immunofluorescence staining of human samples and image acquisition

For immunofluorescent co-staining of ARG1 and CD68 in human MS samples, a modified protocol for double labeling was used to enhance the ARG1 signal. After incubation, the first primary antibody was developed by a biotinylated tyramine precipitate and subsequently inactivated by a second heat steaming step with sodium citrate buffer^83,84^. Briefly, after dewaxing, the slides were steamed at 80 °C using sodium citrate buffer at pH 6.0 for 40 min. Endogenous peroxidase was then blocked using Peroxidase Blocking Solution from Dako (SDS151) for 10 min. After 10 min of 10% FCS exposure, slides were incubated with primary anti-ARG1 (polyclonal, Invitrogen, PA5-85267, 1:100) overnight at 4 °C. The next day, a biotinylated secondary antibody (K675, Dako, SDS391) was applied for 30 min. Following this step, the slides were incubated with streptavidin-linked horseradish peroxidase (K675, Dako, SDS315) for 30 min, and the catalyzed signal amplification kit by Dako (K1500) was applied for 20 min. Afterward, the slides were steamed in sodium citrate buffer at 80 °C for 30 min and incubated with anti-CD68 (clone KP1, Dako, M0814, 1:500) overnight at 4 °C. Labeling was accomplished by exposure to streptavidin-linked Cy3 (Jackson ImmunoResearch, 016-160-084, 1:1,000) and secondary Alexa Fluor 488-linked anti-mouse IgG (polyclonal, Jackson ImmunoResearch, 115-545-166, 1:800) for 1 h at 21 °C. Nuclei were stained with DAPI (Thermo Fisher Scientific, D1306, 300 nM), and the slides were coverslipped using an aqueous mounting medium (Polysciences, 18606). Images were acquired with an Olympus BX63 microscope and exported as TIFF files. Figure composition and processing was performed with ImageJ^85^ and GIMP (https://www.gimp.org).

For immunofluorescent co-stainings of ARG1 and iNOS with markers for myeloid cells (IBA1), astrocytes (GFAP) and neurons (SMI32), formaldehyde-fixed paraffin-embedded 2-μm-thick tissue slides were deparaffinized in xylene for 20 min. Slides were rehydrated, and endogenous peroxidase activity was blocked using 0.9% hydrogen peroxide in methanol. Heat-induced epitope retrieval was performed in citrate buffer (GV80511, Agilent Dako) using a heater (PT200, Agilent Dako). Aldehyde-induced autofluorescence was blocked by 1% (wt/vol) sodium borohydride in TBS twice for 2 min each. Nonspecific protein binding was blocked by applying 10% normal goat serum (16210-064, Gibco) in PBS for 30 min. Primary antibodies from distinct host species (anti-NOS2, 1:5,000, rabbit, PA3-030A, Invitrogen; anti-ARG1, 1:50, mouse, PA5-85267, Invitrogen) were applied overnight in a commercially available antibody diluent (S2022, Agilent Dako) at 4 °C. Fluorophore-labeled secondary antibodies (Cy3 anti-rabbit, 1:1,000, goat, 711-485-152, Jackson ImmunoResearch; AF488 anti-mouse, 1:800, goat, 115-545-166, Jackson ImmunoResearch) were applied for 90 min in Dako antibody diluent at 21 °C. The third primary antibody (anti-IBA1, 1:300, rabbit, 019-19741, FujiFilm Wako; anti-GFAP, 1:1,000, rabbit, Z0334, Agilent Dako; anti-neurofilament H, clone SMI32, 1:400, mouse, 801701, Sternberger Monoclonals) was then linked to a fluorophore using species-specific CoraLite Plus 647 labeled FlexAble kits (KFA503 and KFA523, Proteintech), according to the producer’s recommendations, and applied overnight at 4 °C. Counterstaining of nuclei was performed using 1 μg ml^−1^ DAPI (D1306, Invitrogen) in TBS for 5 min. Slides were coverslipped using a water-based mounting medium (18606, Polysciences) and stored at 4 °C.

Images of fluorescence multilabelings were acquired on an Olympus BX63 microscope with a ×100 objective and Olympus Cellsense software. Rolling ball background subtraction and bleaching correction were performed in Fiji and ImageJ2 v2.16.0 (refs. ^85–87^). Horizontal reconstruction of the images was done on *z* stacks with 0.1-μm steps in ImageJ2. For quantification of IBA1, whole slides were imaged at ×10 and stitched together. Consecutively, 1 × 1 mm regions of interest were selected and exported. Cell detection was performed using the cyto3 model^88^ in the cellpose GUI^89^ on the DAPI and IBA1 channels. Cell labels were transformed to regions of interest in Fiji and imported to QuPath v0.5.1 (refs. ^90,91^). The individual channels were thresholded for each slide, and a built-in combination classifier was applied.

### scRNA-seq analysis

scRNA-seq data from CNS cells during EAE are available under accession number GSE130119, and the expression matrix, metadata and co-ordinates were kept as previously described^45^. Clustered data were visualized using *t*-SNE plots, and, of the 22 clusters originally identified^45^, myeloid cell-specific clustering (clusters 0–4 and 18) was performed with *Arg1* expression identified in cluster 2. Cluster 2 was further subclustered into *Slc7a2*^*hi*^ and *Slc7a2*^*lo*^, and differentially expressed genes between *Slc7a2*^*hi*^ and all other myeloid cells were determined using the Seurat R package v4.3.0. Subsequently, GSEA of the differentially expressed genes ranked according to their average log_2 _(fold change) values was performed, and normalized enrichment scores were determined for the most significant pathways (FDR < 0.05) related to GO biological process using the fgsea R package^92^.

### Targeted metabolomics of CSF and spinal cord tissue

Metabolite profiling was conducted at the Van Andel Institute Mass Spectrometry Core. Polar metabolites were extracted by the Bligh and Dyer method^93^ from CSF (40 μl of CSF per 1 ml final extraction volume) and spinal cord tissue (80 mg of tissue per 1 ml final extraction volume). Spinal cord tissue was mechanically dissociated in a bead mill homogenizer. The top aqueous layer was collected, dried in a rotary vacuum and resuspended in water (40 μl for CSF and 100 μl for the spinal cord). Metabolites were profiled using two orthogonal liquid chromatography methods on an Agilent 6470 triple-quadrupole mass spectrometer. First, central carbon metabolites, including amino acids, tricarboxylic acid cycle intermediates and other organic acids, nucleotides/nucleosides, sugar phosphates and others, were profiled using ion-paired chromatography in ESI-negative mode, as described previously^94^. Note, this ion-paired chromatography method is incompatible with positive-mode analysis and requires a dedicated liquid chromatography system. If ion-paired and standard methods are to be used on the same mass spectrometer, extensive source cleaning is required between methods. Next, additional metabolites of interest, including acyl-carnitines, kynurenine and related intermediates and *S*-adenosylmethionine/*S*-adenosylhomocysteine amenable to ESI-positive mode, were analyzed by reversed-phase chromatography (Cortecs T3, 2.1 × 150 mm, 1.6 μM, 186008500, Waters). For this method, mobile phase A was 0.1% formic acid (vol/vol), and mobile phase B was 90% acetonitrile with 0.1% formic acid (vol/vol). The gradient was as follows: 0–2.0 min, 100% A at 0.4 ml min^−1^; 2.0–7.1, ramp to 100% B at 0.4 ml min^−1^; 7.1–8.0 min, hold at 99% B. The column was then re-equilibrated in 100% A at 0.6 ml min^−1^ for 2 min. Full liquid chromatography–mass spectrometry parameters for both methods and raw peak-area data are available in Supplementary Table 1.

### Targeted metabolomics data analysis

Metabolomics data were log_2_ transformed and scaled by using the following *z*-score formula: *z* = (*x* − *μ*) / *σ*, where *x* is metabolite abundance for one sample, *μ* is mean abundance for all samples, and *σ* is the population standard deviation. Metabolite profiles across experimental groups (Fig. 1c) were identified by soft clustering using the Mfuzz R package v2.56.0 (ref. ^95^) under default parameters except that the fuzzifier was set to 1.3137 for spinal cord and 1.3099 for CSF. Significant metabolites (FDR < 0.15) between experimental groups in both the spinal cord and CSF were determined using two two-tailed *t*-tests or one-way ANOVA, and *P* values were adjusted for multiple hypothesis testing using the Benjamini and Hochberg method. Metabolite set enrichment analysis was performed using Metaboanalyst v5.0 (ref. ^96^) and an FDR of <0.10. Metabolites were classified as strong or weak metabolites based on *P* value results from the different experimental groups (healthy, peak and recovery) using a one-way ANOVA followed by a Tukey’s honestly significant difference post-test (95% confidence level). Those metabolites passing a double threshold (*P* < 0.05 in two types of comparisons between the experimental groups) were grouped as strong metabolites whereas those passing only one threshold (one comparison between the experimental groups) were grouped as weak metabolites. Strong metabolites were subsequently subcategorized into DLMs, RLMs or HLMs, with DLMs significant between health and peak disease and between health and recovery, RLMs significant between health and recovery and between peak disease and recovery and HLMs significant between health and peak disease and between peak disease and recovery. Clusters of significant data from comparisons were depicted as heat maps using hierarchical clustering with Euclidean distance. For the average effect analysis examining impacts of ARG1 deficiency in CX3CR1^+^ cells at peak disease, mean *z* scores from *Arg1*^*fl/fl*^*Cx3cr1*-Cre mice were subtracted from mean *z* scores from *Arg1*^*fl/fl*^ animals and plotted against the mean *z* scores of healthy animals subtracted from mean *z* scores of animals with peak disease.

### Statistical analysis

Data collection and analysis were not performed blind to the conditions of the experiments, and mice were grouped randomly per cage. Data distribution was assumed to be normal, but this was not formally tested. No statistical methods were used to predetermine sample size, but our sample sizes were similar to those generally used in EAE studies.

Statistical analyses were performed by using two-tailed *t*-tests, an ordinary one-way ANOVA followed by a Tukey’s or Dunnett’s post-test, simple linear regression or two-way ANOVA followed by a Sidak’s post-test with Prism 9.4.1 software (GraphPad), unless otherwise stated. *P* values of clinical course AUC were determined by two-tailed *t*-test. Statistical significance is indicated by *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.001. All error bars indicate ±s.e.m.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-026-02516-4.

## Supplementary information

Supplementary Information Supplementary Fig. 1 and Supplementary Tables 1–8.

Reporting Summary

Peer Review file

Supplementary Data Supplementary Methods and Supplementary References.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 3 Unprocessed western blots.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

Bulk RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE231474. The results published here are in part based on analysis of publicly available scRNA-seq data deposited under Gene Expression Ominbus data set GSE130119. Source data are provided with this paper.

# Supplementary material for: Monocyte infiltration induces CNS arginine catabolism to fuel neuroinflammation
**Source:** Nat Immunol. 2026 May 18;27(7):1418–32. doi: 10.1038/s41590-026-02516-4
**Supplement:** Supplementary file 1 — Supplementary Fig. 1 and Supplementary Tables 1–8.

# Monocyte infiltration induces CNS arginine catabolism to fuel neuroinflammation

In the format provided by the  
authors and unedited

## Supplementary Figure 1

**a**

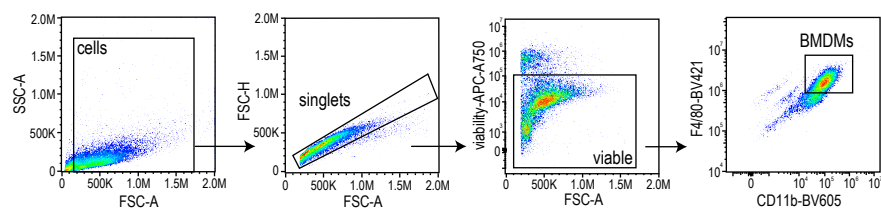

**b**

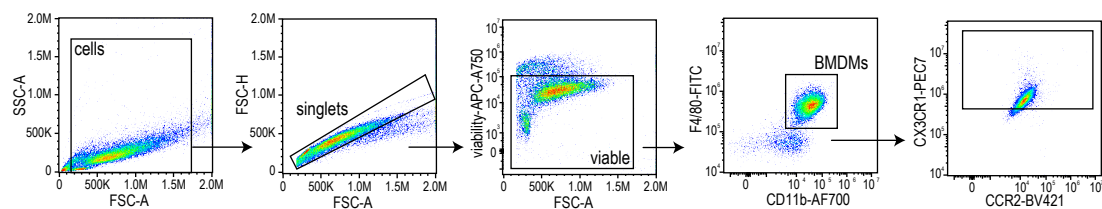

## Supplementary Figure 1, Gating strategies for BMDMs

**a**, Gating strategy for BMDMs in **Extended Data Fig. 7b/c** **b**, Gating strategy for CX3CR1+ BMDMs in **Extended Data Fig. 7g/h**

Cells were pre-gated on single viable CD11b+F4/80+ (**a, b**).

**Supplementary Table 1. Transition list for metabolites measured with reversed phase and ion paired chromatography for targeted metabolomics.**

RT, Retention Time

| Reversed Phase Transition List             |       |              |                |                  |            |                |                  |            |
|--------------------------------------------|-------|--------------|----------------|------------------|------------|----------------|------------------|------------|
| Name                                       | RT    | Ion Polarity | Transition     | Collision Energy | Fragmentor | Transition     | Collision Energy | Fragmentor |
| 1-methylnicotinamide_3106-60-3_C02918      | 0,905 | Positive     | 137.0 -> 94.1  | 20               | 120        | 137.0 -> 92.0  | 20               | 120        |
| S-Adenosyl-L-Methionine_485-80-3_C00019    | 0,906 | Positive     | 399.2 -> 250.0 | 16               | 120        | 399.2 -> 136.0 | 32               | 120        |
| L-carnitine_541-15-1_C00318                | 0,911 | Positive     | 162.1 -> 60.2  | 20               | 120        | 162.1 -> 103.0 | 20               | 120        |
| NicotinamideMononucleotide_1094-617_C00455 | 1,061 | Positive     | 335.1 -> 123.0 | 12               | 95         | 335.1 -> 80.1  | 60               | 95         |
| NicotinicAcid_59-67-6_C00253               | 1,263 | Positive     | 124.0 -> 78.1  | 30               | 80         | 124.0 -> 80.1  | 20               | 80         |
| Methionine_63-68-3_C00073                  | 1,351 | Positive     | 150.0 -> 56.0  | 20               | 60         | 150.0 -> 61.0  | 20               | 60         |
| O-Acetylcarnitine_3040-38-8_C02571         | 1,404 | Positive     | 204.1 -> 85.0  | 20               | 120        | 204.1 -> 145.0 | 10               | 120        |
| QuinolinicAcid_89-00-9_C03722              | 1,454 | Positive     | 168.0 -> 78.0  | 24               | 82         | 168.0 -> 124.0 | 8                | 82         |
| Nicotinamide_98-92-0_C00153                | 1,555 | Positive     | 123.1 -> 80.0  | 24               | 105        | 123.1 -> 53.0  | 36               | 105        |
| OphthalmicAcid_495-27-2_C21016             | 1,589 | Positive     | 290.1 -> 58.2  | 20               | 80         | 290.1 -> 215.0 | 10               | 80         |
| Nudifloramide_701-44-0_C05842              | 1,887 | Positive     | 153.1 -> 108.0 | 24               | 135        | 153.1 -> 78.0  | 36               | 135        |
| 3-Hydroxykynurenine_606-14-4_C03227        | 1,924 | Positive     | 225.0 -> 110.0 | 16               | 92         | 225.0 -> 162.0 | 20               | 92         |
| NN-Dimethyltryptamine_61-50-7_C08302       | 2,349 | Positive     | 189.1 -> 189.1 | 0                | 82         | 189.1 -> 144.1 | 10               | 82         |

|                              |       |          |                  |    |    |                   |   |    |
|------------------------------|-------|----------|------------------|----|----|-------------------|---|----|
| PicolinicAcid_98-98-6_C10164 | 2,450 | Positive | 124.0 -><br>78.0 | 20 | 82 | 124.0 -><br>106.0 | 8 | 82 |
|------------------------------|-------|----------|------------------|----|----|-------------------|---|----|

|                                                  |       |          |                   |    |     |                   |    |     |
|--------------------------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Propionylcarnitine_17298-37-2_C03017             | 3,132 | Positive | 218.1 -><br>159.0 | 10 | 120 | 218.1 -><br>144.1 | 20 | 120 |
| S-Adenosyl-L-Homocysteine_979-920_C00021         | 3,171 | Positive | 385.1 -><br>136.0 | 20 | 115 | 385.1 -><br>134.0 | 20 | 115 |
| N-Methyl-4-Pyridone-3-Carboxamide_76949-3_C05843 | 3,373 | Positive | 153.1 -><br>136.0 | 16 | 85  | 153.1 -><br>92.0  | 28 | 85  |
| N-methylNicotinamide_114-33-0_C05843             | 3,382 | Positive | 137.1 -><br>53.2  | 20 | 120 | 137.1 -><br>80.1  | 24 | 115 |
| Glutaryl carnitine_102636-82-8_NA                | 3,522 | Positive | 276.1 -><br>199.0 | 15 | 160 | 276.1 -><br>216.9 | 15 | 160 |
| Kynurenine_2922-83-0_C00328                      | 4,103 | Positive | 209.0 -><br>209.0 | 0  | 92  | 209.0 -><br>146.0 | 20 | 92  |
| ISTD-D8-Tryptophan_NA_NA                         | 4,614 | Positive | 212.0 -><br>195.0 | 10 | 50  | 212.0 -><br>150.0 | 20 | 80  |
| Methylmalonate_516-05-2_C02170                   | 4,628 | Positive | 119.1 -><br>73.1  | 10 | 80  | 119.1 -><br>55.1  | 20 | 80  |
| Butyrylcarnitine_1492-26-8_C02862                | 4,662 | Positive | 232.1 -><br>57.1  | 45 | 120 | 232.1 -><br>144.1 | 20 | 120 |
| Isobutyrylcarnitine_25518-49-4_NA                | 4,670 | Positive | 232.1 -><br>85.0  | 20 | 120 | 232.1 -><br>173.0 | 10 | 120 |
| NN-Dimethylserotonin_487-93-4_C08299             | 4,761 | Positive | 205.0 -><br>205.0 | 0  | 80  | 205.0 -><br>184.1 | 5  | 80  |
| Tryptophan_73-22-3_C00078                        | 4,761 | Positive | 205.0 -><br>146.0 | 16 | 82  | 205.0 -><br>118.0 | 32 | 82  |
| ISTD-13C11-Tryptophan_202114-65-6_NA             | 4,769 | Positive | 216.0 -><br>155.0 | 15 | 50  | 216.0 -><br>169.0 | 15 | 50  |
| 3-hydroxyanthranillic acid_548-93-6_C00632       | 4,821 | Positive | 154.0 -><br>108.0 | 20 | 114 | 154.0 -><br>154.0 | 0  | 114 |
| KynurenicAcid_492-27-3_C01717                    | 4,900 | Positive | 190.0 -><br>144.0 | 20 | 104 | 190.0 -><br>116.0 | 36 | 104 |
| NicotinuricAcid_583-08-4_C05380                  | 4,925 | Positive | 181.1 -><br>135.0 | 20 | 115 | 181.1 -><br>79.1  | 48 | 115 |

|                                         |       |          |                   |    |     |                   |    |     |
|-----------------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Tryptamine_61-54-1_C00398               | 5,048 | Positive | 161.1 -><br>91.1  | 40 | 60  | 161.1 -><br>115.0 | 40 | 60  |
| 2-Methylbutyryl carnitine_31023-25-3_NA | 5,075 | Positive | 246.0 -><br>60.2  | 20 | 120 | 246.0 -><br>144.1 | 20 | 120 |
| Isovalerylcarnitine_31023-24-2_C20826   | 5,075 | Positive | 246.1 -><br>187.0 | 15 | 80  | 246.1 -><br>85.1  | 20 | 80  |

|                                            |       |          |                   |    |     |                   |    |     |
|--------------------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Serotonin_50-67-9_C00780                   | 5,340 | Positive | 177.1 -><br>115.0 | 40 | 82  | 177.1 -><br>77.1  | 60 | 82  |
| NicotinamideN-oxide_1986-81-8_NA           | 5,350 | Positive | 139.0 -><br>78.0  | 36 | 139 | 139.0 -><br>106.0 | 24 | 139 |
| AnthranillicAcid_5326-47-6_NA              | 5,423 | Positive | 138.0 -><br>92.0  | 20 | 80  | 138.0 -><br>65.0  | 30 | 80  |
| N-methylTryptamine_61-49-4_C06213          | 5,462 | Positive | 175.1 -><br>132.0 | 12 | 80  | 175.1 -><br>144.0 | 12 | 80  |
| NicotinicAcidMononucleotide_321-028_C01185 | 5,481 | Positive | 337.1 -><br>125.0 | 16 | 95  | 337.1 -><br>97.0  | 20 | 95  |
| N-methylserotonin_1134-01-6_C06212         | 5,493 | Positive | 191.0 -><br>115.0 | 40 | 80  | 191.0 -><br>160.0 | 20 | 80  |
| Hexanoylcarnitine_22671-29-0_NA            | 5,530 | Positive | 260.2 -><br>201.0 | 15 | 80  | 260.2 -><br>99.1  | 20 | 120 |
| Octanoylcarnitine_25243-95-2_C02838        | 6,216 | Positive | 288.1 -><br>229.1 | 10 | 160 | 288.1 -><br>144.1 | 20 | 160 |
| Decanoylcarnitine_1492-27-9_C03299         | 6,756 | Positive | 316.2 -><br>257.1 | 20 | 160 | 316.2 -><br>155.2 | 20 | 160 |
| LipoicAcid_1200-22-2_C16241                | 7,046 | Negative | 205.0 -><br>127.0 | 15 | 150 | 205.0 -><br>171.0 | 5  | 100 |
| Lauroylcarnitine_25518-54-1_NA             | 7,147 | Positive | 344.3 -><br>285.2 | 20 | 160 | 344.3 -><br>183.0 | 20 | 200 |
| Myristoylcarnitine_25597-07-3_NA           | 7,595 | Positive | 372.3 -><br>313.2 | 20 | 200 | 372.3 -><br>229.2 | 20 | 200 |
| Palmitoylcarnitine_2364-67-2_C02990        | 7,929 | Positive | 400.2 -><br>95.0  | 30 | 200 | 400.2 -><br>341.2 | 20 | 160 |
| Oleoylecarnitine_38677-66-6_NA             | 7,986 | Positive | 426.0 -><br>85.0  | 30 | 100 | 426.0 -><br>144.0 | 30 | 50  |

|                                 |       |          |                   |    |     |                   |    |     |
|---------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Stearoylcarnitine_25597-09-5_NA | 8,288 | Positive | 428.3 -><br>267.1 | 20 | 120 | 428.3 -><br>369.2 | 20 | 120 |
|---------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|

**Ion Paired Transition List**

| Name              | RT    | Ion Polarity | Transition        | Collision Energy | Fragmentor | Transition        | Collision Energy | Fragmentor |
|-------------------|-------|--------------|-------------------|------------------|------------|-------------------|------------------|------------|
| D-+-Galactosamine | 1,096 | Negative     | 238.1 -><br>159.9 | 8                | 70         | 238.1 -><br>100.0 | 6                | 70         |

|                           |       |          |                   |    |     |                   |    |     |
|---------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Thiamine                  | 1,12  | Negative | 264.1 -><br>234.0 | 6  | 124 |                   |    |     |
| Pyridoxamine              | 1,139 | Negative | 167.1 -><br>121.0 | 22 | 102 | 167.1 -><br>122.0 | 18 | 102 |
| L-Histidine               | 1,148 | Negative | 154.1 -><br>93.1  | 16 | 102 | 154.1 -><br>137.0 | 12 | 102 |
| L-asparagine              | 1,21  | Negative | 131.0 -><br>113.0 | 4  | 86  | 131.0 -><br>70.0  | 12 | 86  |
| L-Carnitine               | 1,214 | Negative | 220.1 -><br>146.0 | 4  | 66  |                   |    |     |
| L-Cystathionine           | 1,214 | Negative | 221.1 -><br>134.0 | 8  | 92  | 221.1 -><br>120.0 | 9  | 92  |
| L-Serine                  | 1,22  | Negative | 104.0 -><br>74.1  | 8  | 70  |                   |    |     |
| S-2-Aminoethyl-L-cysteine | 1,224 | Negative | 163.1 -><br>76.1  | 10 | 88  | 163.1 -><br>33.2  | 28 | 88  |
| L-Glutamine               | 1,226 | Negative | 145.1 -><br>127.0 | 7  | 94  | 145.1 -><br>109.0 | 10 | 94  |
| L-Cystine                 | 1,239 | Negative | 239.0 -><br>120.0 | 4  | 74  | 239.0 -><br>74.1  | 20 | 74  |
| trans-4-Hydroxy-L-proline | 1,252 | Negative | 130.1 -><br>128.0 | 12 | 100 | 130.1 -><br>66.0  | 16 | 100 |
| D-Xylose                  | 1,259 | Negative | 149.1 -><br>89.0  | 4  | 68  | 149.1 -><br>71.0  | 4  | 68  |

|                         |       |          |                   |    |     |                  |    |     |
|-------------------------|-------|----------|-------------------|----|-----|------------------|----|-----|
| L-Homoserine            | 1,261 | Negative | 118.0 -><br>55.0  | 16 | 70  | 118.0 -><br>72.1 | 10 | 70  |
| L-Threonine             | 1,27  | Negative | 118.0 -><br>74.1  | 9  | 72  |                  |    |     |
| myo-Inositol            | 1,273 | Negative | 239.1 -><br>179.0 | 0  | 72  | 179.0 -><br>71.0 | 12 | 72  |
| Taurine                 | 1,278 | Negative | 124.0 -><br>80.0  | 24 | 122 |                  |    |     |
| D-Mannose               | 1,29  | Negative | 179.1 -><br>89.0  | 4  | 66  | 179.1 -><br>59.2 | 16 | 66  |
| gamma-Aminobutyric acid | 1,296 | Negative | 102.0 -><br>84.1  | 8  | 64  |                  |    |     |
| L-Arabitol              | 1,309 | Negative | 151.0 -><br>89.0  | 12 | 110 | 151.0 -><br>71.0 | 16 | 110 |

|                          |       |          |                   |    |    |                   |    |    |
|--------------------------|-------|----------|-------------------|----|----|-------------------|----|----|
| Xylitol                  | 1,309 | Negative | 151.1 -><br>89.0  | 8  | 96 | 151.1 -><br>71.0  | 8  | 96 |
| L-Citrulline             | 1,317 | Negative | 174.1 -><br>131.0 | 8  | 88 | 174.1 -><br>42.2  | 48 | 88 |
| Cellobiose               | 1,322 | Negative | 341.1 -><br>161.0 | 5  | 68 |                   |    |    |
| D-Maltose                | 1,322 | Negative | 341.1 -><br>161.0 | 5  | 72 | 341.1 -><br>179.0 | 4  | 72 |
| Melibiose                | 1,322 | Negative | 341.1 -><br>179.0 | 4  | 76 | 341.1 -><br>89.0  | 13 | 76 |
| N-Acetyl D-galactosamine | 1,333 | Negative | 220.1 -><br>119.0 | 0  | 68 |                   |    |    |
| Creatine                 | 1,337 | Negative | 130.1 -><br>88.1  | 8  | 66 | 130.1 -><br>41.2  | 36 | 66 |
| Trehalose                | 1,339 | Negative | 401.1 -><br>341.0 | 10 | 98 | 341.0 -><br>89.0  | 12 | 98 |
| L-Proline                | 1,346 | Negative | 114.0 -><br>68.1  | 12 | 94 | 114.0 -><br>45.2  | 12 | 94 |

|                       |       |          |                   |    |    |                   |    |    |
|-----------------------|-------|----------|-------------------|----|----|-------------------|----|----|
| Allantoin             | 1,351 | Negative | 157.0 -><br>97.0  | 12 | 76 | 157.0 -><br>42.2  | 16 | 76 |
| L-Canavanine          | 1,351 | Negative | 175.1 -><br>74.0  | 10 | 74 | 175.1 -><br>118.0 | 8  | 74 |
| Cytosine              | 1,355 | Negative | 110.0 -><br>67.1  | 8  | 58 | 110.0 -><br>42.2  | 12 | 58 |
| 4-Guanidobutyric acid | 1,362 | Negative | 144.1 -><br>102.0 | 8  | 74 | 144.1 -><br>41.2  | 32 | 74 |
| Creatinine            | 1,363 | Negative | 112.0 -><br>41.2  | 24 | 92 | 112.0 -><br>68.1  | 16 | 92 |
| L-Arginine            | 1,393 | Negative | 173.1 -><br>131.0 | 11 | 90 | 173.1 -><br>156.0 | 8  | 90 |
| L-Homocysteine        | 1,422 | Negative | 134.0 -><br>116.9 | 8  | 70 |                   |    |    |
| L-Arabinose           | 1,437 | Negative | 149.0 -><br>59.2  | 12 | 66 | 149.0 -><br>89.1  | 4  | 66 |
| L-Homocystine         | 1,441 | Negative | 267.0 -><br>115.0 | 16 | 92 | 267.0 -><br>132.0 | 8  | 92 |
| 2-Deoxy-D-ribose      | 1,485 | Negative | 193.1 -><br>59.2  | 16 | 64 | 193.1 -><br>133.0 | 0  | 64 |

|                            |       |          |                   |    |     |                  |    |     |
|----------------------------|-------|----------|-------------------|----|-----|------------------|----|-----|
| L-Sorbose                  | 1,536 | Negative | 179.1 -><br>89.0  | 4  | 66  | 179.1 -><br>71.0 | 14 | 66  |
| Ribonic acid gamma lactone | 1,539 | Negative | 147.0 -><br>59.2  | 16 | 88  | 147.0 -><br>99.0 | 8  | 88  |
| D-Glucosamine 6-phosphate  | 1,543 | Negative | 258.0 -><br>79.0  | 48 | 182 | 258.0 -><br>97.0 | 16 | 182 |
| Uracil                     | 1,634 | Negative | 111.0 -><br>42.2  | 14 | 86  |                  |    |     |
| O-Phosphorylethanolamine   | 1,708 | Negative | 140.0 -><br>79.0  | 14 | 122 | 140.0 -><br>63.0 | 38 | 122 |
| Cytidine                   | 1,771 | Negative | 242.1 -><br>109.0 | 8  | 104 | 242.1 -><br>42.2 | 16 | 104 |

|                         |       |          |                   |    |     |                   |    |     |
|-------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| L-Methionine            | 1,775 | Negative | 148.0 -><br>47.2  | 12 | 70  | 148.0 -><br>100.0 | 6  | 70  |
| Hypoxanthine            | 1,903 | Negative | 135.0 -><br>92.0  | 17 | 104 | 135.0 -><br>65.1  | 28 | 104 |
| 2-Deoxycytidine         | 1,956 | Negative | 286.1 -><br>226.0 | 4  | 64  | 286.1 -><br>93.0  | 20 | 64  |
| Guanine                 | 1,978 | Negative | 150.0 -><br>133.0 | 12 | 116 | 150.0 -><br>66.0  | 36 | 116 |
| Xanthine                | 2,054 | Negative | 151.0 -><br>108.0 | 16 | 104 | 151.0 -><br>42.2  | 24 | 104 |
| L-Isoleucine            | 2,099 | Negative | 130.0 -><br>45.0  | 16 | 96  |                   |    |     |
| L-Leucine               | 2,099 | Negative | 130.0 -><br>45.0  | 16 | 96  |                   |    |     |
| L-Tyrosine              | 2,213 | Negative | 180.0 -><br>119.0 | 15 | 114 | 180.0 -><br>93.0  | 12 | 114 |
| Uridine                 | 2,22  | Negative | 243.1 -><br>200.0 | 6  | 128 | 243.1 -><br>110.0 | 12 | 128 |
| AICAR                   | 2,312 | Negative | 257.1 -><br>125.0 | 10 | 118 | 257.1 -><br>42.2  | 44 | 118 |
| 3-Hydroxy-DL-kynurenine | 2,339 | Negative | 223.1 -><br>162.0 | 10 | 88  | 223.1 -><br>205.9 | 4  | 88  |
| Pyridoxal hydrochloride | 2,399 | Negative | 166.1 -><br>138.0 | 12 | 104 | 166.1 -><br>108.0 | 18 | 104 |
| Pyridoxine              | 2,425 | Negative | 168.1 -><br>166.0 | 9  | 92  | 168.1 -><br>122.1 | 17 | 92  |

|                     |       |          |                   |    |     |                   |    |     |
|---------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| 2-Deoxyuridine      | 2,615 | Negative | 227.1 -><br>184.0 | 6  | 116 | 227.1 -><br>42.2  | 20 | 116 |
| 5-Methoxytryptamine | 2,718 | Negative | 189.1 -><br>174.0 | 12 | 92  | 189.1 -><br>144.0 | 28 | 92  |
| Adenine             | 2,763 | Negative | 134.0 -><br>107.0 | 18 | 118 | 134.0 -><br>92.1  | 20 | 118 |

|                                  |       |          |                   |    |     |                   |    |     |
|----------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Thymine                          | 2,764 | Negative | 125.0 -><br>42.2  | 14 | 86  |                   |    |     |
| ±-Mevalonolactone                | 2,894 | Negative | 189.1 -><br>59.1  | 6  | 48  |                   |    |     |
| Inosine                          | 3,151 | Negative | 267.1 -><br>135.0 | 22 | 144 | 267.1 -><br>108.0 | 44 | 144 |
| beta-Nicotinamide mononucleotide | 3,401 | Negative | 333.0 -><br>251.1 | 12 | 60  | 333.0 -><br>135.1 | 36 | 60  |
| 2-Deoxyinosine                   | 3,412 | Negative | 251.1 -><br>135.0 | 20 | 124 | 251.1 -><br>108.0 | 42 | 124 |
| Guanosine                        | 3,72  | Negative | 282.1 -><br>150.0 | 17 | 152 | 282.1 -><br>132.9 | 32 | 152 |
| L-Kynurenine                     | 3,747 | Negative | 207.1 -><br>190.0 | 4  | 76  | 207.1 -><br>144.0 | 20 | 76  |
| 2-Deoxyguanosine                 | 4,006 | Negative | 266.1 -><br>150.0 | 12 | 74  | 266.1 -><br>108.0 | 36 | 74  |
| DL-2-Aminoadipic acid            | 4,077 | Negative | 160.1 -><br>142.0 | 9  | 96  | 160.1 -><br>116.0 | 12 | 96  |
| L-Phenylalanine                  | 4,194 | Negative | 164.1 -><br>147.0 | 9  | 100 | 164.1 -><br>103.0 | 15 | 100 |
| Argininosuccinic acid            | 4,222 | Negative | 289.0 -><br>131.1 | 27 | 98  | 289.0 -><br>88.0  | 36 | 98  |
| L-Glutamic acid                  | 4,287 | Negative | 146.0 -><br>102.0 | 11 | 76  | 146.0 -><br>128.0 | 8  | 76  |
| L-Aspartic Acid                  | 4,488 | Negative | 132.0 -><br>88.0  | 10 | 76  | 132.0 -><br>71.0  | 14 | 76  |
| 4-Hydroxy-L-glutamic acid        | 4,68  | Negative | 162.0 -><br>144.0 | 6  | 72  | 162.0 -><br>72.1  | 16 | 72  |
| Glucoheptonic acid               | 4,986 | Negative | 225.1 -><br>129.0 | 11 | 98  | 225.1 -><br>75.1  | 18 | 98  |
| S-5-Adenosyl-L-homocysteine      | 4,992 | Negative | 383.1 -><br>134.0 | 24 | 130 | 383.1 -><br>248.0 | 13 | 130 |
| Thymidine                        | 5,027 | Negative | 241.1 -><br>42.2  | 16 | 122 | 241.1 -><br>151.0 | 6  | 122 |

|                               |       |          |                   |    |     |                   |    |     |
|-------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| D-Gluconic acid               | 5,23  | Negative | 195.1 -><br>75.2  | 18 | 104 | 195.1 -><br>129.0 | 10 | 104 |
| Galactonic acid               | 5,23  | Negative | 195.1 -><br>75.1  | 18 | 94  | 195.1 -><br>129.0 | 11 | 94  |
| Uric acid                     | 5,526 | Negative | 167.0 -><br>124.0 | 13 | 128 | 167.0 -><br>42.3  | 26 | 128 |
| Glyceric acid                 | 5,628 | Negative | 105.0 -><br>75.1  | 8  | 70  | 105.0 -><br>57.2  | 14 | 70  |
| Glyoxylic acid                | 5,906 | Negative | 73.0 -><br>45.2   | 6  | 48  |                   |    |     |
| N-Acetylneuraminic acid       | 5,932 | Negative | 308.1 -><br>87.0  | 14 | 94  | 308.1 -><br>169.9 | 10 | 94  |
| Quinic acid                   | 6,063 | Negative | 191.1 -><br>85.1  | 25 | 124 | 191.1 -><br>93.1  | 24 | 124 |
| O-Succinyl-L-homoserine       | 6,154 | Negative | 218.1 -><br>117.0 | 7  | 68  | 218.1 -><br>118.0 | 0  | 68  |
| Adenosine                     | 6,227 | Negative | 266.0 -><br>107.0 | 44 | 122 | 266.0 -><br>134.0 | 10 | 72  |
| Shikimic acid                 | 6,231 | Negative | 173.0 -><br>111.0 | 7  | 132 | 173.0 -><br>93.1  | 16 | 132 |
| 2-Deoxyadenosine              | 6,478 | Negative | 310.1 -><br>250.0 | 4  | 74  | 250.0 -><br>134.1 | 12 | 74  |
| Oxamic acid                   | 6,502 | Negative | 88.0 -><br>44.3   | 6  | 44  | 88.0 -><br>42.3   | 12 | 44  |
| Chorismic acid                | 6,691 | Negative | 225.0 -><br>189.0 | 6  | 68  |                   |    |     |
| Succinic semialdehyde         | 6,964 | Negative | 101.0 -><br>57.2  | 7  | 72  |                   |    |     |
| Lactic acid                   | 7,225 | Negative | 89.0 -><br>43.3   | 10 | 48  | 89.0 -><br>45.3   | 9  | 48  |
| 3-Dehydroshikimic acid        | 7,316 | Negative | 171.0 -><br>127.0 | 8  | 86  | 171.0 -><br>109.0 | 17 | 86  |
| alpha-D(+)Mannose 1-phosphate | 7,37  | Negative | 259.0 -><br>97.0  | 14 | 100 | 259.0 -><br>79.0  | 48 | 100 |

|                                    |       |          |                   |    |     |                   |    |     |
|------------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| Creatine phosphate                 | 7,424 | Negative | 210.0 -><br>79.0  | 16 | 70  | 210.0 -><br>96.9  | 4  | 70  |
| L-Dihydroorotic acid               | 7,502 | Negative | 157.0 -><br>113.0 | 5  | 116 | 157.0 -><br>42.2  | 30 | 116 |
| alpha-D-Glucose-1-phosphate        | 7,589 | Negative | 259.0 -><br>79.0  | 28 | 126 | 259.0 -><br>240.9 | 9  | 126 |
| D-Glucose 6-phosphate              | 7,597 | Negative | 259.0 -><br>97.0  | 14 | 102 | 259.0 -><br>79.0  | 48 | 102 |
| L-Tryptophan                       | 7,761 | Negative | 203.1 -><br>116.0 | 14 | 116 | 203.1 -><br>74.1  | 14 | 116 |
| D-Ribose 5-phosphate               | 7,784 | Negative | 229.0 -><br>79.0  | 48 | 96  | 229.0 -><br>97.0  | 10 | 96  |
| D-Sedoheptulose-7-phosphate        | 7,891 | Negative | 289.0 -><br>96.9  | 18 | 104 | 289.0 -><br>79.0  | 48 | 104 |
| Trehalose 6-phosphate              | 7,923 | Negative | 421.1 -><br>241.0 | 27 | 176 |                   |    |     |
| gamma-Glu-Cys                      | 7,935 | Negative | 249.1 -><br>128.0 | 8  | 94  | 249.1 -><br>171.0 | 9  | 94  |
| D-Fructose 6-phosphate             | 7,942 | Negative | 259.0 -><br>97.0  | 14 | 102 | 259.0 -><br>79.0  | 48 | 102 |
| Xanthosine                         | 8,093 | Negative | 283.1 -><br>151.0 | 18 | 126 | 283.1 -><br>108.0 | 40 | 126 |
| D-Xylulose-5-phosphate             | 8,322 | Negative | 229.0 -><br>79.0  | 36 | 86  | 229.0 -><br>139.0 | 8  | 86  |
| N-Acetyl-D-glucosamine 6-phosphate | 8,672 | Negative | 300.0 -><br>97.0  | 18 | 86  | 300.0 -><br>79.0  | 48 | 86  |
| Nicotinic acid mononucleotide      | 8,73  | Negative | 334.0 -><br>289.9 | 4  | 70  | 334.0 -><br>79.0  | 40 | 70  |
| Orotic acid                        | 8,921 | Negative | 155.0 -><br>42.0  | 26 | 68  | 155.0 -><br>40.0  | 44 | 68  |
| 2-Deoxy-D-glucose 6-phosphate      | 8,927 | Negative | 243.0 -><br>79.1  | 45 | 96  | 243.0 -><br>97.0  | 14 | 96  |

|                                          |       |          |                   |    |     |                   |    |     |
|------------------------------------------|-------|----------|-------------------|----|-----|-------------------|----|-----|
| 6-Hydroxynicotinic acid                  | 9,048 | Negative | 138.0 -><br>94.1  | 10 | 72  | 138.0 -><br>42.3  | 27 | 72  |
| N-Acetyl-alpha-D-glucosamine 1-phosphate | 9,11  | Negative | 300.0 -><br>97.0  | 16 | 132 | 300.0 -><br>79.0  | 36 | 132 |
| D-erythro-Dihydrosphingosine             | 9,118 | Negative | 300.3 -><br>199.0 | 8  | 110 | 300.3 -><br>282.0 | 6  | 110 |
| 4-Quinolinol                             | 9,241 | Negative | 144.0 -><br>116.0 | 28 | 160 | 144.0 -><br>66.1  | 44 | 160 |

|                                        |        |          |                   |    |     |                   |    |     |
|----------------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| 2-Deoxyribose 5-phosphate              | 9,247  | Negative | 213.0 -><br>79.1  | 40 | 92  | 213.0 -><br>96.9  | 12 | 92  |
| beta-Nicotinamide adenine dinucleotide | 9,452  | Negative | 662.1 -><br>540.0 | 12 | 70  | 662.1 -><br>327.9 | 36 | 70  |
| 2-Methyl-1-butanol                     | 9,468  | Negative | 87.1 -><br>43.3   | 5  | 38  |                   |    |     |
| Pyruvic acid                           | 9,468  | Negative | 87.0 -><br>43.2   | 4  | 48  |                   |    |     |
| Cytidine-5-monophosphate               | 9,512  | Negative | 322.0 -><br>79.0  | 44 | 130 | 322.0 -><br>97.0  | 22 | 130 |
| o-Phospho-L-Serine                     | 9,911  | Negative | 184.0 -><br>79.0  | 36 | 132 | 184.0 -><br>97.0  | 13 | 132 |
| 4-Aminobenzoic acid                    | 9,921  | Negative | 136.0 -><br>92.0  | 8  | 72  |                   |    |     |
| 2-Deoxycytidine 5-monophosphate        | 10,235 | Negative | 306.0 -><br>194.9 | 14 | 118 | 306.0 -><br>79.0  | 44 | 118 |
| Glutathione (reduced)                  | 10,235 | Negative | 306.1 -><br>195.0 | 16 | 60  | 306.1 -><br>110.0 | 20 | 60  |
| Dihydroxyacetone phosphate             | 10,591 | Negative | 169.0 -><br>97.0  | 6  | 128 | 169.0 -><br>79.0  | 32 | 128 |
| Uridine 5-monophosphate                | 10,594 | Negative | 323.0 -><br>79.1  | 48 | 126 | 323.0 -><br>97.0  | 24 | 126 |
| 2-3-Dihydroxyisovalerate               | 10,618 | Negative | 133.1 -><br>75.1  | 10 | 88  | 133.1 -><br>57.2  | 15 | 88  |

|                                  |        |          |                   |    |     |                   |    |     |
|----------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| Inosine 5-monophosphate          | 10,904 | Negative | 347.0 -><br>79.0  | 44 | 150 | 347.0 -><br>97.0  | 22 | 150 |
| 5-Deoxy-5-(methylthio)adenosine  | 11,717 | Negative | 356.1 -><br>296.0 | 4  | 70  | 356.1 -><br>134.0 | 12 | 70  |
| DL-Glyceraldehyde 3-phosphate    | 11,814 | Negative | 169.0 -><br>79.0  | 28 | 130 | 169.0 -><br>97.0  | 4  | 130 |
| Nicotinic acid                   | 11,816 | Negative | 122.0 -><br>78.1  | 11 | 60  | 122.0 -><br>51.2  | 32 | 60  |
| 3-Hydroxyanthranilic acid        | 11,891 | Negative | 152.0 -><br>108.0 | 12 | 86  | 152.0 -><br>107.0 | 23 | 86  |
| 2-Deoxyguanosine 5-monophosphate | 11,97  | Negative | 346.0 -><br>79.1  | 48 | 122 | 346.0 -><br>97.0  | 36 | 122 |
| Adenosine 5-monophosphate        | 11,97  | Negative | 346.0 -><br>79.0  | 38 | 146 | 346.0 -><br>97.0  | 24 | 146 |

|                                    |        |          |                   |    |     |                   |    |     |
|------------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| D-pantothenic acid                 | 11,997 | Negative | 218.0 -><br>146.1 | 14 | 70  | 218.0 -><br>88.0  | 10 | 70  |
| 4-Hydroxybenzoic acid              | 12,009 | Negative | 137.0 -><br>93.0  | 14 | 88  | 137.0 -><br>65.2  | 34 | 88  |
| Guanosine 3,5-cyclic monophosphate | 12,171 | Negative | 344.0 -><br>150.0 | 24 | 104 | 344.0 -><br>133.0 | 44 | 104 |
| Prephenic acid                     | 12,333 | Negative | 225.0 -><br>101.0 | 9  | 84  |                   |    |     |
| 2-Ketobutyrate                     | 12,396 | Negative | 101.0 -><br>57.2  | 4  | 64  |                   |    |     |
| Riboflavin                         | 12,523 | Negative | 375.1 -><br>255.0 | 14 | 170 | 375.1 -><br>212.0 | 28 | 170 |
| Vanillic acid                      | 12,586 | Negative | 167.0 -><br>123.0 | 9  | 82  | 167.0 -><br>108.0 | 18 | 82  |
| Maleic acid                        | 12,648 | Negative | 115.0 -><br>71.2  | 7  | 62  | 115.0 -><br>27.3  | 15 | 62  |
| Epicatechin                        | 12,677 | Negative | 289.1 -><br>245.0 | 11 | 128 | 289.1 -><br>109.0 | 26 | 128 |

|                                    |        |          |                   |    |     |                   |    |     |
|------------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| 2-Deoxyadenosine 5-monophosphate   | 12,693 | Negative | 330.0 -><br>79.0  | 48 | 128 | 330.0 -><br>134.1 | 28 | 128 |
| Succinic acid                      | 12,842 | Negative | 117.0 -><br>73.1  | 10 | 62  | 117.0 -><br>99.0  | 8  | 62  |
| Isopentenyl pyrophosphate          | 12,913 | Negative | 245.0 -><br>209.0 | 4  | 52  |                   |    |     |
| 5-Hydroxy-3-indoleacetic acid      | 12,939 | Negative | 190.1 -><br>144.0 | 21 | 74  | 190.1 -><br>116.0 | 46 | 74  |
| N-Formyl-L-Tyrosine                | 12,939 | Negative | 208.1 -><br>164.0 | 7  | 122 | 208.1 -><br>107.0 | 12 | 122 |
| Malonic acid                       | 13,002 | Negative | 103.0 -><br>59.2  | 7  | 56  | 103.0 -><br>41.3  | 32 | 56  |
| N-Carbamoyl-DL-aspartic acid       | 13,378 | Negative | 175.0 -><br>132.0 | 7  | 76  | 175.0 -><br>88.1  | 19 | 76  |
| Adenosine 3-5-cyclic monophosphate | 13,385 | Negative | 328.0 -><br>134.0 | 24 | 154 | 328.0 -><br>79.0  | 48 | 154 |
| L-Gluthathione (oxidized)          | 13,433 | Negative | 611.1 -><br>306.1 | 24 | 152 | 611.1 -><br>272.1 | 28 | 152 |
| N-Carbamyl-L-glutamic acid         | 13,454 | Negative | 189.1 -><br>102.1 | 20 | 78  | 189.1 -><br>146.0 | 7  | 78  |

|                            |        |          |                   |    |    |                  |    |    |
|----------------------------|--------|----------|-------------------|----|----|------------------|----|----|
| Citramalic acid            | 13,507 | Negative | 147.0 -><br>87.0  | 14 | 76 | 147.0 -><br>85.1 | 12 | 76 |
| m-Hydroxybenzoic acid      | 13,508 | Negative | 137.0 -><br>93.1  | 10 | 92 | 137.0 -><br>65.2 | 28 | 92 |
| L-Malic acid               | 13,601 | Negative | 133.0 -><br>115.0 | 8  | 76 | 133.0 -><br>71.1 | 14 | 76 |
| 4-Methyl-2-oxovaleric acid | 13,677 | Negative | 129.1 -><br>85.1  | 7  | 74 |                  |    |    |
| Itaconic acid              | 13,677 | Negative | 129.0 -><br>85.1  | 6  | 68 | 129.0 -><br>41.3 | 12 | 68 |
| L-Hydroxyglutaric acid     | 13,692 | Negative | 147.0 -><br>128.9 | 7  | 74 | 147.0 -><br>85.1 | 13 | 74 |

|                               |        |          |                   |    |     |                   |    |     |
|-------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| Mevalonic acid                | 13,692 | Negative | 147.1 -><br>128.9 | 8  | 52  | 147.1 -><br>103.1 | 11 | 52  |
| 2-2-Dimethyl Succinic acid    | 13,802 | Negative | 145.1 -><br>101.1 | 11 | 88  | 145.1 -><br>127.1 | 8  | 88  |
| Adipic acid                   | 13,802 | Negative | 145.1 -><br>101.1 | 11 | 78  | 145.1 -><br>83.1  | 12 | 78  |
| N-acetyl aspartate            | 13,886 | Negative | 174.0 -><br>88.0  | 16 | 60  | 174.0 -><br>58.1  | 20 | 60  |
| N-Acetylglutamic acid         | 13,978 | Negative | 188.1 -><br>128.0 | 10 | 86  | 188.1 -><br>102.0 | 16 | 86  |
| Uridine 5'-diphosphogalactose | 14,092 | Negative | 565.0 -><br>322.9 | 24 | 180 | 565.0 -><br>384.9 | 29 | 180 |
| Uridine 5-diphosphoglucose    | 14,092 | Negative | 565.0 -><br>322.9 | 24 | 152 | 565.0 -><br>384.9 | 28 | 152 |
| 3-Hydroxyphenylacetic acid    | 14,139 | Negative | 151.0 -><br>107.1 | 4  | 58  | 151.0 -><br>65.2  | 26 | 58  |
| 3-Methylglutaric acid         | 14,182 | Negative | 145.1 -><br>101.1 | 11 | 82  | 145.1 -><br>41.3  | 52 | 82  |
| alpha-Ketoglutaric acid       | 14,182 | Negative | 145.0 -><br>101.0 | 5  | 70  | 145.0 -><br>57.2  | 9  | 70  |
| 4-Hydroxyphenyl-pyruvic acid  | 14,256 | Negative | 179.0 -><br>107.0 | 4  | 68  |                   |    |     |
| Cytidine 5-diphosphate        | 14,287 | Negative | 402.0 -><br>79.0  | 48 | 108 | 402.0 -><br>158.9 | 24 | 108 |
| Isopentyl acetate             | 14,293 | Negative | 129.1 -><br>85.2  | 6  | 134 | 129.1 -><br>41.2  | 12 | 134 |

|                          |        |          |                  |    |    |                  |    |    |
|--------------------------|--------|----------|------------------|----|----|------------------|----|----|
| Ketovaleric acid         | 14,505 | Negative | 115.0 -><br>71.2 | 4  | 70 |                  |    |    |
| 3-phosphoglyceric acid   | 14,552 | Negative | 185.0 -><br>79.0 | 30 | 80 | 185.0 -><br>97.0 | 30 | 80 |
| trans-trans Muconic acid | 14,563 | Negative | 141.0 -><br>53.3 | 8  | 64 |                  |    |    |

|                               |        |          |                   |    |     |                   |    |     |
|-------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| D-Ribulose 1,5-biphosphate    | 14,601 | Negative | 308.9 -><br>97.0  | 22 | 80  | 308.9 -><br>79.0  | 46 | 80  |
| 2-3-Dihydroxybenzoic acid     | 14,63  | Negative | 153.0 -><br>109.0 | 15 | 96  | 153.0 -><br>53.2  | 25 | 96  |
| Mevalonic acid 5-phosphate    | 14,66  | Negative | 227.0 -><br>79.0  | 40 | 88  | 227.0 -><br>97.0  | 12 | 88  |
| Uridine 5-diphosphate         | 14,684 | Negative | 403.0 -><br>158.9 | 28 | 108 | 403.0 -><br>79.0  | 48 | 108 |
| Guanosine 5-diphosphate       | 14,709 | Negative | 442.0 -><br>150.0 | 31 | 144 | 442.0 -><br>158.9 | 20 | 144 |
| 2-Deoxycytidine 5-diphosphate | 14,752 | Negative | 386.0 -><br>97.0  | 20 | 106 | 386.0 -><br>79.0  | 36 | 106 |
| 2-3-Pyridinedicarboxylic acid | 14,798 | Negative | 166.0 -><br>122.0 | 6  | 68  | 166.0 -><br>78.1  | 13 | 68  |
| Pyridoxal 5 phosphate         | 14,804 | Negative | 246.0 -><br>79.0  | 30 | 70  |                   |    |     |
| D-Fructose 1,6-biphosphate    | 14,871 | Negative | 338.9 -><br>241.0 | 12 | 90  | 338.9 -><br>97.0  | 22 | 90  |
| trans-Aconitic acid           | 14,924 | Negative | 173.0 -><br>129.0 | 4  | 58  | 173.0 -><br>85.1  | 10 | 58  |
| Citric acid                   | 15,015 | Negative | 191.0 -><br>111.0 | 10 | 78  | 191.0 -><br>87.0  | 16 | 78  |
| DL-Isocitric acid             | 15,015 | Negative | 191.0 -><br>111.0 | 11 | 74  | 191.0 -><br>173.0 | 6  | 74  |
| 2-4-Quinolinediol             | 15,102 | Negative | 160.0 -><br>42.2  | 29 | 120 | 160.0 -><br>117.9 | 19 | 120 |
| Folinic acid                  | 15,13  | Negative | 472.2 -><br>343.0 | 20 | 160 |                   |    |     |
| Phosphoenolpyruvic acid       | 15,186 | Negative | 167.0 -><br>79.0  | 12 | 118 |                   |    |     |
| Inosine 5-diphosphate         | 15,215 | Negative | 427.0 -><br>158.9 | 28 | 90  | 427.0 -><br>135.0 | 24 | 90  |

|                                |        |          |                   |    |     |                   |    |     |
|--------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| Homocitrate                    | 15,218 | Negative | 205.0 -><br>125.0 | 10 | 96  | 205.0 -><br>145.0 | 10 | 96  |
| 2-Deoxyguanosine 5-diphosphate | 15,224 | Negative | 426.0 -><br>158.9 | 28 | 102 | 426.0 -><br>79.1  | 48 | 102 |
| Adenosine 5-diphosphate        | 15,224 | Negative | 426.0 -><br>159.0 | 28 | 56  | 426.0 -><br>328.0 | 16 | 56  |
| 4-Pyridoxic acid               | 15,227 | Negative | 182.0 -><br>138.0 | 12 | 84  | 182.0 -><br>108.1 | 20 | 84  |
| cis-Aconitic acid              | 15,253 | Negative | 173.0 -><br>129.0 | 4  | 62  | 173.0 -><br>85.1  | 8  | 62  |
| Thymidine 5-diphosphate        | 15,267 | Negative | 401.0 -><br>79.0  | 44 | 114 | 401.0 -><br>97.0  | 25 | 114 |
| 3-2-Hydroxyethylindole         | 15,431 | Negative | 160.1 -><br>142.1 | 16 | 90  | 160.1 -><br>130.1 | 14 | 90  |
| 2-Isopropylmalic acid          | 15,464 | Negative | 175.1 -><br>113.0 | 13 | 92  | 175.1 -><br>115.0 | 13 | 92  |
| 2-Deoxyadenosine 5-diphosphate | 15,621 | Negative | 410.0 -><br>79.1  | 44 | 158 | 410.0 -><br>158.7 | 24 | 158 |
| Indoline-2-carboxylate         | 16,208 | Negative | 162.1 -><br>116.0 | 16 | 114 | 162.1 -><br>118.0 | 11 | 114 |
| Adenylosuccinic acid           | 16,314 | Negative | 462.0 -><br>97.0  | 24 | 148 | 462.0 -><br>134.1 | 48 | 148 |
| Ketoisovaleric acid            | 16,487 | Negative | 115.0 -><br>71.2  | 4  | 70  |                   |    |     |
| 3-Indoleacetic acid            | 16,528 | Negative | 174.1 -><br>130.0 | 7  | 74  | 174.1 -><br>128.0 | 19 | 74  |
| o-Hydroxy hippuric acid        | 16,561 | Negative | 194.0 -><br>150.0 | 11 | 86  | 194.0 -><br>121.0 | 22 | 86  |
| Lipoamide                      | 16,721 | Negative | 204.1 -><br>158.0 | 4  | 70  | 204.1 -><br>64.1  | 20 | 70  |
| Salicylic acid                 | 16,74  | Negative | 137.0 -><br>93.1  | 17 | 78  | 137.0 -><br>65.2  | 33 | 78  |
| UDP-Glucuronic Acid            | 16,751 | Negative | 579.0 -><br>323.0 | 20 | 156 | 579.0 -><br>158.8 | 40 | 156 |

|                               |        |          |                   |    |     |                   |    |     |
|-------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| 2-Deoxyuridine 5-triphosphate | 16,753 | Negative | 467.0 -><br>158.8 | 36 | 144 | 467.0 -><br>368.9 | 20 | 144 |
| Deoxycytidine 5-triphosphate  | 16,778 | Negative | 466.0 -><br>158.9 | 28 | 142 | 466.0 -><br>367.9 | 20 | 142 |

|                               |        |          |                   |    |     |                   |    |     |
|-------------------------------|--------|----------|-------------------|----|-----|-------------------|----|-----|
| Cytidine 5-triphosphate       | 16,828 | Negative | 482.0 -><br>158.8 | 40 | 142 | 482.0 -><br>79.0  | 40 | 142 |
| Flavin adenine dinucleotide   | 16,927 | Negative | 784.1 -><br>437.0 | 30 | 148 | 784.1 -><br>346.0 | 35 | 148 |
| Guanosine 5-triphosphate      | 16,937 | Negative | 522.3 -><br>158.9 | 36 | 102 | 522.3 -><br>424.0 | 20 | 102 |
| PRPP                          | 16,948 | Negative | 389.0 -><br>291.0 | 12 | 60  | 389.0 -><br>176.7 | 20 | 60  |
| Uridine 5-triphosphate        | 16,988 | Negative | 483.0 -><br>158.9 | 36 | 146 | 483.0 -><br>385.0 | 20 | 146 |
| Inosine 5-triphosphate        | 17,156 | Negative | 507.0 -><br>159.0 | 40 | 124 | 507.0 -><br>409.0 | 19 | 124 |
| Adenosine 5-triphosphate      | 17,165 | Negative | 506.0 -><br>159.0 | 38 | 122 | 506.0 -><br>408.1 | 22 | 122 |
| Deoxyguanosine 5-triphosphate | 17,165 | Negative | 506.0 -><br>158.8 | 32 | 150 | 506.0 -><br>407.9 | 20 | 150 |
| Deoxyadenosine 5-triphosphate | 17,173 | Negative | 490.0 -><br>391.9 | 24 | 148 | 490.0 -><br>158.9 | 32 | 148 |
| Deoxythymidine 5-triphosphate | 17,208 | Negative | 481.0 -><br>158.8 | 36 | 130 | 481.0 -><br>383.1 | 20 | 130 |
| Phenylpyruvic acid            | 17,278 | Negative | 163.0 -><br>91.1  | 6  | 68  |                   |    |     |
| Coenzyme A                    | 17,812 | Negative | 766.0 -><br>686.0 | 40 | 135 | 766.0 -><br>419.0 | 40 | 135 |
| Acetyl-Coenzyme A             | 17,996 | Negative | 808.0 -><br>461.0 | 40 | 135 | 808.0 -><br>728.0 | 40 | 135 |
| Acetoacetyl-Coenzyme A        | 18,012 | Negative | 850.0 -><br>686.0 | 40 | 135 | 850.0 -><br>766.0 | 40 | 135 |

|                             |        |          |                    |    |     |                    |    |     |
|-----------------------------|--------|----------|--------------------|----|-----|--------------------|----|-----|
| 3-Hydroxybutyryl-Coenzyme A | 18,128 | Negative | 852.0 -><br>505.0  | 40 | 135 |                    |    |     |
| Malonyl-Coenzyme A          | 18,145 | Negative | 852.0 -><br>808.0  | 40 | 135 | 852.0 -><br>728.0  | 40 | 135 |
| Methylmalonyl-Coenzyme A    | 18,203 | Negative | 866.0 -><br>822.0  | 40 | 135 | 866.0 -><br>742.0  | 40 | 135 |
| Succinyl-Coenzyme A         | 18,211 | Negative | 866.0 -><br>519.0  | 40 | 135 | 866.0 -><br>786.0  | 40 | 135 |
| Palmitoyl-Coenzyme A        | 18,32  | Negative | 1004.0 -><br>924.0 | 40 | 135 | 1004.0 -><br>657.0 | 40 | 135 |
| Propionyl-Coenzyme A        | 18,534 | Negative | 822.0 -><br>475.0  | 40 | 135 | 822.0 -><br>742.0  | 40 | 135 |
| Butyryl-Coenzyme A          | 18,861 | Negative | 836.0 -><br>756.0  | 40 | 135 | 836.0 -><br>489.0  | 40 | 135 |
| Isovaleryl-Coenzyme A       | 19,002 | Negative | 850.0 -><br>770.0  | 40 | 135 | 850.0 -><br>503.0  | 40 | 135 |
| Taurocholic acid            | 20,659 | Negative | 514.0 -><br>514.0  | 50 | 150 |                    |    |     |
| Glycocholic acid            | 20,751 | Negative | 464.0 -><br>74.0   | 40 | 215 | 464.0 -><br>402.0  | 40 | 215 |
| Chenodeoxycholic acid       | 21,312 | Negative | 391.0 -><br>373.0  | 36 | 190 |                    |    |     |
| Glycodeoxycholic acid       | 21,427 | Negative | 448.0 -><br>74.0   | 40 | 195 | 448.0 -><br>386.0  | 40 | 195 |

**Supplementary Table 2. Reversed Phase and Ion Paired MS parameters for targeted metabolomics MS, Mass spectrometry**

| <b>Reversed Phase MS parameters</b> |              |
|-------------------------------------|--------------|
| Mass Spectrometer                   | Agilent 6470 |
| Ion Source                          | AJS ESI      |
| Polarity                            | Value (+)    |
| Gas Temp (°C)                       | 200          |
| Gas Flow (l/min)                    | 13           |
| Nebulizer (psi)                     | 45           |
| SheathGasHeater                     | 325          |
| SheathGasFlow                       | 12           |
| Capillary (V)                       | 3000         |
| VCharging                           | 500          |
|                                     |              |
| <b>Ion Paired MS parameters</b>     |              |
| Mass Spectrometer                   | Agilent 6470 |
| Ion Source                          | AJS ESI      |
| Polarity                            | Value (-)    |
| Gas Temp (°C)                       | 150          |
| Gas Flow (l/min)                    | 13           |
| Nebulizer (psi)                     | 45           |
| SheathGasHeater                     | 325          |
| SheathGasFlow                       | 12           |
| Capillary (V)                       | 2000         |
| VCharging                           | 500          |

**Supplementary Table 3. Reversed phase LC parameters**

LC, liquid chromatography

| Quaternary pump G7104A       |                             |
|------------------------------|-----------------------------|
| Flow                         | 0.400 mL/min                |
| Use Solvent Types            | Yes                         |
| Low Pressure Limit           | 0.00 bar                    |
| High Pressure Limit          | 1200.00 bar                 |
| Max. Flow Ramp Up            | 100.000 mL/min <sup>2</sup> |
| Primary Channel              | Automatic                   |
| Max. Flow Ramp Down          | 100.000 mL/min <sup>2</sup> |
| Stroke                       |                             |
| Automatic Stroke Calculation | Yes                         |
| Mixer Selection              |                             |
| Selected Mixer               | Do not use Mixer            |
| Blend Assist                 |                             |
| Enabled                      | No                          |
| Stop Time                    |                             |
| Stoptime Mode                | Time set                    |
| Stoptime                     | 11.00 min                   |
| Post Time                    |                             |
| Posttime Mode                | Off                         |

**LC Solvents**

| Channel | Solvent Composition                                   | Used |
|---------|-------------------------------------------------------|------|
| A       | 100% H <sub>2</sub> O, w/ 0.1% Formic Acid            | Yes  |
| B       | 90:10 Acetonitrile:H <sub>2</sub> O, 0.1% Formic Acid | Yes  |
| C       | 100% H <sub>2</sub> O                                 | No   |
| D       | 100% Isopropanol                                      | No   |

**LC gradient program**

| Time (min) | A (%)    | B (%)   | C (%)  | D (%)  | Flow (mL/min) | Pressure (bar) |
|------------|----------|---------|--------|--------|---------------|----------------|
| 2.00 min   | 100.00 % | 0.00 %  | 0.00 % | 0.00 % | --- mL/min    | --- bar        |
| 7.10 min   | 1.00 %   | 99.00 % | 0.00 % | 0.00 % | --- mL/min    | --- bar        |
| 8.00 min   | 1.00 %   | 99.00 % | 0.00 % | 0.00 % | 0.400 mL/min  | --- bar        |
| 8.10 min   | 100.00 % | 0.00 %  | 0.00 % | 0.00 % | 0.600 mL/min  | --- bar        |

|           |          |        |        |        |              |         |
|-----------|----------|--------|--------|--------|--------------|---------|
| 10.00 min | 100.00 % | 0.00 % | 0.00 % | 0.00 % | 0.600 mL/min | --- bar |
| 10.10 min | 100.00 % | 0.00 % | 0.00 % | 0.00 % | 0.400 mL/min | --- bar |
| 11.00 min | 100.00 % | 0.00 % | 0.00 % | 0.00 % | --- mL/min   | --- bar |

| Column Compartment G7116B            |                          |
|--------------------------------------|--------------------------|
| Temperature Control Mode             | Temperature Set          |
| Temperature                          | 50.0 °C                  |
| Enable Analysis Left Temperature     |                          |
| Enable Analysis Left Temperature On  | No                       |
| Right Temperature Control            |                          |
| Right temperature Control Mode       | Combined                 |
| Enable Analysis Right Temperature    |                          |
| Enable Analysis Right Temperature On | No                       |
| Enforce column for run               |                          |
| Enforce column for run enabled       | No                       |
| Stop Time                            |                          |
| Stoptime Mode                        | As pump/injector         |
| Post Time                            |                          |
| Posttime Mode                        | Off                      |
| Valve Position                       | Position 2 (Port 1 -> 2) |
| Ready when front door open           | Yes                      |
| Position Switch After Run            | Do not switch            |

**Supplementary Table 4. Ion Paired LC parameters**

LC, liquid chromatography

| <b>Quaternary pump G7104A</b> |                             |
|-------------------------------|-----------------------------|
| Flow                          | 0.250 mL/min                |
| Use Solvent Types             | Yes                         |
| Low Pressure Limit            | 0.00 bar                    |
| High Pressure Limit           | 1200.00 bar                 |
| Max. Flow Ramp Up             | 100.000 mL/min <sup>2</sup> |
| Primary Channel               | Automatic                   |
| Max. Flow Ramp Down           | 100.000 mL/min <sup>2</sup> |
| Stroke                        |                             |
| Automatic Stroke Calculation  | Yes                         |
| Mixer Selection               |                             |
| Selected Mixer                | Do not use Mixer            |
| Blend Assist                  |                             |
| Enabled                       | No                          |
| Stop Time                     |                             |
| Stoptime Mode                 | Time set                    |
| Stoptime                      | 40.00 min                   |
| Post Time                     |                             |
| Posttime Mode                 | Off                         |

| <b>LC Solvents</b> |                                                       |             |
|--------------------|-------------------------------------------------------|-------------|
| <b>Channel</b>     | <b>Solvent Composition</b>                            | <b>Used</b> |
| A                  | 97:3 Aq:MeOH w/ 10mM TBA, 15mM Acetic Acid            | Yes         |
| B                  | 100% Isopropanol                                      | No          |
| C                  | 97:3 MeOH:H2O w/ 10mM Tributylamine, 15mM Acetic Acid | Yes         |
| D                  | 99% ACN                                               | Yes         |

| <b>LC gradient program</b> |              |              |              |              |                      |                             |
|----------------------------|--------------|--------------|--------------|--------------|----------------------|-----------------------------|
| <b>Time (min)</b>          | <b>A (%)</b> | <b>B (%)</b> | <b>C (%)</b> | <b>D (%)</b> | <b>Flow (mL/min)</b> | <b>Pressure limit (bar)</b> |
| 2.50 min                   | 100.00 %     | 0.00 %       | 0.00 %       | 0.00 %       | 0.250 mL/min         | 1200.00 bar                 |
| 7.50 min                   | 80.00 %      | 0.00 %       | 20.00 %      | 0.00 %       | 0.250 mL/min         | 1200.00 bar                 |
| 13.00 min                  | 55.00 %      | 0.00 %       | 45.00 %      | 0.00 %       | 0.250 mL/min         | 1200.00 bar                 |
| 20.00 min                  | 1.00 %       | 0.00 %       | 99.00 %      | 0.00 %       | 0.250 mL/min         | 1200.00 bar                 |

|           |          |        |         |         |              |             |
|-----------|----------|--------|---------|---------|--------------|-------------|
| 24.00 min | 1.00 %   | 0.00 % | 99.00 % | 0.00 %  | 0.250 mL/min | 1200.00 bar |
| 24.05 min | 1.00 %   | 0.00 % | 0.00 %  | 99.00 % | 0.250 mL/min | 1200.00 bar |
| 27.00 min | 1.00 %   | 0.00 % | 0.00 %  | 99.00 % | 0.250 mL/min | 1200.00 bar |
| 27.50 min | --- %    | --- %  | 0.00 %  | 99.00 % | 0.800 mL/min | 1200.00 bar |
| 31.35 min | --- %    | --- %  | 0.00 %  | 99.00 % | 0.800 mL/min | 1200.00 bar |
| 31.50 min | 1.00 %   | 0.00 % | 0.00 %  | 99.00 % | 0.600 mL/min | 1200.00 bar |
| 32.25 min | 100.00 % | 0.00 % | 0.00 %  | 0.00 %  | 0.400 mL/min | 1200.00 bar |
| 39.90 min | 100.00 % | 0.00 % | 0.00 %  | 0.00 %  | 0.400 mL/min | 1200.00 bar |
| 40.00 min | 100.00 % | 0.00 % | 0.00 %  | 0.00 %  | 0.250 mL/min | 1200.00 bar |

| Column Compartment G7116B               |                          |
|-----------------------------------------|--------------------------|
| Temperature Control Mode                | Temperature Set          |
| Temperature                             | 35.0 °C                  |
| Enable Analysis Left Temperature        |                          |
| Enable Analysis Left Temperature On     | Yes                      |
| Enable Analysis Left Temperature Value  | 0.8 °C                   |
| Left Temp. Equilibration Time           | 0.0 min                  |
| Right Temperature Control               |                          |
| Right temperature Control Mode          | Combined                 |
| Enable Analysis Right Temperature       |                          |
| Enable Analysis Right Temperature On    | Yes                      |
| Enable Analysis Right Temperature Value | 0.8 °C                   |
| Right Temp. Equilibration Time          | 0.0 min                  |
| Enforce column for run                  |                          |
| Enforce column for run enabled          | No                       |
| Stop Time                               |                          |
| Stoptime Mode                           | As pump/injector         |
| Post Time                               |                          |
| Posttime Mode                           | Off                      |
| Valve Position                          | Position 2 (Port 1 -> 2) |
| Ready when front door open              | Yes                      |
| Position Switch After Run               | Do not switch            |

| Time (min) | Function              | Parameter            |
|------------|-----------------------|----------------------|
| 24.00 min  | Change Valve Position | Column at Position 1 |

|           |                       |                      |
|-----------|-----------------------|----------------------|
| 39.00 min | Change Valve Position | Column at Position 2 |
|-----------|-----------------------|----------------------|

**Supplementary Table 5: Metabolite trajectories of CNS-associated metabolites during neuro-inflammation**

Table represents membership degree of the specified metabolites to their assigned cluster. A high membership degree represents a strong affiliation to the assigned cluster. SC, Spinal Cord; CSF, cerebrospinal fluid.

| <b>SC Cluster 1</b>     |                          | <b>CSF Cluster 1</b>              |                          |
|-------------------------|--------------------------|-----------------------------------|--------------------------|
| <b>Metabolite</b>       | <b>Membership Degree</b> | <b>Metabolite</b>                 | <b>Membership Degree</b> |
| Citrate                 | 0,7590                   | Isovalerylcarnitine               | 0,7179                   |
| Methylbutyrylcarnitine  | 0,7586                   | Tryptophan                        | 0,7099                   |
| Isovalerylcarnitine     | 0,7574                   | Uric Acid                         | 0,7070                   |
| Isobutyrylcarnitine     | 0,7542                   | Quinolinic Acid                   | 0,7062                   |
| N-Acetylgalactosamine   | 0,7440                   | Pyruvate                          | 0,7053                   |
| Nudifloramide           | 0,7439                   | Pyridoxal                         | 0,6996                   |
| Butyrylcarnitine        | 0,7427                   | Allantoin                         | 0,6962                   |
| CTP                     | 0,7411                   | Riboflavin                        | 0,6793                   |
| Xanthosine              | 0,7386                   | Methylbutyrylcarnitine            | 0,6766                   |
| Oleoylcarnitine         | 0,7365                   | Histidine                         | 0,6598                   |
| Hexanoylcarnitine       | 0,7358                   | Orotic Acid                       | 0,6521                   |
| Uric Acid               | 0,7243                   | O-Phosphorylethanolamine          | 0,6185                   |
| Octanoylcarnitine       | 0,7190                   | Citrulline                        | 0,6092                   |
| Thymidine               | 0,7165                   | N-Carbamoyl-aspartic acid         | 0,6087                   |
| L-arnitine              | 0,7159                   | Pantothenic Acid                  | 0,6057                   |
| O-Acetylcarnitine       | 0,7128                   | alpha-Ketoglutaric Acid           | 0,5966                   |
| N-alpha-acetylglutamine | 0,7058                   | Hydroxyindoleacetate              | 0,5930                   |
| ATP                     | 0,7044                   | Threonine                         | 0,5650                   |
| alpha-N-Acetyl-Lysine   | 0,6982                   | Homocitrate                       | 0,5641                   |
| trans-4-Hydroxy-proline | 0,6851                   | Methylnicotinamide                | 0,5563                   |
| Taurine                 | 0,6691                   | N-Methyl-4-Pyridone-3-Carboxamide | 0,5498                   |
| Quinolinic Acid         | 0,6615                   | Nicotinic Acid                    | 0,5299                   |
| GTP                     | 0,6546                   | Mannose-1-phosphate               | 0,5132                   |
| CoA                     | 0,6513                   | Cytidine                          | 0,5121                   |
| Glutarylcarnitine       | 0,6500                   | Isobutyrylcarnitine               | 0,5096                   |
| Itaconic Acid           | 0,6353                   | Argininosuccinate                 | 0,4977                   |
| Dimethyltryptamine      | 0,6306                   | Glutarylcarnitine                 | 0,4957                   |
| Malate                  | 0,6305                   | Indoxyl-3-sulfate                 | 0,4903                   |
| Deoxyuridine            | 0,6283                   | Malate                            | 0,4861                   |
| UDP-Glucuronate         | 0,6266                   | Fructose-6-phosphate              | 0,4855                   |
| Dihydrosphingosine      | 0,6243                   | Methylcitric Acid                 | 0,4810                   |
| Anthranillic Acid       | 0,6212                   | Butyrylcarnitine                  | 0,4806                   |
| Fumarate                | 0,6030                   | Fumarate                          | 0,4773                   |
| CDP                     | 0,6006                   | Itaconic Acid                     | 0,4629                   |
| Decanoylcarnitine       | 0,5920                   | Thymidine                         | 0,4579                   |

Tyrosine 0,5858

Xanthosine

0,4502

|                                  |        |
|----------------------------------|--------|
| O-Phosphorylethanolamine         | 0,5844 |
| Propionylcarnitine               | 0,5820 |
| Palmitoylcarnitine               | 0,5779 |
| alpha-Ketoglutaric Acid          | 0,5647 |
| UDP-N-acetylgalactosglucosamine  | 0,5519 |
| Guanidinobutyric Acid            | 0,5313 |
| ITP                              | 0,5217 |
| Pantothenic Acid                 | 0,5187 |
| Tryptophan                       | 0,5136 |
| Allantoin                        | 0,5088 |
| Lauroylcarnitine                 | 0,4956 |
| UTP                              | 0,4947 |
| IMP                              | 0,4926 |
| UDP                              | 0,4603 |
| N-Acetyl-glucosamine-6phosphate  | 0,4508 |
| Isoleucine                       | 0,4416 |
| Methylnicotinamide               | 0,4360 |
| Indoxyl-3-sulfate                | 0,4355 |
| UDP-glucose                      | 0,4309 |
| UDP-galactose                    | 0,4301 |
| N-Methyl-4-Pyridone-3Carboxamide | 0,4128 |
| Pyridoxic Acid                   | 0,3846 |
| Acetyl-CoA                       | 0,3811 |
| cAMP                             | 0,3765 |
| Nicotinamide Mononucleotide      | 0,3761 |
| Glutathione Oxidized             | 0,3754 |
| FAD                              | 0,3630 |
| Pyridoxal                        | 0,3533 |
| ShikimicAcid                     | 0,3451 |

|                                 |        |
|---------------------------------|--------|
| Serine                          | 0,4480 |
| Phenylalanine                   | 0,4478 |
| Lactate                         | 0,4465 |
| Propionylcarnitine              | 0,4390 |
| UDP-Glucuronate                 | 0,4385 |
| UDP-N-acetylgalactosglucosamine | 0,4290 |
| Glutamine                       | 0,4246 |
| Asparagine                      | 0,4151 |
| Isoleucine                      | 0,4073 |
| Kynurenine                      | 0,4069 |
| N-alpha-acetyl-glutamine        | 0,4051 |
| N-Acetylglutamate               | 0,4033 |
| Methionine                      | 0,3955 |
| Citrate                         | 0,3728 |
| Quinic Acid                     | 0,3657 |

### CSF Cluster 2

| Metabolite                 | Membership Degree |
|----------------------------|-------------------|
| Dihydroxyacetone Phosphate | 0,6241            |
| Adenosine                  | 0,6222            |
| Creatine                   | 0,6124            |
| Hydroxykynurenine          | 0,6089            |
| Methylthioadenosine        | 0,5933            |
| N-Acetyl-Glycine           | 0,5898            |
| Adenine                    | 0,5788            |
| Methylmalonate             | 0,5750            |
| Glutathione Oxidized       | 0,5629            |

| <b>SC Cluster 2</b>       |                          |
|---------------------------|--------------------------|
| <b>Metabolite</b>         | <b>Membership Degree</b> |
| Histidine                 | 0,6821                   |
| S-Adenosyl-Methionine     | 0,6804                   |
| Methylthioadenosine       | 0,6804                   |
| Ophthalmate               | 0,6788                   |
| dCMP                      | 0,6693                   |
| Methylcitric Acid         | 0,6682                   |
| Methionine                | 0,6527                   |
| Aminoadipic Acid          | 0,6526                   |
| alpha-Glucose-1-phosphate | 0,6504                   |
| alpha-N-Acetyl-L-Arginine | 0,6462                   |
| Fructose-1-6-biphosphate  | 0,6430                   |

|                           |        |
|---------------------------|--------|
| Creatinine                | 0,5555 |
| UTP                       | 0,5400 |
| N-Acetyl-valine           | 0,5357 |
| N-Carbamyl_-glutamic acid | 0,5118 |
| UMP                       | 0,5025 |
| NAD                       | 0,4999 |
| Taurine                   | 0,4854 |
| IMP                       | 0,4778 |
| Glutathione Reduced       | 0,4728 |
| Glutamate                 | 0,4650 |
| D-Maltose                 | 0,4577 |
| Leucine                   | 0,4573 |
| O-Acetylcarnitine         | 0,4486 |
| L-arnitine                | 0,4408 |
| alpha-Ribose-5-phosphate  | 0,4403 |
| S-Adenosyl-Homocysteine   | 0,4372 |

|                            |        |
|----------------------------|--------|
| Uracil                     | 0,6404 |
| Cytidine                   | 0,6392 |
| N-Acetyl-L-Glycine         | 0,6307 |
| Cystathionine              | 0,6211 |
| Pyruvate                   | 0,6125 |
| Mannose-1-phosphate        | 0,6028 |
| UMP                        | 0,5993 |
| N-Acetylglutamate          | 0,5733 |
| dTTP                       | 0,5678 |
| dAMP                       | 0,5604 |
| D-Sedoheptulose-7phosphate | 0,5489 |
| Serine                     | 0,5477 |
| PRPP                       | 0,5388 |
| Phenylalanine              | 0,5387 |

|                             |        |
|-----------------------------|--------|
| AMP                         | 0,4369 |
| Gluconate                   | 0,4266 |
| Anthranillic acid           | 0,4245 |
| Inosine                     | 0,4189 |
| UDP-glucose                 | 0,4106 |
| cAMP                        | 0,3997 |
| Uracil                      | 0,3981 |
| Phosphoglycerate            | 0,3976 |
| Xanthine                    | 0,3927 |
| dTDP                        | 0,3834 |
| N-Acetyl-Aspartate          | 0,3735 |
| Tyrosine                    | 0,3654 |
| Nicotinamide mononucleotide | 0,3645 |

|                                       |        |
|---------------------------------------|--------|
| Hydroxyglutaric acid                  | 0,5366 |
| Glucose-6-phosphate                   | 0,5285 |
| CMP                                   | 0,5077 |
| Methylmalonic Acid                    | 0,5074 |
| Fructose-6-phosphate                  | 0,5065 |
| Pyridoxal-5-phosphate                 | 0,4969 |
| Xanthine                              | 0,4845 |
| N-Acetyl-alpha-glucosamine1-phosphate | 0,4835 |
| Succinate                             | 0,4688 |
| Kynurenine                            | 0,4687 |
| Phosphoglycerate                      | 0,4641 |
| Threonine                             | 0,4593 |
| O-Phospho-Serine                      | 0,4586 |
| Argininosuccinate                     | 0,4488 |
| Orotic Acid                           | 0,4456 |
| Citrulline                            | 0,4446 |
| Ophthalmic Acid                       | 0,4358 |
| Homocitrate                           | 0,4303 |
| Hydroxyindoleacetate                  | 0,4301 |
| Dihydroxyacetone Phosphate            | 0,3864 |
| Deoxy-glucose-6-phosphate             | 0,3505 |

| <b>SC Cluster 3</b>       |                          |
|---------------------------|--------------------------|
| <b>Metabolite</b>         | <b>Membership Degree</b> |
| Creatine                  | 0,7599                   |
| N-Acetyl-Aspartate        | 0,7575                   |
| N-Carbamoyl-aspartic acid | 0,7496                   |
| dTDP                      | 0,7455                   |
| ADP                       | 0,7423                   |
| S-Adenosyl-Homocysteine   | 0,7083                   |
| L-Arabitol-Xylitol        | 0,6838                   |
| Adenosine                 | 0,6754                   |
| Mannose                   | 0,6740                   |
| Sorbose                   | 0,6550                   |
| Guanosine                 | 0,6522                   |
| AMP                       | 0,6520                   |
| GDP                       | 0,6420                   |
| Adenine                   | 0,6224                   |
| Asparagine                | 0,6198                   |
| myo-Inositol              | 0,6144                   |
| Lactate                   | 0,6007                   |
| Inosine                   | 0,5864                   |

| <b>CSF Cluster 3</b>    |                          |
|-------------------------|--------------------------|
| <b>Metabolite</b>       | <b>Membership Degree</b> |
| Xylose                  | 0,6574                   |
| L-Arabitol-Xylitol      | 0,6526                   |
| Mannose                 | 0,6486                   |
| N-Acetylneuraminic Acid | 0,6480                   |
| Arginine                | 0,6412                   |
| Sorbose                 | 0,6401                   |
| Shikimic Acid           | 0,6148                   |
| S-Adenosyl-Methionine   | 0,6048                   |
| Arabinose               | 0,5588                   |
| myo-Inositol            | 0,5263                   |
| Glyceric Acid           | 0,5193                   |
| Guanosine               | 0,4641                   |
| Cystine                 | 0,4537                   |
| N-Acetylglucosamine     | 0,4508                   |
| Nicotinamide-N-oxide    | 0,4135                   |
| Hypoxanthine            | 0,3936                   |
| Nudifloramide           | 0,3920                   |
| Thiamine                | 0,3876                   |
| Uridine                 | 0,3863                   |
| Pyridoxal-5-phosphate   | 0,3785                   |
| trans-4-Hydroxy-proline | 0,3679                   |
| Deoxyuridine            | 0,3577                   |

|                          |        |
|--------------------------|--------|
| Glutamate                | 0,5725 |
| alpha-Ribose-5-phosphate | 0,5589 |
| Creatinine               | 0,5539 |
| N-Acetylneuraminic Acid  | 0,5385 |
| Arginine                 | 0,5317 |
| Leucine                  | 0,5314 |
| Glutathione Reduced      | 0,5313 |
| Nicotinamide             | 0,5296 |
| NicotinicAcid            | 0,5285 |
| N-Carbamyl-glutamic acid | 0,5143 |
| NAD                      | 0,5094 |
| Guanine                  | 0,5047 |
| Uridine                  | 0,4992 |
| GDP-Mannose              | 0,4963 |
| Xylulose-5-phosphate     | 0,4938 |
| Trehalose                | 0,4793 |
| gamma-Glu-Cys            | 0,4633 |
| Methylmalonate           | 0,4569 |
| Hypoxanthine             | 0,4458 |
| Thiamine                 | 0,4339 |
| Adenylosuccinate         | 0,4299 |
| IDP                      | 0,4120 |
| Maltose                  | 0,3925 |
| N-Acetylglucosamine      | 0,3687 |
| Glutamine                | 0,3590 |
| N-methyl-Nicotinamide    | 0,3528 |

**Supplementary Table 6. m/z and RT of derivatized polyamines**

| Compound                  | Derivatized m/z | Retention Time |
|---------------------------|-----------------|----------------|
| ISTD-D8Tryptophan         | 213.1474        | 2.5            |
| N1-N8-diacetylspermidine  | 330.2387        | 3.2            |
| N-acetylputrescine        | 231.1703        | 3.3            |
| Arginine                  | 375.2238        | 3.4            |
| Gamma-Aminobutyrate       | 104.0706        | 3.4            |
| N-acetylcadaverine        | 245.186         | 3.5            |
| N1N12 diacetylspermine    | 487.349         | 4.3            |
| Ornithine                 | 333.202         | 4.4            |
| N8-Acetylspermidine       | 388.2806        | 4.8            |
| N1-Acetylspermidine       | 388.2806        | 4.8            |
| 1,3 Diaminopropane        | 275.1965        | 5.1            |
| Putrescine                | 289.2122        | 5.3            |
| Cadaverine                | 303.2278        | 5.7            |
| ISTD-16Diaminohexane      | 317.2435        | 6.2            |
| N1-Acetylspermine         | 545.3909        | 6.4            |
| N-(3-oxopropyl) acetamide | 316.1755        | 7              |
| Spermidine                | 446.3225        | 7.1            |
| Spermine                  | 603.4327        | 8.4            |

**Supplementary Table 7. MS patient characteristics and controls used in Fig.3**

RRMS, relapsing remitting multiple sclerosis; SPMS, secondary progressive multiple sclerosis; AMS, acute MS; PPMS, primary progressive multiple sclerosis

**Supplementary Table 8.** Statistical matrix for comparisons of populations between different treatment conditions depicted in **Ext Fig. 8b**

| 24 hours       |    |          |          |           |                | 48 hours       |    |          |          |           |                |
|----------------|----|----------|----------|-----------|----------------|----------------|----|----------|----------|-----------|----------------|
| Arg1-iNOS-     | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF | Arg1-iNOS-     | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF |
| US             |    | <0.0001  | <0.0001  | <0.0001   | <0.0001        | US             |    | <0.0001  | <0.0001  | <0.0001   | <0.0001        |
| IL4/IL13       |    |          | <0.0001  | <0.0001   | <0.0001        | IL4/IL13       |    |          | <0.0001  | ns        | <0.0001        |
| LPS/IFNg       |    |          |          | <0.0001   | <0.0001        | LPS/IFNg       |    |          |          | <0.0001   | 0.001          |
| LPS/GMCSF      |    |          |          |           | <0.0001        | LPS/GMCSF      |    |          |          |           | <0.0001        |
| LPS/IFNg/GMCSF |    |          |          |           |                | LPS/IFNg/GMCSF |    |          |          |           |                |
|                |    |          |          |           |                |                |    |          |          |           |                |
| Arg1-iNOS+     | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF | Arg1-iNOS+     | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF |
| US             |    | 0.0002   | <0.0001  | <0.0001   | <0.0001        | US             |    | ns       | <0.0001  | <0.0001   | <0.0001        |
| IL4/IL13       |    |          | <0.0001  | <0.0001   | <0.0001        | IL4/IL13       |    |          | <0.0001  | <0.0001   | <0.0001        |
| LPS/IFNg       |    |          |          | <0.0001   | <0.0001        | LPS/IFNg       |    |          |          | <0.0001   | <0.0001        |
| LPS/GMCSF      |    |          |          |           | <0.0001        | LPS/GMCSF      |    |          |          |           | <0.0001        |
| LPS/IFNg/GMCSF |    |          |          |           |                | LPS/IFNg/GMCSF |    |          |          |           |                |
|                |    |          |          |           |                |                |    |          |          |           |                |
| Arg1+iNOS-     | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF | Arg1+iNOS-     | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF |
| US             |    | 0.0002   | ns       | <0.0001   | ns             | US             |    | 0.0002   | ns       | <0.0001   | ns             |

|                   |    |          |          |           |                |                   |    |          |          |           |                |
|-------------------|----|----------|----------|-----------|----------------|-------------------|----|----------|----------|-----------|----------------|
| IL4/IL13          |    |          | <0.0001  | <0.0001   | <0.0001        | IL4/IL13          |    |          | <0.0001  | <0.0001   | <0.0001        |
| LPS/IFNg          |    |          |          | <0.0001   | ns             | LPS/IFNg          |    |          |          | <0.0001   | ns             |
| LPS/GMCSF         |    |          |          |           | <0.0001        | LPS/GMCSF         |    |          |          |           | <0.0001        |
| LPS/IFNg/GMCSF    |    |          |          |           |                | LPS/IFNg/GMCSF    |    |          |          |           |                |
|                   |    |          |          |           |                |                   |    |          |          |           |                |
| <b>Arg1+iNOS+</b> | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF | <b>Arg1+iNOS+</b> | US | IL4/IL13 | LPS/IFNg | LPS/GMCSF | LPS/IFNg/GMCSF |
| US                |    | 0.0119   | ns       | <0.0001   | ns             | US                |    | ns       | <0.0001  | <0.0001   | <0.0001        |
| IL4/IL13          |    |          | ns       | <0.0001   | <0.0001        | IL4/IL13          |    |          | <0.0001  | <0.0001   | <0.0001        |
| LPS/IFNg          |    |          |          | <0.0001   | <0.0001        | LPS/IFNg          |    |          |          | <0.0001   | <0.0001        |
| LPS/GMCSF         |    |          |          |           | <0.0001        | LPS/GMCSF         |    |          |          |           | ns             |
| LPS/IFNg/GMCSF    |    |          |          |           |                | LPS/IFNg/GMCSF    |    |          |          |           |                |

# Supplementary material for: Monocyte infiltration induces CNS arginine catabolism to fuel neuroinflammation
**Source:** Nat Immunol. 2026 May 18;27(7):1418–32. doi: 10.1038/s41590-026-02516-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Bioconductor (3.11)  
 GenomicAlignments (1.24.0) package  
 R v4.2.1/v4.4.2  
 limma R package v3.52.4/v3.62.2  
 fgsea R package  
 Seurat R package v4.3.0  
 Mfuzz R package v2.56.0  
 Metaboanalyst v5.0  
 SCiLS Lab 2023a Pro

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data availability: Bulk RNA-Seq data generated in this study has been deposited in Gene Expression Omnibus (GEO) under accession number GSE231474. The results published here are in part based on analysis of publicly available scRNA-seq data deposited under Gene Expression Omnibus data set GSE130119. Source data are provided with this paper.

Code Availability: All code used in this study is available on GitHub (<https://github.com/osharif-lab/EAE-Arg1>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

## Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

## Access &amp; import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

## Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a Involved in the study
- ☒ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

## Antibodies used

For flow cytometry of viable spinal cord cell populations the following antibodies were used: CD45.2-BV650 (clone 104, Biolegend, #109836, 1:100), Ly6G-BV605 (clone 1A8, Biolegend, #127639, 1:100), Ly6G-AF-700 (clone 1A8, Biolegend, #127622, 1:100), CD3-BV605 (clone 145-2C11, Biolegend, #100351, 1:100), Ly6C-BV605 (clone HK14, Biolegend, #128035, 1:100), Ly6C-BV510 (clone HK14, Biolegend, #128033, 1:100), CD11b-BV510 (clone M1/70, Biolegend, #101245, 1:100), CD11b-PB (clone M1/70.15, Invitrogen, #RM2828, 1:100), CD11b-BV605 (clone M1/70, Biolegend, #101237, 1:100), CX3CR1-PeCy7 (clone SA011F11, Biolegend, #149015, 1:100), CCR2-BV421 (clone SA203G11, Biolegend, #150605, 1:100), CCR2-FITC (clone SA203G11, Biolegend, #150607, 1:100), F4/80-BV510 (clone BM8, Biolegend, #123135, 1:100), F4/80-FITC (clone BM8, Biolegend, #123108, 1:100), F4/80-BV605 (clone BM8, Biolegend, #123133, 1:100), CD11c-PE-Cy5.5 (clone N418, Invitrogen, #35-0114-82, 1:100), P2RY12-APC (clone S16007D, Biolegend, #848006, 1:100), P2RY12-AF488 (clone S16007D, Biolegend, #848016, 1:100), MerTK-APC (clone 2B10C42, Biolegend, #151507, 1:100), CD44-FITC (clone IM7, Invitrogen, #11-0441-82, 1:100), CD44-eF506 (clone IM7, Invitrogen, #69-0441-82, 1:100), CD64-BV605 (clone X54-5/7.1, Biolegend, #139323, 1:100), CD3-AF700 (clone 17A2, Biolegend, #100216, 1:100), CD3-rF710 (clone 17A2, Tonbo, #80-0032-U100, 1:80), CD8-BV510 (clone 53-6.7, Biolegend, #100751, 1:80), CD4-APC (clone REA604, Miltenyi Biotec, #130-116-487, 1:80), CD4-PE (clone REA604, Miltenyi Biotec, #130-116-509, 1:80) and CD25-BV421 (clone PC61, Biolegend, #102033, 1:80), Arginase 1-APC (clone A1exF5, Invitrogen, #17-3697-82, 1:100), Arginase 1-PE (clone A1exF5, Invitrogen, #12-3697-80, 1:50), iNOS-PE-Cy5.5 (clone CXNFT, Invitrogen, #12-5920-80, 1:50), iNOS-PE (clone CXNFT, Invitrogen, #12-5920-82, 1:100), IL-10-APC (clone JES5-16E3, Invitrogen, #17-7101-82, 1:50), TGF- $\beta$ 1-PE (clone TW7-16B4, Biolegend, #141403, 1:50), Heme oxygenase-1-AF647 (clone EPR18161-128, Abcam, #ab237268, 1:50), IL-17-PE (clone REA660, Miltenyi Biotec, #130-112-009, 1:50), IFN $\gamma$ -FITC (clone REA638, Miltenyi Biotec, #130-117-780, 1:50) and FoxP3-APC (clone 3G3, Tonbo, #20-5773, 1:100) or isotype control rat IgG2a kappa-APC (clone eBR2a, Invitrogen, #17-4321-81, 1:100), rat IgG2a kappa-PE (clone eBR2a, Invitrogen, #12-4321-80, 1:50), rat IgG2a kappa-PE-Cy5.5 (clone eBR2a, Invitrogen, #35-4321-82, 1:50), rat IgG2a kappa-PE (clone eBR2a, Invitrogen, #12-4321-41, 1:100), rat IgG2b kappa-APC (clone eB149/10H5, Invitrogen, #17-4031-81, 1:50), rabbit anti-goat IgG-AF647 (Invitrogen, #A21446, 1:50), mouse IgG1 kappa-PE (clone P3.6.2.8.1, Invitrogen, #12-4714-81, 1:50), REA control antibody-APC (clone REA293, Miltenyi Biotec, #130-113-446, 1:80), REA control antibody-FITC (clone REA293, Miltenyi Biotec, #130-113-449, 1:50), REA control antibody-PE (clone REA293, Miltenyi Biotec, #130-118-347, 1:50) and rat IgG1 kappa-APC (clone P3.6.2.8.1, eBioscience, #17-4714-41, 1:100).

For analysis of tomato expression within Ly6Ghigh blood monocytes by flow cytometry the following antibodies were used: Ly6G-AF-700 (clone 1A8, Biolegend, #127622, 1:200), Ly6C-BV605 (clone HK14, Biolegend, #128035, 1:80), CD11b-PE-Cy7 (clone M1/70, eBioscience, #25-0112-82, 1:400), B220-PE-Cy5 (clone RA3-6B2, Tonbo, #55-0452-U100, 1:100) and CD3-PerCP-Cy5.5 (clone 145-2C11, Tonbo, #65-0031-U025, 1:100).

For analysis of BMDMs by flow cytometry, the following antibodies were used: F4/80-BV605 (clone BM8, Biolegend, #123133, 1:80), F4/80-BV421 (clone BM8, Biolegend, #123137, 1:80) and CD11b-BV510 (clone M1/70, Biolegend, #101245, 1:80), Arginase 1-APC (clone A1exF5, Invitrogen, #17-3697-82, 1:100) and iNOS-PE (clone CXNFT, Invitrogen, #12-5920-82, 1:100) or isotype control rat IgG2a kappa-APC (clone eBR2a, Invitrogen, #17-4321-81, 1:100), rat IgG2a kappa-PE (clone eBR2a, Invitrogen, #12-4321-41, 1:100). For analysis of in vitro induced Tregs, the following antibodies were used: CD4-PerCP-Cy5.5 (clone GK1.5, Biolegend, #100433, 1:100) and CD25-BV421 (clone PC61, Biolegend, #102033, 1:100), FoxP3-APC (clone 3G3, Tonbo, #20-5773, 1:100) or isotype control mouse IgG1 kappa-APC (clone P3.6.2.8.1, Invitrogen, #17-4714-82, 1:100).

For western blotting the following antibodies were used: Arg1 (clone D4E3M, Cell Signaling, #93668S, 1:1000), GRB2 (Cell Signaling, #3972, 1:1000), HRP-conjugated anti-rabbit secondary antibody (Cell Signaling, #7074, 1:5000).

For Immunofluorescence staining the following antibodies were used: anti-Arginase 1 primary antibody (polyclonal, Invitrogen, #PA5-85267, 1:100), anti-NOS2 (1:5000, rabbit, PA3-030A, Invitrogen), anti-IBA1 (1:300, rabbit, 019-19741, FUJIFILM Wako), anti-GFAP (1:1000, rabbit, Z0334, Agilent Dako), anti-neurofilament H (clone: SMI32, 1:400, mouse, 801701, Sternberger Monoclonals), Cy3 anti-rabbit (1:1000, goat, 711-485-152, Jackson ImmunoResearch); AF488 anti-mouse (1:800, goat, 115-545-166, Jackson ImmunoResearch), biotinylated secondary antibody (K675, Dako, #SDS391), anti-CD68 antibody (clone KP1, Dako, #M0814, 1:500), Alexa Fluor 488-linked anti-mouse IgG secondary antibody (polyclonal, Jackson ImmunoResearch, #115-545-166, 1:800), CD45 (clone 30-F11, Invitrogen, #14-0451-82, 1:100) and Alexa Fluor 647-goat anti-rat IgG secondary antibody (Invitrogen, #A21247, 1:1000), anti-GFP (Abcam, #ab13970, 1:500) and Alexa Fluor 488-goat anti-chicken IgG secondary antibody (Invitrogen, #A11039, 1:400).

#### Validation

All antibodies are commercially available and their validation statements are available on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

*State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.*

#### Authentication

*Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.*

#### Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

#### Commonly misidentified lines (See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Palaeontology and Archaeology

#### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

#### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

#### Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

#### Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

In all experiments 8-12 weeks old animals were used. C57BL/6J mice were obtained from the Animal Core Facility of the Medical University of Vienna or purchased from Janvier (#SC-C57J-M). Csf2rbfl/fl Ccr2-creERT2(-mKate2) mice were kindly provided by Burkard Becher and further crossed to mice expressing a CAG-loxP-STOP-loxP-tdTomato cassette in the Rosa26 locus (B6;129S6-Gt(Rosa)26Sortm14(CAG-tdTomato)Hze/J, Jackson Lab stock #007908, R26tdTomato), which have been provided by Christoph Österreicher, to generate R26tdTomato Ccr2-creERT2 fate-mapping animals. R26tdTomato Ms4a3-cre animals have been generated by crossing R26tdTomato animals to Ms4a3-cre expressing animals (C57BL/6J-Ms4a3em2(cre)Fgxn/J, Jackson Lab stock #036382), which were purchased from Jackson Laboratories. Arg1-eYFP reporter mice (B6.129S4-Arg1tm1.1lky/J, Jackson Lab stock #0015857) were purchased from Jackson Laboratories and crossed with R26tdTomato Ccr2-creERT2 animals to generate R26tdTomato Ccr2-creERT2 Arg1-eYFP animals. Arg1fl/fl animals (C57BL/6-Arg1tm1Pmu/J, Jackson Lab stock #008817) were a kind gift of Peter J.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

How the deposited data were processed for this re-analysis (not part of the article)

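The counts were made by the authors, as deposited, from 50-base single-end reads of strand-specific libraries. The authors aligned the reads to GRCm38 with STAR and the basic Ensembl annotation of release 100, counted alignments on transcripts with summarizeOverlaps in Union mode while ignoring secondary alignments and those that failed the vendor's filter, and summed them to genes. The values are whole numbers per Ensembl gene without any normalization. There were 10 libraries, 5 of ARG1+ and 5 of ARG1- cells sorted from the spinal cords of the same 5 mice, and no column of the table was left unused. The coordinates are those of the table. Exon overlap and shared stretches of 50 bases were computed from a GENCODE annotation of the same genome build. The STAR version, the use of the strand in counting, the library size factor of limma, any block for the animal and the Reactome release are not given in the sources used here.

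Genes with CPM above 1 in at least 3 libraries were tested, as in the authors' filter. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM library sizes, without a block, at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change above 1. Alternatives were DESeq2 1.42.0, limma-trend of limma 3.58.1 with prior counts of 2 and 0.5, other library sizes, other filters, no fold change limit, the animal as a replicate block, and each library or animal left out in turn. Sets were ranked by the limma-trend statistic and tested with fgsea 1.28.0 at an FDR of 0.01 or below over sets of 15 to 500 tested genes, or of 10 to 1000 as an alternative. The methods name the same ranking and tool. Alternatives were other rankings, filters and blocks, camera with a preset correlation of 0.01 or an estimated one, and fry. The Gene Ontology sets named in the paper were not at hand and were left out. In addition, 31 lists of genes written by hand from general knowledge were tested with fgsea, camera and fry, each adjusted over the lists. A list of 9 neuron genes had 1 gene above the filter and was not tested as a set.

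These choices, the lists and the rule for naming genes were set before the data were examined, apart from the tests that the closing section names as chosen later. The genes named are the 5 with the largest increase and the 5 with the largest decrease among those past both limits and changed the same way in all 5 animals, every gene that the paper names for this experiment or labels in Fig. 4a, every M2 marker of the list, 17 genes that the paper discusses in other experiments, and for each list the most abundant gene and the one with the largest change. Of the genes that this rule names, 4 are not reported. The places of the genes in Fig. 4a were known when the rule was written. Other genes named are members of a marker list, are partners that share sequence or are marked as chosen after their values were seen. On single values of the 5 against 5 libraries, 2-sided exact permutation tests of log2 CPM were run.

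The pairing of the libraries was checked on the residual of each library from its group mean. The residuals of the libraries of the same animal had correlations of 0.361 to 0.664 across genes, and those of different animals at most 0.0675, where genes are not independent replicates. The tests were tried on simulated counts with the mean levels, library sizes and dispersion of the real libraries and known changes in 200 of 13615 genes that passed the filter. The edgeR fits with and without the block, limma-trend and DESeq2 each recovered 199 of the 200, with 3 to 13 false calls. In a second simulation fgsea recovered a shifted set, and 0 of 200 random sets passed the limit. Both simulations drew every gene and library independently, without an effect of the animal, and the first used only changes past the fold change limit. They therefore do not test the fits on paired libraries or on small changes, nor fgsea on sets of correlated genes. The library totals ranged from 8396863 to 35455643 counts, so that 1 CPM is 8.40 counts in the smallest library, the ARG1- library of m234. Where all libraries of a group had 0 counts, folds were computed against a floor of 3 counts over the group.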

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

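The tests of border-associated macrophages in the ARG1+ sort, of the lower genes against microglia animal by animal, of the lists without the ARG1- library of m234 with the block, of the source of the immunoglobulin counts, of microglia in the ARG1- library of m234, of the interferon response and microglia genes in m235 and of the cell cycle genes in m2 were chosen only after the result was seen.

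Of 22 hand-written lists for which the paper's text reports no set test in the sorted cells, 8 differed between ARG1+ and ARG1- cells beyond all of these limits: a set test FDR of 0.01 or below (fgsea), a fry FDR below 0.05, the same direction in 5 of 5 animals, an exact permutation p below 0.05 and at least 5 tested genes. The set tests and the permutation test behind these limits do not use the pairing of the libraries. The interferon response list missed only the permutation limit (p = 0.0556) and was lower in 5 of 5 animals. With the replicate block its FDR was 3.17e-06 (fgsea, NES −2.15) and 0.00303 (fry). The paper takes up NRF2 and the glutathione pathway in cultured macrophages. In mice it also measures HO-1, the protein of *Hmox1*, in monocyte-derived cells on an arginine-free diet, and glutathione in the spinal cord. It says that this sort does not separate macrophages associated with the central nervous system from monocyte-derived cells. Border-associated macrophages are a part of the former. Lysosome genes (30 tested) had a median log2 fold change of 0.371 (NES 2.98, FDR 1.03e-09), with 20 higher at an FDR below 0.05 and none lower. *Psap* is their most abundant gene, and *Atp6v0d2* changed most (1.82, standard error 0.288, FDR 0.00238). Genes of NRF2 targets (20 tested) had a median of 0.295 (NES 2.26, FDR 1.52e-04) and of glutathione (15 tested) of 0.296 (NES 1.97, FDR 0.00337). In these lists *Fth1*, the most abundant NRF2 target, changed by 0.32 (standard error 0.125, FDR 0.113), *Slc7a11*, the most abundant glutathione gene, by 0.27 (standard error 0.164, FDR 0.288), and *Akr1b8* and *Mgst2* changed most. Border-associated macrophage genes (10 tested) had a median of 0.475 (NES 1.92, FDR 0.00461). Lower lists were monocytes (16 tested, median −0.314, NES −1.97, FDR 0.00105), dendritic cells (13 tested, median −1.57, NES −1.96, FDR 6.93e-04), MHC class II (8 tested, median −0.532, NES −1.79, FDR 0.00219) and amino acid stress (17 tested, median −0.319, NES −2.08, FDR 1.14e-04). The exact permutation p was 0.0159 for border-associated macrophages, 0.0317 for MHC class II and 0.00794, the smallest that 5 against 5 libraries can give, for the other 6 lists. With the correlation between genes estimated from the libraries, camera had an FDR of at least 0.204 for each list. Among monocyte genes *Lyz2*, the most abundant, rose (0.65, standard error 0.128, FDR 0.00764). The FDR of *Lyz2* was above 0.05 without both libraries of m2 or m6 (FDR 0.0516 and 0.0534), and 15.4% of its 50-base stretches are shared with *Lyz1*. Among dendritic cell genes *Irf8*, the most abundant, changed by −0.28 (standard error 0.103, FDR 0.0905), and *Flt3* changed most. *Cd74* is the most abundant MHC class II gene (−0.29, standard error 0.169, FDR 0.268) and *H2-DMb2* the one with the largest change (−0.82, standard error 0.162, FDR 0.00778), whose FDR was above 0.05 without both libraries of m2 (FDR 0.0572). In the amino acid stress list *Slc3a2* is the most abundant (−0.14, standard error 0.0655, FDR 0.187) and *Phgdh* changed most (−1.26, standard error 0.260, FDR 0.00956), with 47.8% of its 50-base stretches shared with the pseudogene *Gm7901*. With the replicate block the FDR was below 0.05 for *Fth1* (0.00444), *Slc7a11* (0.0109), *Irf8* (3.03e-04), *Cd74* (0.0167) and *Slc3a2* (0.0279), in the same direction.

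Gene length or GC content as the whole cause was argued against for the 8 lists and for ribosomal proteins. For 6 of the lists and ribosomal proteins the set test stayed past the limit with and without the replicate block after a trend on both was removed from every library, a step that moved 5160 genes by over 0.05 on the log2 scale. The NES was then 2.72 for lysosome, 2.11 for NRF2 targets, −2.25 for amino acid stress, −2.11 for dendritic cells, −1.93 for MHC class II, −2.02 for monocytes and −2.82 for ribosomal proteins. For glutathione (NES 1.75) and border-associated macrophages (NES 1.73), the FDR without the block rose to 0.0149, while with the block it was 2.86e-04 (NES 2.06) and 2.88e-05 (NES 2.10). Their medians in limma went from 0.265 to 0.334 and from 0.449 to 0.473, where such a bias as the whole cause would have taken them towards 0. Without the ARG1- library of m234, which has the fewest counts, the NES was 2.86 for lysosome, 2.04 for NRF2 targets, 2.07 for border-associated macrophages, −2.01 for amino acid stress, −1.84 for dendritic cells, −1.74 for MHC class II, −1.97 for monocytes and −2.47 for ribosomal proteins, each past the limit of 0.01. For glutathione (NES 1.95) its FDR was 0.0128, or 7.55e-04 with the block (NES 2.19), which argues against that library as the whole cause here too. What difference between the sorted cells lies behind these lists was not tested beyond the cell types below.

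Which cells the sorts held was tested with lists of markers. Dendritic cells in the ARG1- sort are a candidate explanation for part of the genes lower in ARG1+ cells: their list had a median of −1.57 and 6 of its 13 tested genes are among the 122 lower genes, which is how a larger share of these cells in the ARG1- sort would show. These 6 genes came to a summed 31.5 CPM in ARG1- and 3.96 in ARG1+ libraries, a small part of the sum of the lower genes. The M2 list also holds *Ccl22* and *Cd209a*, and the microglia list *Siglech*, and the 11 tested genes left without them had a median of −1.55. Without the ARG1- library of m234 the median of the dendritic cell list was −0.992. A larger share of T or NK cells is argued against as the whole cause, since the 17 genes of their list (2 of them above the filter) came to a summed 3.95 CPM in ARG1+ and 5.92 CPM in ARG1- libraries on average, while the lower genes came to 933 and 2643 CPM. B or plasma cells cannot be told apart from another source, because 3 of the 10 genes of their list were above the filter, with a median of −1.91: *Ighm* and *Jchain* fell and *Cd79b* (0.08) did not. A larger share of microglia as the whole cause would lower the markers of microglia at least as much as other genes. Genes lower in 4 animals were therefore read in the animal left out, and in 4 of 5 animals their median difference was below that of every gene of the microglia list: −1.91 against −1.42 in m2, −1.45 against −0.61 in m6, −1.25 against −1.05 in m235 and −1.17 against −0.68 in m236. This argues against microglia as the whole cause in these 4 animals. In m234 it was −1.48 against −3.29, so that microglia may account for the lower genes there, and a part elsewhere is not excluded. None of the 16 genes passed both limits without the block and 5 did with it, among them *Sparc* (−1.24, FDR 0.0227). Without the ARG1- library of m234 the list had a median of −0.456. Over all libraries the microglia list had a median of −0.79 (NES −1.82, FDR 0.00463, fry FDR 0.0929), with *Sparc* the most changed (−1.76, standard error 0.621, FDR 0.0818, and −0.700 without the ARG1- library of m234), and was lower in 5 of 5 animals (exact permutation test, p = 0.0952). For the ARG1+ sort, more border-associated macrophages cannot be told apart from another cause of the higher genes, since markers of these cells go apart. *Cd163*, *Lyve1*, *Folr2* and *Cbr2* had a highest mean level in ARG1+ libraries of 0.890 CPM, but the level that a larger share would bring is not known, and 9 of the 10 tested genes of the list rose. *F13a1*, the most abundant of that list, was at 1005 CPM in ARG1+ and 601 in ARG1- libraries (log2 fold change 0.78, standard error 0.238, FDR 0.0511), *Stab1* at 827 and 555, and *Pf4* changed most (1.88, standard error 0.315, FDR 0.00324). *Mrc1* and *Cd163* are also in the M2 list, and without *Mrc1* the median of the list was 0.446. *F13a1* passed an FDR of 0.05 with DESeq2 (0.00671), without a filter (0.0262), with the animal as a block (1.62e-05, and 2.67e-05 in limma-trend), and without the ARG1+ library of m234, the ARG1- library of m234 or m236, or both libraries of m234 (0.00855 to 0.0485).

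The source of the 6 immunoglobulin genes among those lower in ARG1+ cells stays open. RNA or cells of the B and plasma cell lineage in the ARG1- libraries may be behind them, but the median difference over *Jchain*, *Mzb1*, *Cd79a*, *Cd79b* and *Ms4a1* was 0.103 on the log2 scale (ARG1- minus ARG1+, with 0.1 CPM added), over genes at a mean of at most 0.424 CPM in either group apart from *Jchain* and *Cd79b*, so that a small number of plasma cells cannot be told apart from another source. *Jchain* fell with the immunoglobulin genes, from 3.75 to 0.477 CPM (−2.87, standard error 0.679, FDR 0.0184). *Mzb1* says little, as 76.9% of its exon bases lie in another gene on the same strand, where the counting may have dropped its reads. Of 218 variable segments 104 had a count, and 3 of them held 31.9% to 50.0% of all such counts in the ARG1- libraries, with 3 having at least 5 counts in each of the 5. Whether a state of the ARG1- cells is responsible was not tested.

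Lower ribosomal protein genes were also tested against scaling and pseudogenes. With the 50 most abundant genes left out of the library sizes, their median was −0.178 in limma, against −0.220 with these genes kept, while that of all tested genes was 0.00276. A shift in scaling moves all genes alike, so that scaling by a few abundant genes is argued against. The 160 tested pseudogenes of ribosomal proteins had a median of −0.184, where reads moved from genes to pseudogenes would have raised them. A response to amino acid starvation that is stronger in ARG1+ than in ARG1- cells would raise the amino acid stress list. The list had a median of −0.319 and is lower in 5 of 5 animals, which argues against such a difference as a transcriptional response. A response shared by both sorts, or stronger in ARG1- cells, is not excluded, because only the difference between the sorts was read. Different cell types in the sorts could also move this list. Without the ARG1- library of m234 this median was −0.205, still negative but over 1.5 times smaller. An effect of arginine on translation itself would not show in these counts and stays untested.

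Single libraries that lie far from the other 4 of their group were sought in 278 groups of values (31 lists, 100 genes and 8 library measures in each group of cells), and in 23 groups the gap to the nearest library, as a share of the range of the group, was above the 5% critical value for 5 libraries. Chance gives about 1 in 20 groups, or 13.9 of 278, and the groups are not independent, since genes of a list recur among the single genes. The values below are this share. In the ARG1- group, m234 lay apart in total count (0.732), genes with a count (0.727), the first principal component (0.712), oligodendrocyte and myelin genes (0.7101), *Fabp5* (0.735) and *Csf2rb* (0.742), with total count, genes with a count, *Fabp5* and *Csf2rb* low and the other measures high in it. Lower depth as the whole cause is argued against: with every library thinned to its total, its mean distance from the others was 0.568, against at most 0.467 for another ARG1- library. All 16 genes of the microglia list had their highest level of the ARG1- libraries in it, so a larger share of microglia in that library is a candidate explanation. Its level of *Sparc* was 636 CPM (43.5 to 151 in the others). In the oligodendrocyte list, median log2 fold change −0.17, NES −0.96, FDR 0.532, *Mbp* is the most abundant (0.18, standard error 0.0611, FDR 0.0789) and *Mal* changed most (−0.58, standard error 0.373, FDR 0.325). The FDR of *Mbp* was 0.00306 with the replicate block.

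The ARG1+ library of m235 lay apart in the interferon response genes (0.791), which were high in it, and in the microglia list (0.758), *Il10* (0.933), *P2ry12* (0.804), *Sparc* (0.795) and *Ighm* (0.819), which were low. Interferon response genes (median log2 fold change −0.57, NES −1.96, FDR 6.87e-04; *Irf7* the most abundant, −0.41, standard error 0.252, FDR 0.301; *Isg15* changed most, −0.89, standard error 0.259, FDR 0.0420) had their highest level of the ARG1- libraries in that of m235 for 13 of 14 genes, so a state of this animal shared by both its libraries is a candidate explanation. The FDR of *Isg15* was above 0.05 without any single library except the ARG1+ library of m235, and without both libraries of any animal except m235 (0.0507 to 0.134). That of *Irf7* was 0.00115 with the replicate block. ARG1- cells carried into the ARG1+ library are argued against by the dendritic cell list, at 1.64 log2 CPM there, below the other ARG1+ libraries (1.95 to 2.48). For the microglia list, 13 of 16 genes also had their lowest level of the ARG1- libraries in m235, so a smaller share of microglia in both its libraries is a candidate explanation.

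The ARG1- library of m2 lay apart in cell cycle genes (0.783, high) and *Hmox1* (0.767, low), and its ARG1+ library in *Klf4* (0.754) and *Ly6i* (0.845), both low. A state of the animal shared by both libraries is a candidate explanation for the cell cycle genes, since 12 of 17 were also highest in its ARG1+ library among the ARG1+ libraries. Between the groups, the cell cycle list had a median log2 fold change of −0.33 (NES −1.47, FDR 0.0614; *Pcna* the most abundant, −0.10, standard error 0.0876, FDR 0.490; *Ube2c* changed most, −1.08, standard error 0.473, FDR 0.146). The FDR of *Ube2c* was 0.00480 with the replicate block. Further single values were glutathione in the ARG1+ library of m234 (0.736, low) and arginine and polyamine genes in that of m236 (0.820, low), and in the ARG1- group T and NK genes (0.789) and *Lck* (0.778) in m235, both low, and *Kdr* (0.746, low) in m6. *Ighv1-81* and *Igkv1-110* had a ratio of 1.00 in the ARG1+ library of m236, because the other 4 ARG1+ libraries are at 0 counts for both and it has 1 and 6. The T and NK list has 2 tested genes (median log2 fold change −0.45, NES −0.77, FDR 0.814; *Lat* the most abundant, −0.44, standard error 0.278, FDR 0.317; *Lck* changed most, −0.47, standard error 0.476, FDR 0.546). No explanation was tested for these single values.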

How the results depend on the processing

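The fits on protein-coding genes only, and fry and camera with a replicate block, were tests chosen only after the result was seen.

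The log2 fold change of *Arg1* kept its direction and call in each of 26 alternatives, from 5.35 to 5.64. The number of genes higher in ARG1+ cells stayed within 1.5 times of 77 in each alternative except without the fold change limit, with 937, and leaving out libraries or animals gave 53 to 87. The number of lower genes, 122, stayed within 1.5 times in 9 of 14 alternatives that keep all libraries. It was 186 with DESeq2, 190 without a filter on low counts, 213 with the replicate block, 214 with limma-trend and the block, and 845 without the fold change limit. It was 68 to 168 with libraries or animals left out, and the values beyond 1.5 times were those without both libraries of m2 (68) and of m6 (76). Dropping the fold change limit acts by construction, and the cause was not tested for the other alternatives. With only protein-coding genes tested, 65 were higher and 119 lower with edgeR, and 62 and 113 with limma-trend.

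Of the sets, ribosomal proteins kept their direction in each alternative, at −2.78 to −2.41 with libraries or animals left out, and sphingolipid metabolism at 2.12 to 2.35. The largest change came with camera and its estimated correlation, which gave adjusted p values of 0.0326 for sphingolipid metabolism, 0.209 for beta-oxidation and 0.261 for ribosomal proteins, all above 0.01. It takes the correlation between genes from the libraries by construction. With the replicate block the values were 0.0232, 0.0625 and 0.0971. With fry, beta-oxidation and ribosomal proteins both had 0.0359, and with fry and the block both were below 0.01. The cause of these changes was not tested. Ranking by the log2 fold change gave an NES of 1.62 for sphingolipid metabolism and 1.69 for beta-oxidation (FDR 0.0147 for both). Beta-oxidation also had an FDR above the limit with TMM library sizes in limma (NES 1.77, FDR 0.0117) and with the replicate block (1.70, FDR 0.0182), and ranged from 1.60 to 2.12 with libraries or animals left out. Its FDR was above 0.01 without the ARG1+ library of m2, m6 or m236, the ARG1- library of m234 or m235, or both libraries of m2, m6 or m236 (0.0140 to 0.0281). Reactome sets higher and lower were 15 and 68, and moved to 2 and 21 by log2 fold change and to 26 and 195 without the filter. With libraries or animals left out they were 13 to 23 and 67 to 136. The values beyond 1.5 times were 23 higher sets without the ARG1+ library of m234 or of m235 and 136 lower sets without the ARG1- library of m234.

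Besides *Arg1*, 99 named genes were followed through 2548 comparisons, of which 2294 kept their direction and side of the limit, 102 no longer passed an FDR of 0.05, 112 newly passed it and 40 changed direction. In the 1467 comparisons with a library or an animal left out these were 1314, 101, 26 and 26, and in the other 1081 they were 980, 1, 86 and 14. With the replicate block alone, of 99 genes 66 kept their call, 32 newly passed and 1 changed direction, and among the other results the edgeR or limma block moved the number of lower genes by over 1.5 times and took the FDR of beta-oxidation above its limit. Genes that changed direction had an FDR of at least 0.463 in each comparison where they did, and the cause was not tested. *Cd44* was at −0.0352 with total library sizes and −0.0323 with limma-trend on total library sizes, with a prior count of 0.5 or with the block, ranging from −0.0722 to 0.0832 with libraries or animals left out. *Pabpc1* was at −0.0380 with total library sizes and −0.0392 with limma-trend on total library sizes, with the smaller prior count or with the block, and ranged from −0.0308 to 0.0417. *Il1b* was at −0.0349 with total library sizes, −0.0488 with limma-trend on total library sizes, with the smaller prior count or with the block, −0.00833 with limma-trend and TMM and −0.00867 with the edgeR block, and ranged from −0.0798 to 0.133. The range was −0.0359 to 0.724 for *Chil3*, −0.0184 to 0.30 for *Nos2* and −0.0928 to 0.00345 for *Csf2rb*. Other genes with a printed change of at least 0.4 that moved by over 1.5 times, in the same direction, were *Ccl24*, *Sparc*, *Cx3cr1* and *P2ry12*, given where they are printed, *Slc1a3* (−2.35 to −1.22), *Ube2c* (−1.40 to −0.668), *Pdcd1lg2* (−1.10 to −0.441), *Il10* (0.294 to 0.618), *Ly6c2* (−0.674 to −0.261), *Irf7* (−0.691 to −0.239), *Mal* (−0.732 to −0.300), *Lck* (−0.785 to −0.357), *Lat* (−0.593 to −0.211) and *Igkv1-110* (−8.70 to −5.01).

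Depth limits the ARG1- library of m234 most, with 8396863 counts. Genes with few counts, such as the immunoglobulin segments, are limited by counting error.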

Differences from the paper's values

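No test in this part was chosen only after the result was seen, apart from the limma-trend and edgeR fits on protein-coding genes and the count of protein-coding genes among those called.

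The paper gives 67 genes as higher and 98 as lower in ARG1+ cells, and here 77 and 122 passed the same limits, within 1.5 times of the paper's numbers. Of the settings set before the data were examined, no setting reached 67 higher or 98 lower genes. The nearest for higher genes were 69 without the ARG1+ library of m6, 70 with limma-trend on total library sizes and 64 without the ARG1+ library of m2. For lower genes they were 93 without the ARG1+ library of m236, 104 without the ARG1- library of m6 or both libraries of m234, 105 with CPM above 1 in at least 5 libraries, and 92 without the ARG1+ library of m2. Settings beyond 1.5 times of the paper's 98 lower genes were DESeq2 (186), no filter (190), the replicate block (213), limma-trend with the block (214), no fold change limit (845) and leaving out the ARG1- library of m235 (168). Beyond 1.5 times of the paper's 67 higher genes was no fold change limit (937). On protein-coding genes alone, chosen after seeing the values, limma-trend called 62 higher and 113 lower genes and edgeR 65 and 119, and neither reached the paper's numbers. Of the 77 and 122 genes of the edgeR fit on all genes, 67 and 105 are protein-coding, also looked at after seeing the values. The first is the paper's number of higher genes and the second is not its 98. This restriction drops 0 of the 15 genes that the paper names for these cells, and whether the authors applied it is not known. The *Arg1* log2 fold change was about 5.4 in Fig. 4a, read by eye, and 5.45 here. It was 5.64 without the ARG1- library of m2, which is beyond the standard error of 0.213 from that reading.

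The paper names *Scd4* among the genes raised in ARG1+ cells. Here it had a log2 fold change of 1.06 and an FDR of 0.0638, above 0.05. The settings that brought it below were DESeq2 (1.09, FDR 0.0184), the replicate block (1.14, FDR 0.00480), limma-trend with the block (1.33, FDR 0.00937) and leaving out the ARG1- library of m2 (1.32, FDR 0.0414). *Fabp4* (1.34, standard error 0.312, FDR 0.0172) and *Fabp5* (1.25, standard error 0.175, FDR 0.00121), named beside it, passed both limits.

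Fig. 4b lists 10 Reactome sets as higher and 10 as lower at the paper's limit of 0.01. In the older release used here, 3 of the lower ones, on rRNA processing, have no counterpart and were not tested, and the nearest set was taken for metabolism of lipids and for fatty acid metabolism. Of the 10 listed as higher, 4 did not pass: mitochondrial fatty acid beta-oxidation (FDR 0.0230), heparan sulfate and heparin metabolism (0.0182), vitamins and cofactors (0.0187) and fatty acid, triacylglycerol and ketone body metabolism, taken for fatty acid metabolism (0.600). Beta-oxidation passed without the ARG1+ library of m235 (0.00433) and without both libraries of m234 (9.92e-04), and in the family of 3 named sets (0.00931). Heparan sulfate and heparin metabolism passed with the ranking by edgeR's signed F (0.00801), without the ARG1+ library of m235 (0.00891), without the ARG1+ library of m236 (0.00445), without the ARG1- library of m234 (0.00423), without the ARG1- library of m6 (0.00235) and without both libraries of m6 (0.00386). Vitamins and cofactors passed without a filter on low counts (0.00227), without the ARG1+ library of m235 (0.00740), without the ARG1- library of m6 (0.00667), without the ARG1- library of m236 (0.00727), without both libraries of m235 (0.00937) and without both libraries of m236 (0.00289). Metabolism of fatty acids, triacylglycerol and ketone bodies passed in none of the 22 other settings run on Reactome sets. The other 6 sets listed as higher and the 7 tested of those listed as lower passed. In the other settings, ranking by the log2 fold change took all 6 higher sets (FDR 0.0124 to 1.00) and ribosomal scanning and start codon recognition (0.0344) above the limit. Organelle biogenesis and maintenance was also above it with the replicate block (0.0358) and without the ARG1+ library of m2 (0.0154), and metabolism of carbohydrates without the ARG1- library of m235 (0.0219).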

Other observations

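The tests of *Gm36172*, of the *Fabp5* pseudogenes and of *Arg1* in the ARG1- libraries were chosen only after the result was seen.

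Whether other splits of the 10 libraries into 5 and 5 give results as large was counted over 100 of the 126 possible splits. As many genes past both limits came in 1 of 100, the real split, and 0 genes in each of the other 99, which argues against chance among these splits. The other splits mix ARG1+ and ARG1- libraries in each group, so that a real difference adds to the spread within groups and makes calls rarer. The NES of sphingolipid metabolism was as large in 1 of 100 (next largest 2.11), which argues against chance there too. By this count chance cannot be excluded for the number of Reactome sets (36 of 100) or for beta-oxidation (12 of 100). Nor can it be for ribosomal proteins (42 of 100, with an NES of up to 3.64 elsewhere). The splits were tested without the block for the animal, so they leave differences within animals undecided. The ribosomal list was lower and the hand-written list of mitochondrial fatty acid oxidation higher in 5 of 5 animals. With the block, chosen after the result was seen, fry gave them FDRs of 0.00193 and 0.00131. Camera with estimated correlation and the block gave 0.0971 for ribosomal proteins and 0.0625 for the beta-oxidation set. Among the 16 splits that part the libraries of every animal, as the real one does, 1 gave as many genes and 1 as large an NES for sphingolipid metabolism (next 2.20). A share of 16 splits cannot fall below 6.25%, so these splits cannot decide on chance for either result. As many sets came in 4, as large a beta-oxidation NES in 4 and as large a ribosomal NES in 6. Of the 99 other splits drawn, 88 differ from the real one in that they part the libraries of only 1 or 3 of the 5 animals.

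*Gm36172* starts 135 bases from the start of *Arg1*. Reads of *Arg1* may count on it: its counts were 2.56% of those of *Arg1* in ARG1- and 0.339% in ARG1+ libraries, but with 65 counts against 425 a constant rest that is not from *Arg1* cannot be told apart from reads of *Arg1*. The pseudogenes *Gm6166*, *Gm14328* and *Gm6100*, chosen after their values were seen, had log2 fold changes of 1.16 to 1.37, at most 0.118 from *Fabp5*, so reads of *Fabp5* are a candidate source. *Arg1* in ARG1- libraries was 2.26% of its level in ARG1+ libraries, and ARG1+ cells carried over cannot be told apart from low expression in ARG1- cells.

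Further lists gave these values. M1 markers (14 tested, median log2 fold change −0.29, NES −1.85, FDR 0.00219; fry FDR 0.00471) were lower in 4 of 5 animals, with *Il1b* the most abundant (0.004, standard error 0.169, FDR 0.992) and *Il12b* the most changed (−1.69, standard error 0.430, FDR 0.0251; FDR above 0.05 without the ARG1+ library of m6 or m236, or the ARG1- library of m2, or both libraries of m234, m6 or m236, FDR 0.0522 to 0.0928). Neutrophil genes (5 tested, median log2 fold change −0.34, NES −1.09, FDR 0.402) had *Csf3r* as most abundant (−0.34, standard error 0.160, FDR 0.175) and *S100a9* as most changed (−3.40, standard error 0.708, FDR 0.00977). Astrocyte genes (5 tested) had a negative median of −0.29 and a positive NES of 1.22 (FDR 0.267), with *Aldoc* most abundant (0.55, standard error 0.124, FDR 0.0150; FDR above 0.05 without both libraries of m2 or m6, FDR 0.0609 and 0.0852) and *Slc1a3* most changed (−1.94, standard error 0.610, FDR 0.0570). Endothelial genes (5 tested, median log2 fold change −0.47, NES −1.38, FDR 0.119) had *Ly6c1* as most abundant (−0.61, standard error 0.280, FDR 0.169) and *Kdr* as most changed (−0.82, standard error 0.200, FDR 0.0204; FDR above 0.05 without both libraries of m2 or m236, FDR 0.0870 and 0.0872). Hypoxia and glycolysis genes (21 tested, median log2 fold change 0.13, NES 1.46, FDR 0.105) had *Pkm* as most abundant (0.11, standard error 0.0762, FDR 0.348) and *Egln3* as most changed (0.66, standard error 0.131, FDR 0.00794; FDR above 0.05 without both libraries of m2, FDR 0.0514). B and plasma cell genes (3 tested, median log2 fold change −1.91, NES −1.63, FDR 0.00154) had *Ighm* as most abundant (−1.91, standard error 0.314, FDR 0.00300) and *Jchain* as most changed (−2.87, standard error 0.679, FDR 0.0184). Genes of arginine and polyamine metabolism (26 tested, median log2 fold change 0.007, NES 1.61, FDR 0.0246, or 0.00238 with the replicate block) had *Nos2* as most abundant (0.12, standard error 0.235, FDR 0.774) and *Arg1* as most changed. M2 markers had a negative median of −0.068 and a positive NES of 1.36 (FDR 0.128). Of 9 neuron genes *Map1b* alone was tested (−0.24, standard error 0.140, FDR 0.268). Of the M1 list *Cxcl10* is also in the interferon list and *Nos2* in the arginine list. With the replicate block the FDR was below 0.05 for *Csf3r* (0.00329), *Slc1a3* (0.00419) and *Ly6c1* (1.69e-05), in the same direction.

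Genes that the paper discusses in other experiments were read here in the sorted cells. *Slc7a2* was higher (0.53, standard error 0.116, FDR 0.0128; FDR above 0.05 without both libraries of m2 or m6, FDR 0.0568 and 0.0784), and *Slc7a1* (−0.64, standard error 0.109, FDR 0.00351) and *Ccr2* (−1.12, standard error 0.189, FDR 0.00339) were lower. No difference at an FDR of 0.05 was found for *Arg2* (0.29, FDR 0.167), *Cx3cr1* (−1.01, FDR 0.153), *P2ry12* (−0.94, FDR 0.117), *Ly6i* (−0.18, FDR 0.667), *Ly6c2* (−0.45, FDR 0.338), *Hmox1* (0.47, FDR 0.0677), *Gsr* (0.41, FDR 0.118), *Gss* (−0.053, FDR 0.694), *Nfe2l2* (−0.11, FDR 0.281), *Csf2rb* (−0.034, FDR 0.812) and *Cd44* (0.005, FDR 0.986). With the animal as a replicate block, the FDR was below 0.05 for *Arg2* (0.00246), *Cx3cr1* (9.24e-05), *P2ry12* (0.0247), *Ly6c2* (2.62e-04), *Hmox1* (5.32e-04) and *Gsr* (3.89e-04), in the same direction, and in limma-trend with the block also for *Nfe2l2* (0.0148). The FDR of *Hmox1* was also below 0.05 with DESeq2 (0.0204) and without a filter (0.0451). Without the ARG1- library of m234 the change was smaller, at −0.594 for *Cx3cr1* and −0.440 for *P2ry12*. Without single libraries the FDR was below 0.05 for *P2ry12* (without the ARG1- library of m235, 0.0476) and for *Hmox1* (without the ARG1+ library of m2 or m234, 0.0492 and 0.0459). *Ly6c2* shares 14.5% of its 50-base stretches with *Ly6c1*, *Arg2* 21.2% with *Vti1b* and *Csf2rb* 12.3% with *Csf2rb2*.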
